# CRB1 is required for recycling by RAB11A+ vesicles in human retinal organoids

**DOI:** 10.1016/j.stemcr.2023.07.001

**Published:** 2023-08-03

**Authors:** Thilo M. Buck, Peter M.J. Quinn, Lucie P. Pellissier, Aat A. Mulder, Aldo Jongejan, Xuefei Lu, Nanda Boon, Daniëlle Koot, Hind Almushattat, Christiaan H. Arendzen, Rogier M. Vos, Edward J. Bradley, Christian Freund, Harald M.M. Mikkers, Camiel J.F. Boon, Perry D. Moerland, Frank Baas, Abraham J. Koster, Jacques Neefjes, Ilana Berlin, Carolina R. Jost, Jan Wijnholds

**Keywords:** CRB1, NOTCH1, RAB11A, VPS35, retromer, WDFY1, endolysosomal system, autophagy, cell polarity, organoids, retina

## Abstract

*CRB1* gene mutations can cause early- or late-onset retinitis pigmentosa, Leber congenital amaurosis, or maculopathy. Recapitulating human *CRB1* phenotypes in animal models has proven challenging, necessitating the development of alternatives. We generated human induced pluripotent stem cell (iPSC)-derived retinal organoids of patients with retinitis pigmentosa caused by biallelic *CRB1* mutations and evaluated them against autologous gene-corrected hiPSCs and hiPSCs from healthy individuals. Patient organoids show decreased levels of CRB1 and NOTCH1 expression at the retinal outer limiting membrane. Proximity ligation assays show that human CRB1 and NOTCH1 can interact via their extracellular domains. *CRB1* patient organoids feature increased levels of WDFY1+ vesicles, fewer RAB11A+ recycling endosomes, decreased VPS35 retromer complex components, and more degradative endolysosomal compartments relative to isogenic control organoids. Taken together, our data demonstrate that patient-derived retinal organoids enable modeling of retinal degeneration and highlight the importance of CRB1 in early endosome maturation receptor recycling in the retina.

## Highlights

• CRB1 is associated with retinitis pigmentosa
• We made organoids from these patients and studied their biology
• The extracellular domains of CRB1 and NOTCH1 interact
• Our data link to altered endosomal maturation and increased autophagy

## Introduction

In mammals, the Crumbs (CRB) protein family consists of CRB1, CRB2, and CRB3A, with the latter lacking a large extracellular domain. Mutations in the *CRB1* gene are responsible for retinal diseases such as retinitis pigmentosa (RP), Leber congenital amaurosis (LCA), and macular dystrophy (Nguyen et al., 2022). Cell adhesion and cell polarity protein complexes at the retinal outer limiting membrane (OLM), such as adherens junctions and CRB complexes, play a critical role in proliferation of retinal progenitor cells (RPCs) (Pellissier et al., 2013) as well as in cell adhesion (Quinn et al., 2018, 2019b; van de Pavert et al., 2007). The CRB complex is located at the subapical region adjacent to the adherens junctions between RPCs in the developing retina and at the subapical regions of Müller glial cells (MGCs), photoreceptor cells (PRCs), PRC-PRCs, and PRC-MGCs.

We have described previously that the levels of CRB-family proteins at the apical membrane in photoreceptors and MGCs are major determinants of the severity of the retinal phenotype in *Crb1*^KO^ (KO, knockout) and *Crb1*^KO^*Crb2*^cKO^ (cKO, conditional KO) mice compared with controls. In contrast to CRB1, the CRB2 protein is present in photoreceptors and MGCs in both species (Quinn et al., 2019b; van Rossum et al., 2006). We showed that RP *CRB1* patient-derived retinal organoids expressing different variants of CRB1 proteins (*CRB1*^M1041T/M1041T^; *CRB1*^Y631C/E995∗^; *CRB1*^M1041T/C948Y^) have little cell polarity and cell adhesion markers on differentiation day 180 (DD180) and significantly lowered levels of variant CRB1 proteins, permitting local displacement of PRC columns (Boon et al., 2023; Quinn et al., 2019a). Loss of apical polarity has been linked previously to dysregulation of the endolysosomal system (Boon et al., 2023; Kraut and Knust, 2019; Lattner et al., 2019; Pocha et al., 2011; Zhou et al., 2011). The membrane vesicle trafficking system has been associated with many diseases but, to our knowledge, has not been studied in detail in human retinal organoids.

Numerous reports have previously demonstrated a link between loss of the CRB complex and activation of the Notch signal pathway (Laprise, 2011; Pellissier et al., 2013; Thompson et al., 2013). A direct interaction between extracellular domains (ECDs) of NOTCH-CRB and CRB-CRB was observed in fruit fly and zebrafish models (Laprise, 2011; Nemetschke and Knust, 2016; Ohata et al., 2011; Zou et al., 2012). The ECD of CRB in the fruit fly or of CRB2 in the zebrafish stabilizes the NOTCH receptor at the apical membrane (Herranz et al., 2006; Lattner et al., 2019; Nemetschke and Knust, 2016; Ohata et al., 2011). Furthermore, the fruit fly CRB mutant protein (*crb*^P13A9^) decreases NOTCH receptor localization at the plasma membrane; increases NOTCH intracellular domain (ICD) concentrations, which activates the NOTCH pathway; and expands the number of lysosomes in rhabdomeres (a cluster or photoreceptors and support cells in flies) compared with controls (Kraut and Knust, 2019).

Patients with the common RP *CRB1*-associated missense mutations (*CRB1*^Met1041Thr^; *CRB1*^Cys948Tyr^) have significantly lowered levels of CRB1 in the retina and a disturbed endolysosomal system, thus benefitting from gene supplementation therapy (Boon et al., 2023; Buck et al., 2021; Pellissier et al., 2015). In the present study, we identified target genes involved in the molecular mechanisms of the *CRB1* LCA-like phenotype in mice. We found that *Wdfy-1* is a gene overexpressed in the *CRB1* LCA-like mouse model. The WD repeat and FYVE domain-containing 1 (WDFY1) protein is found on the early endosome (Ridley et al., 2001). WDFY1 is localized on lysosomes, being part of an E3 ubiquitin ligase complex involved in selective autophagy, termed lysophagy, recognizing and removing damaged lysosomes (Teranishi et al., 2022). To analyze the role of CRB1 in endosome pathways, we studied induced pluripotent stem cell (iPSC)-derived human retinal organoids. We find a strong decrease in the level of apical CRB1 variant and apical NOTCH1 proteins at the OLM on DD180. We then trace back how the decreased levels of CRB1 variant proteins appear by investigating the trafficking and degradation of CRB1 proteins. We find that the significant decrease in CRB1 variant protein coincides with an increase of WDFY1 at the OLM and in the outer nuclear layer (ONL); repression of maturation of early endosomes (EEs), shown by an increase of EEA1 in EEs; a reduction of RAB11A+ recycling endosomes and VPS35/retromer vesicles; and an increase in degradative endolysosomal compartments in patient organoids. This study suggests that CRB1 is involved in EE/recycling endosome maturation.

## Results

### RNA sequencing (RNA-seq) data from developing *Crb1*- and *Crb2*-deficient mouse retina reveals a molecular defect in the endolysosomal system

To identify the molecular mechanisms of developmental degradation in the retina lacking CRB1 and CRB2, we first examined the retina from *Crb1*^KO^ (*Crb1*^KO^*Crb2*^Flox/Flox^) and *Crb1*^KO^*Crb2*^ΔRPC^ cKO mice backcrossed into 100% C57BL/JOlaHsd mice. In agreement with previous findings in a mixed genetic background (Pellissier et al., 2013), our analyses of the retina from *Crb1*^KO^*Crb2*^ΔRPC^ mice show that CRB1 and CRB2 are essential for proper retinal development, preventing disturbed retinal layering and loss of retinal function (Figures 1A, 1B, S1, and S2). Of note, the 100% C57BL6/JOlaHsd genetic background against the mixed C57Bl/6 and 129/Ola 50%/50% background shows a slightly milder retinal phenotype at foci (Figures 1C and S1). Some regions in the retina mimic the previously described milder heterozygous *Crb1* conditional homozygous *Crb2* (*Crb1*^WT/KO^*Crb2*^ΔRPC^) cKO retinal phenotype, whereas other regions mimic the more severely affected double homozygote *Crb1*^KO^*Crb2*^ΔRPC^ retina (Pellissier et al., 2013). The severity of the phenotype was still comparable with the mixed genetic background, considering retinal cell loss measured by retinal thickness (Figure S2H) and the loss of the retinal response to light flashes measured by electroretinography (Figures S2I–S2K) in 1-month-old mice (Pellissier et al., 2013). Previous studies on developing *Crb1*^KO^*Crb2*^ΔRPC^ retinas on a mixed genetic background showed a transiently thicker retina with an increased number and mislocalization of late-born cells (rod photoreceptors, bipolar cells, MGCs, and late-born amacrine cells), increased cell proliferation and apoptosis, and dysregulation of the cell cycle, which severely impairs retinal function in adult mice. It has been speculated that CRB1 and CRB2 suppress RPC proliferation by regulating mitogenic signaling pathways such as NOTCH, YAP, and Sonic Hedgehog (Pellissier et al., 2013). We also found upregulation of phosphohistone H3+ (pHH3+) mitotic cells on post-natal day 1 (P1) and P5 (Figure 1F), indicative of increased cell proliferation in the 100% C57BL/6JOlaHsd background.

**Figure 1:**
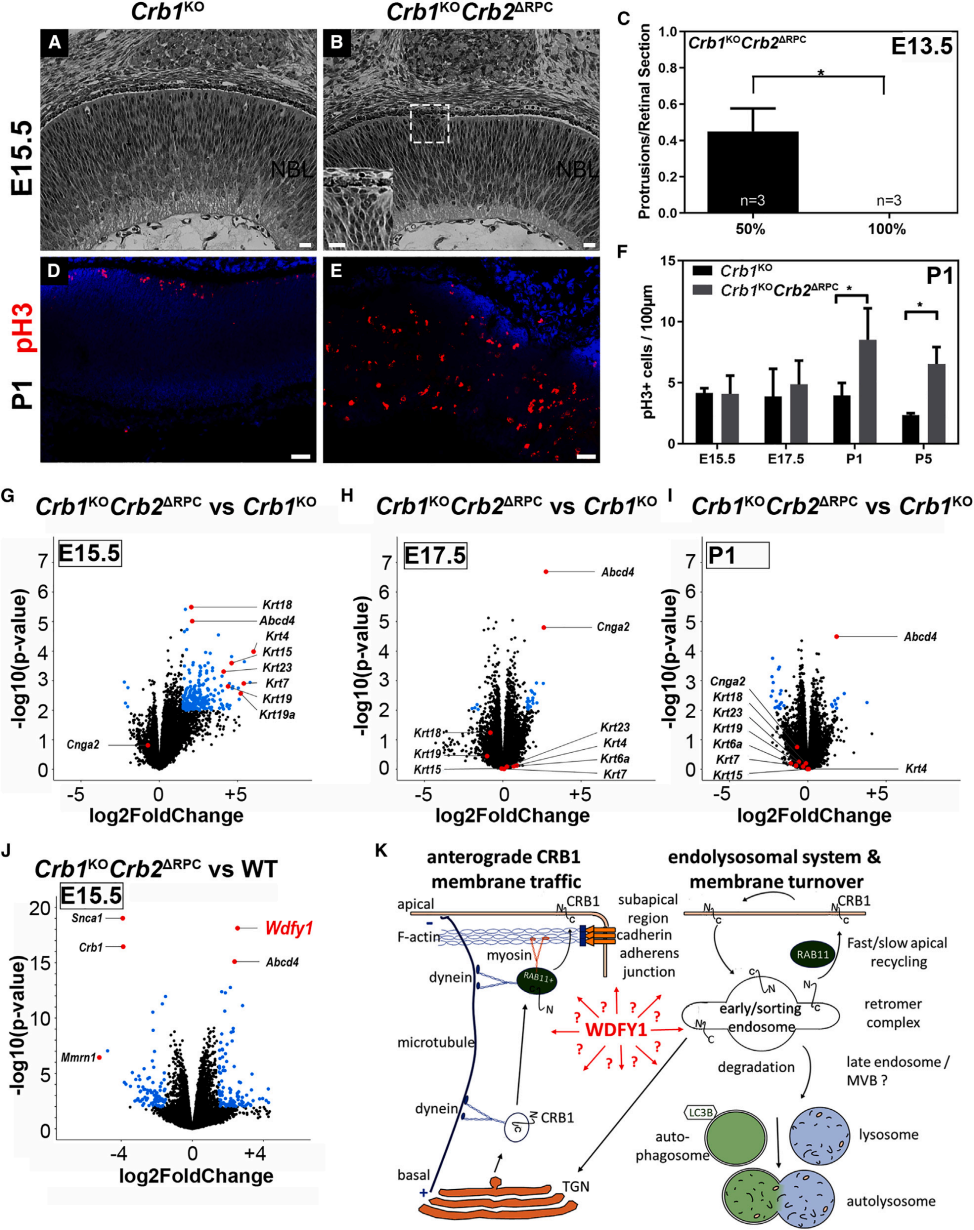
mRNA transcript levels are marginally different in *Crb1*^KO^*Crb2*^ΔRPC^ against *Crb1*^KO^ retina (A and B) Retinal morphology on plastic sections of *Crb1*^KO^ and *Crb1*^KO^*Crb2*^ΔRPC^ mice on a 100% C57/B6 genetic background at embryonic day 15.5 (E15.5). (A) *Crb1*^KO^ retinas appeared to be unaffected, while (B) *Crb1*^KO^*Crb2*^ΔRPC^ retinas had protrusions of neuroblast nuclei in the subretinal space (inset). (C) Protrusions per retinal section in a 50% and 100% C57/B6 genetic background at E13.5. (D–J) 100% C57/B6 genetic background. (D and E) Immunofluorescence labeling of pHH3+ nuclei (late G2 cell cycle and mitosis maker) on postnatal day P1 in (D) *Crb1*^KO^ and (E) and *Crb1*^KO^*Crb2*^ΔRPC^ retina. (F) Quantification of pHH3+ cells on E15.5, E17.5, P1, and P5. ^∗^p < 0.05. (G–J) All changed genes are indicated in blue circles (p < 0.01; log2(Fold Change) > 1.5). (G–I) *Crb1*^KO^*Crb2*^ΔRPC^ against *Crb1*^KO^ retina transcripts (run 1) on E15.5, E17.5, and P1. (J) *Crb1*^KO^*Crb2*^ΔRPC^ compared with WT retina transcripts on E15.5 (run 2). (K) Potential WDFY1 involvement in CRB1 protein trafficking (modified from Aguilar-Aragon et al., 2020). Scale bars, 20 μm. WT, wild type; TGN, *trans*-Golgi network; MVB, multivesicular body. See also Figures S1 and S2.

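The first sequencing run profiled neuroretinas at E15.5, when dividing progenitors give rise to the early-born neurons, at E17.5, and at P1, when rods and bipolar cells are forming. At each stage *Crb1* KO*Crb2* ΔRPC retinas were set against *Crb1* KO retinas of the same C57BL/6JOlaHsd background. Both groups lacked CRB1, so the comparison isolates the removal of *Crb2* from retinal progenitors together with the *Chx10Cre* transgene that removed it.

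The deposited counts covered 29 libraries, 1 per animal, named as in the authors' table (Tg for *Crb1* KO*Crb2* ΔRPC, Ctl for *Crb1* KO, C57 for wild type in the second run): 5 per genotype at each stage, apart from 4 *Crb1* KO*Crb2* ΔRPC libraries at E15.5. The paper gives 30 mice and 5 per group, and its methods say that an E15.5 *Crb1* KO*Crb2* ΔRPC sample was removed as an outlier. The authors amplified the RNA into cDNA, read it as short SOLiD single-end reads, mapped these to mm10 with Lifescope, and counted them per refGene gene. Their table holds 17055 genes, and every gene in it has more than 1 count in at least 5 libraries, which is the filter their methods describe. Reads from genes below it cannot be recovered.

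Gene counts per library had a median of 12489095. By group, the median was 10484342 (range 5940899 to 11891986) in *Crb1* KO*Crb2* ΔRPC and 12380541 (9207494 to 12500666) in *Crb1* KO at E15.5. It was 13548063 (9074383 to 14118641) and 12564917 (7434985 to 13246836) at E17.5, and 12687682 (10304370 to 16624397) and 12879098 (11534853 to 14070679) at P1. For each stage, edgeR's quasi-likelihood test compared the genotypes in a single model of all 6 groups, with TMM scaling and Benjamini-Hochberg adjustment over all genes. A gene counts as changed at an adjusted p below 0.05, and the paper's stricter thresholds (adjusted p below 0.01 and a log2 fold change beyond 1.5) are given beside it. Expression is in CPM, counts scaled to the library's size, as mean ± SD, and a positive log2 fold change means higher in *Crb1* KO*Crb2* ΔRPC. In data simulated at these depths with 200 changed genes, the test called 78% of 2-fold changes at E15.5, 69% at E17.5 and 76% at P1, and 11, 7 and 7 unchanged genes. These data were drawn independently per gene and library, with changed genes picked above the lowest counts. The real libraries hold more structure: other groupings of them called up to 4512 genes at E15.5, 9 at E17.5 and 689 at P1. The 34 gene lists of cell types and pathways, fixed in advance, were tested with camera against all other genes, and its p values were adjusted over 136 tests.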

We therefore performed RNA-seq on mouse retina to gain insights into these developmental changes at the transcriptional level. 

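At E15.5, *Crb1* KO*Crb2* ΔRPC libraries held more RNA of tissues that border the retina than *Crb1* KO libraries did. Keratins and other genes of the surface ectoderm rose most. Genes of the ocular mesenchyme and of skeletal muscle rose with them, and so did some genes of red blood cells and of the retinal pigment epithelium (RPE). Few genes fell. The rise of ectoderm, mesenchyme and muscle genes was uneven: the libraries Tg_20140583_E15.5 and Tg_20140587_E15.5 held most of it, and Tg_20140584_E15.5 and Tg_20140585_E15.5 little. That of red blood cell and RPE genes was spread over all 4 libraries. Of the lists tested for these tissues, only the keratins marked in Figure 1G held with an estimated correlation. Of 100 groupings of the E15.5 libraries, the real one included, 15 reached its 758 called genes and 37 its 11 called lists. Chance therefore stays open for these counts.

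In edgeR's test 750 genes were higher and 8 lower, and 2011 had an unadjusted p below 0.05. At the paper's thresholds 356 genes passed, each of them higher. *Krt14*, a keratin of basal ectoderm cells, averaged 209.5 ± 342.4 CPM (n = 4) against 0.758 ± 0.407 CPM (n = 5), a log2 fold change of 8.14 (SE 1.16, adjusted p = 7.4e-04 in edgeR). *Krt5*, which pairs with it, rose by 7.38 on the log2 scale, and *Krtdap*, a gene of differentiating keratinocytes, by 8.81 (adjusted p = 8.7e-04). *Krt18*, a keratin of simple epithelia and one of the keratins marked in Figure 1G, rose by 2.16 (SE 0.33, adjusted p = 7.4e-04). *Krt23*, another of them, had 104 counts over the *Crb1* KO*Crb2* ΔRPC libraries and 0 over the *Crb1* KO libraries; 94 of the 104 came from library Tg_20140587_E15.5.

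All 7 keratins marked in Figure 1G were higher, and camera ranked them above other genes (adjusted p = 1.1e-17, and adjusted p = 0.0215 with an estimated correlation). They had been chosen on these libraries, so this is not independent evidence. Of 21 surface ectoderm genes 20 were higher, and also 20 adjusted over the list alone (camera, adjusted p = 4.5e-21; adjusted p = 0.112 with an estimated correlation). Their mean log2(CPM + 1) was 4.24, 1.34, 1.72 and 6.51 in libraries Tg_20140583_E15.5, Tg_20140584_E15.5, Tg_20140585_E15.5 and Tg_20140587_E15.5, against 0.92 to 1.33 in the *Crb1* KO libraries.

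Of 13 ocular mesenchyme genes 12 were higher, and 12 adjusted over the list alone (adjusted p = 9.6e-11; adjusted p = 0.174 with an estimated correlation). Among them were *Col1a1*, which builds the fibrous matrix (log2 fold change 4.09, adjusted p = 0.00574), and *Foxc1*, a regulator of the periocular mesenchyme (2.65, adjusted p = 0.00154). Of 18 skeletal muscle genes 13 were higher, and 17 adjusted over the list alone (adjusted p = 1.2e-11; adjusted p = 0.211 with an estimated correlation). *Ttn*, the giant protein of the sarcomere, rose by 2.38 (adjusted p = 0.00824). Without libraries Tg_20140583_E15.5 and Tg_20140587_E15.5, a choice made after seeing the values, *Col1a1* was at -0.47 and *Ttn* at -0.29 (adjusted p = 1 for each), the mesenchyme genes did not rank apart (adjusted p = 0.354) and the muscle genes ranked lower (adjusted p = 1.3e-05). Of 14 red blood cell genes 3 were higher, and 12 adjusted over the list alone (adjusted p = 1.3e-10; adjusted p = 0.132 with an estimated correlation). *Alas2*, which starts heme synthesis in these cells, was at 29 ± 6.25 CPM against 10.5 ± 5.20 CPM (adjusted p = 0.0163). Of 14 RPE genes 2 were higher, and 6 adjusted over the list alone (adjusted p = 5.6e-07; adjusted p = 0.195 with an estimated correlation). The mean log2(CPM + 1) of the red blood cell (erythroid) list was 3.807 to 4.691 in the *Crb1* KO*Crb2* ΔRPC libraries and 2.322 to 3.692 in the *Crb1* KO libraries, and that of the RPE (retinal pigment epithelium) list 2.510 to 2.863 against 1.352 to 2.420.

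Among the few falls, *Tgfb2*, a growth factor of the eye, went from 122.0 ± 10.5 to 98.5 ± 10.3 CPM (log2 fold change -0.31, SE 0.089, adjusted p = 0.0379). The other falls among named genes were *Rit2* (-0.65), *Mthfd2* (-0.54), *Cldn12* (-0.43) and *BC023829* (-0.36). In all, 5 lists of the retina itself ranked lower in camera with no member changed; none held with an estimated correlation, and all 5 were lost without library Tg_20140587_E15.5: retinal progenitors (adjusted p = 0.00158), neurogenic factors (0.00216), retinal ganglion cells (0.00241), S phase (0.00301) and G2/M phase (0.0142).

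The number of changed genes depended on the test and on the libraries. DESeq2 called 769 genes, limma-voom 2, limma-voom with quality weights 6, an edgeR fit of the E15.5 libraries alone 0, and edgeR without libraries Tg_20140583_E15.5 and Tg_20140587_E15.5 called 2: *Krt4* (log2 fold change 4.01) and *Prap1*, a gene of epithelia (5.91).

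**Figure D1:**
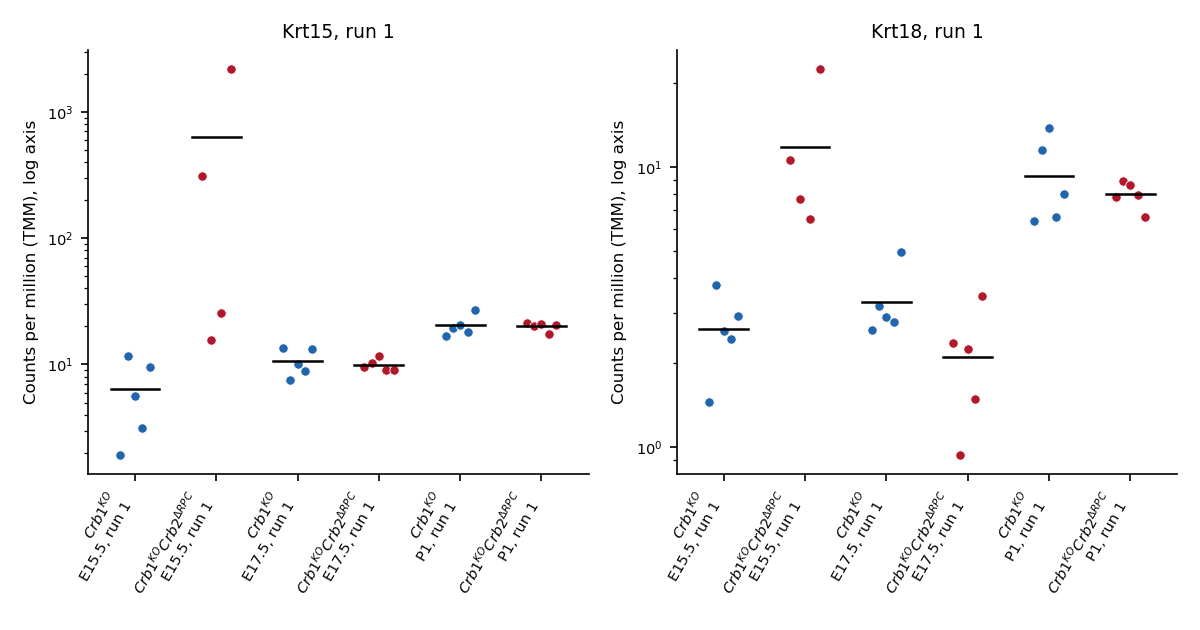
*Krt15* and *Krt18*, keratins marked in Figure 1G, in CPM on a log scale in every library of the first run (points) with the group mean (line). The groups are *Crb1* KO*Crb2* ΔRPC and *Crb1* KO at E15.5, E17.5 and P1, n = 5 per group, apart from 4 *Crb1* KO*Crb2* ΔRPC libraries at E15.5.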

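At the later stages edgeR found little difference between *Crb1* KO*Crb2* ΔRPC and *Crb1* KO retinas gene by gene, while other tests called more genes. At E17.5 *Abcd4* and *Lime1* rose, a call that edgeR lost when any of 9 of the 10 libraries was left out, and lens genes ranked lower in camera, though not with an estimated correlation. At P1 no gene passed in edgeR, yet the genes of DNA replication were shifted upward together. Genes of mitosis and of Sonic Hedgehog signaling ranked higher at P1 with no member changed, and these rankings did not hold with an estimated correlation. Notch and Hippo genes did not rank apart.

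At E17.5 edgeR called these 2 genes, with 1400 at an unadjusted p below 0.05, while limma-voom called 8, DESeq2 91, limma-voom with quality weights 104 and edgeR on the E17.5 libraries alone 26. *Lime1*, a membrane adaptor of Src-family kinases, was at 69.1 ± 10.3 CPM in *Crb1* KO*Crb2* ΔRPC and 44.2 ± 2.79 CPM in *Crb1* KO (n = 5 each; log2 fold change 0.64, SE 0.11, adjusted p = 0.0471), with every *Crb1* KO*Crb2* ΔRPC library above every *Crb1* KO library. *Cnga2*, an ion channel subunit marked in Figure 1H, had 26 counts over the *Crb1* KO*Crb2* ΔRPC libraries and 2 over the *Crb1* KO libraries, a rate ratio of 11.8 (exact 95% interval 2.94 to 102, which covers counting error and not the spread between animals). Its log2 fold change of 3.21 (SE 0.70) did not pass in edgeR (adjusted p = 0.122) and did in limma-voom (adjusted p = 0.0415). The 22 lens genes ranked lower in camera (adjusted p = 6.8e-10; adjusted p = 0.492 with an estimated correlation). None changed over all genes, and 22 were lower adjusted over the list alone. The *Crb1* KO library Ctl_20140589_E17.5 held the most lens RNA at this stage, with a mean log2(CPM + 1) of 10.25 over the list. Müller glia genes ranked lower (adjusted p = 0.0129), but not without that library (adjusted p = 0.124), and myeloid genes ranked higher (adjusted p = 0.0138), but not without library Ctl_20140591_E17.5, Ctl_20140592_E17.5 or Tg_20140593_E17.5 (adjusted p up to 0.286); neither held with an estimated correlation.

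At P1 edgeR and limma-voom called 0 genes, DESeq2 called 6 and limma-voom with quality weights 218, and 1008 genes had an unadjusted p below 0.05 in edgeR. Without the *Crb1* KO library Ctl_20140602_P1 edgeR called 66. All 20 S phase genes had a positive log2 fold change, with a median of 0.17. Of these 0 passed over all genes and 4 adjusted over the list alone: *Pcna*, the clamp of DNA polymerase (0.57), *Rrm2*, which makes deoxyribonucleotides (0.42), *Prim1*, a primase subunit (0.36), and *Tyms*, which makes thymidylate (0.27). camera ranked the list above other genes (adjusted p = 9.6e-11; adjusted p = 0.0322 with an estimated correlation). Its mean log2(CPM + 1) was 6.421 to 6.475 in the *Crb1* KO*Crb2* ΔRPC libraries and 6.145 to 6.388 in the *Crb1* KO libraries, without overlap. Of 23 G2/M genes 16 had a positive log2 fold change (adjusted p = 0.00738; adjusted p = 0.456 with an estimated correlation), as did 10 of 12 Sonic Hedgehog genes (adjusted p = 0.00906; adjusted p = 0.377 with an estimated correlation). None of either list passed, and each ranking was lost without Tg_20140605_P1 or Ctl_20140600_P1 (G2/M) or without Tg_20140603_P1 (Sonic Hedgehog). The lists for Notch (adjusted p = 0.745), Hippo (0.912), retinal progenitors (0.468) and early endosomes (0.213) did not rank apart from other genes.

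In an F test over the 3 stages the effect of genotype differed between stages for 3 genes, all keratins, given here as the effect at E17.5 minus that at E15.5: *Krt19* (-7.13, adjusted p = 0.0205), *Krt18* (-2.84, adjusted p = 0.0205) and *Krt15* (-6.75, adjusted p = 0.0465). This count was 0 with limma-voom and 399 with DESeq2, and 0 to 544 in edgeR without 1 library.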

A comparison between *Crb1*^KO^*Crb2*^ΔRPC^ and *Crb1*^KO^ retina, on 100% C57BL/6JOlaHsd, yielded only subtle persistent changes at the transcriptional level over time (Figures 1G–1I, respectively), despite significant differences in morphology (Alves et al., 2013a, 2013b). As an internal positive control, we used ATP-binding cassette, subfamily D (ALD), member 4 (*Abcd4*), which is substantially upregulated in mouse retina expressing the *Cre* recombinase fused to the *Chx10* promoter, with the *Abcd4* gene immediately adjacent to the *Chx10Cre* locus in the mouse genome. 

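*Abcd4*, whose product helps move vitamin B12 out of lysosomes, was higher in *Crb1* KO*Crb2* ΔRPC than in *Crb1* KO retinas at every stage of the first run. The rise was clearest at E17.5, where all *Crb1* KO libraries were low and alike. At E15.5 and P1 the same rise met more scatter, because 1 *Crb1* KO-labeled library at each stage held *Abcd4* at or toward the *Crb1* KO*Crb2* ΔRPC level. These counts do not show whether those libraries carry the genotype of their label.

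At E17.5 *Abcd4* averaged 88.2 ± 21.1 CPM in *Crb1* KO*Crb2* ΔRPC and 12.7 ± 0.852 CPM in *Crb1* KO (n = 5 each), a log2 fold change of 2.80 (SE 0.48, adjusted p = 0.0471 in edgeR). The averages were 96.9 ± 27.2 (n = 4) and 31.8 ± 37.0 CPM (n = 5) at E15.5, a log2 fold change of 1.60 (SE 0.47, adjusted p = 0.0542 in edgeR). At P1 they were 73.7 ± 20.6 and 22.7 ± 14.3 CPM (n = 5 each), a log2 fold change of 1.70 (SE 0.46, adjusted p = 0.52 in edgeR). In 2-sided exact permutation tests on this gene alone, p was 0.0317 at E15.5 and 0.00794 at both E17.5 and P1, the smallest value that 5 against 5 libraries allow.

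At E15.5 the *Crb1* KO-labeled library Ctl_20140581_E15.5 stood at 97.6 CPM and the other 4 at 11.0 to 20.6 CPM. Without it the log2 fold change was 2.63 (adjusted p = 2.9e-04 in edgeR). At P1 the *Crb1* KO-labeled library Ctl_20140601_P1 stood at 47.5 CPM and the other 4 at 12.8 to 21.9 CPM. Without both libraries, a choice made after seeing the values, *Abcd4* passed at E15.5 (2.66, adjusted p = 4.5e-07) and at P1 (2.16, adjusted p = 1.3e-05).

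The targeted genes themselves gave little to read in these counts. *Crb1* was near the floor in both groups at E15.5 (0.0919 and 0.160 CPM) and low at P1 (3.97 ± 0.813 and 6.00 ± 1.79 CPM; log2 fold change -0.59, adjusted p = 0.857). *Crb2* differed by 0.15, 0.10 and -0.01 on the log2 scale at E15.5, E17.5 and P1, well within its spread at E15.5 of 75.3 ± 20.6 against 67.6 ± 12.8 CPM. Counts per gene sum all exons, so they do not show whether the floxed exons were lost. The paper uses the rise of *Abcd4* as an internal positive control for *Chx10Cre*, beside a genotype effect that it describes as subtle.

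**Figure D2:**
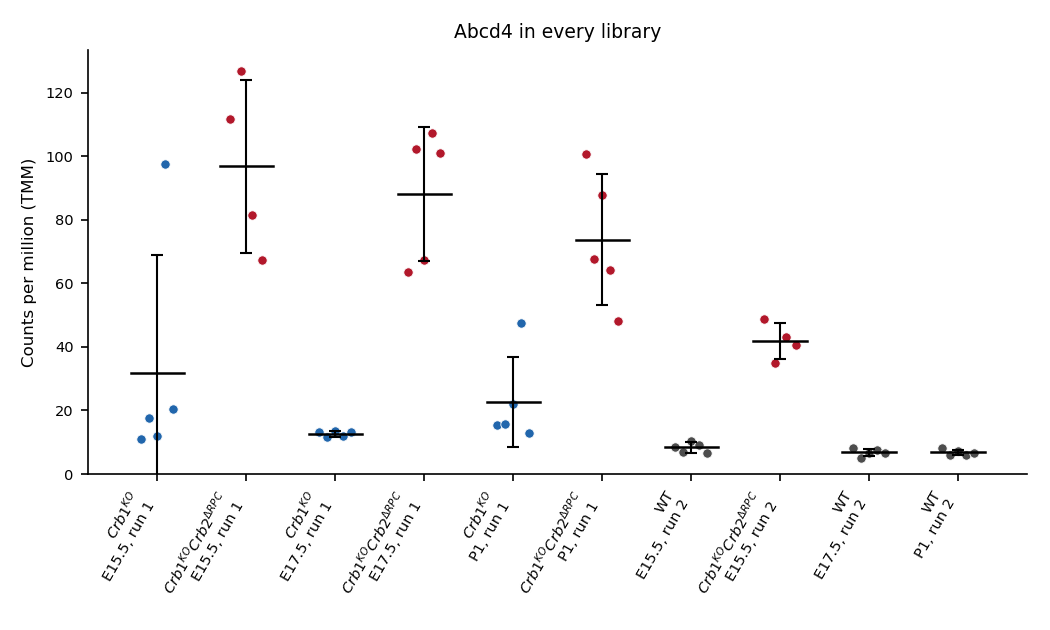
*Abcd4* in CPM in every library of both runs (points), with mean ± SD per group; the lower bar of *Crb1* KO at E15.5 ends at 0.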

*Abcd4* expression and other genes were also validated by qPCR on P1 (Figure S2L).

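The comparison with wild type changes several things at once. *Crb1* KO*Crb2* ΔRPC and wild-type retinas differ in *Crb1*, in *Crb2*, in the *Chx10Cre* transgene and in substrain, so a gene that differs can follow any of these. They also differed in their position along development. With wild type at E15.5 at 0 and at E17.5 at 1, the *Crb1* KO*Crb2* ΔRPC libraries stood at 0.51 ± 0.11 (n = 4, 2-sided exact permutation p = 0.00794). Of 276 called genes of this stage axis, taken from *Crb1* KO of the first run, 269 moved toward the later stage. The files hold no *Crb1* KO library of this second run, and none of either substrain with the other's genotype.

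The E15.5 libraries numbered 4 for *Crb1* KO*Crb2* ΔRPC and 5 for wild type, as in the paper. The table also holds 5 wild-type libraries each at E17.5 and P1, which entered the same model to steady the spread. Those at E17.5 set the scale of the stage axis. The tests of genes and lists below compare *Crb1* KO*Crb2* ΔRPC with wild type at E15.5 only. Median counts per library were 7506488 (range 6639795 to 10366876) in *Crb1* KO*Crb2* ΔRPC and 9788251 (6392733 to 10366769) in wild type at E15.5, 7343377 (4180975 to 9596328) in wild type at E17.5, and 7735133 (5730602 to 8757220) at P1. Of 18172 genes 18163 passed the authors' filter. Over all 19 libraries the median was 7575969 counts. In data simulated at these depths in the same way, the test called 92% of 2-fold changes and 6 unchanged genes among 18163. The runs were fitted apart, as the authors did.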

To further examine potential transcriptional changes on embryonic day 15.5, we compared *Crb1*^KO^*Crb2*^ΔRPC^ mice in a 100% C57BL/6JOlaHsd genetic background against wild-type C57BL/6JRccHsd mice. In this setting, we observed 40 differentially expressed genes (DEGs) compared with the previously 0 DEGs (adjusted p value < 0.01, log2(Fold Change) > 1.5). 

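At an adjusted p below 0.05 *Crb1* KO*Crb2* ΔRPC retinas at E15.5 differed from wild type in 1809 genes, against 758 from *Crb1* KO in the first run. At the paper's thresholds the order depended on the fit. It was the other way in edgeR's main fit, 103 against 356, and in DESeq2, 153 against 426. With limma-voom, which the paper used, the counts were 76 against 0, and in edgeR with the compared groups only 79 against 0. Of 100 groupings of the first run's E15.5 libraries, 12 reached 356, the real one included. Genes of neurogenesis, of cones and of amacrine and horizontal cells ranked higher than other genes, and genes of S phase, of mitosis and of the Hippo pathway ranked lower. Of the tissues around the retina, lens genes ranked higher, and genes of the ocular mesenchyme, muscle, surface ectoderm and RPE lower. In each list only some members passed, and of these lists only that of amacrine and horizontal cells held with an estimated correlation. A few genes differed severalfold.

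Of 18163 genes 1083 were higher and 726 lower, and 4469 had an unadjusted p below 0.05. The count and the excess of rises depended on single libraries: without 1 library 574 to 1021 genes were higher and 540 to 1038 lower. Without the wild-type library C57_20141434_E15.5 these were 574 and 540 (1114 genes in place of 1809), and without C57_20141435_E15.5 the falls outnumbered the rises (592 higher and 661 lower). At the paper's thresholds 103 genes passed, 60 higher and 43 lower. Among the steadiest rises were *Synpr*, a synaptic vesicle protein, from 2.22 ± 0.394 CPM (n = 5) to 15.9 ± 3.38 CPM (n = 4; log2 fold change 2.85, SE 0.18, adjusted p = 1.0e-12 in edgeR), and the transcription factor gene *Tbx20* (2.12, adjusted p = 5.7e-12). *Sfrp2*, a Wnt antagonist of early progenitors, fell from 859.3 ± 147.3 to 268.9 ± 71.7 CPM (-1.68, SE 0.16, adjusted p = 5.7e-07). *Gcg*, the glucagon gene, rose by 5.86, and *Prap1*, a gene of epithelia, fell by 4.49.

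Of 10 neurogenic factors 6 were higher, and 7 adjusted over the list alone (camera, adjusted p = 3.8e-05; adjusted p = 0.0966 with an estimated correlation). They included *Neurod1* (0.74, adjusted p = 8.1e-06), *Neurod4* (0.66) and *Ascl1* (0.59). Of 16 amacrine and horizontal cell genes 7 were higher and 2 lower (adjusted p = 1.1e-07; adjusted p = 0.0466 with an estimated correlation), led by *Tfap2a*, an amacrine regulator, at 37.3 ± 9.18 against 14.3 ± 3.17 CPM (1.37, adjusted p = 1.6e-06). Adjusted over the list alone, 10 were higher and 2 lower. Of 9 cone genes 4 were higher, and 5 adjusted over the list alone (adjusted p = 2.4e-05; adjusted p = 0.209 with an estimated correlation). *Crx*, the photoreceptor regulator, rose from 84.8 ± 8.75 to 139.8 ± 15.1 CPM (0.72). Rod genes did not rank apart (adjusted p = 0.191), although *Nrl*, their master regulator, rose by 1.21. Ganglion cell genes moved both ways, 5 higher and 2 lower of 17: *Pou4f1* rose by 0.89 and *Pou6f2* fell by 0.88.

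Of 20 S phase genes 6 were lower, and 9 adjusted over the list alone (adjusted p = 3.8e-05; adjusted p = 0.152 with an estimated correlation). *Mcm6*, a part of the replicative helicase, fell by 0.35. Of 23 G2/M genes 4 were lower, and 10 adjusted over the list alone (adjusted p = 1.1e-04; adjusted p = 0.222 with an estimated correlation), among them *Mki67* (-0.41, adjusted p = 0.0137). Of 13 progenitor genes 3 were lower (adjusted p = 0.0135; adjusted p = 0.319 with an estimated correlation). Of 26 Hippo pathway genes 5 were lower, and 9 adjusted over the list alone (adjusted p = 0.00158; adjusted p = 0.174 with an estimated correlation). *Fat4*, an atypical cadherin of that pathway, fell from 626.6 ± 73.8 to 367.7 ± 63.9 CPM (-0.77, adjusted p = 1.7e-04), and the YAP target *Cyr61* fell by 1.12 (adjusted p = 0.0062). Of 29 Notch genes 1 was higher and 2 lower (adjusted p = 0.823), and of 12 Sonic Hedgehog genes 2 were higher and 2 lower (adjusted p = 0.591). Of 19 genes of the Crumbs complex and its partners 1 was higher and 3 lower (adjusted p = 0.00156; adjusted p = 0.152 with an estimated correlation). This list contains the knocked-out *Crb1* and the targeted *Crb2*; without *Crb1*, a choice made after seeing the values, the other 18 genes did not rank apart (adjusted p = 0.665), and neither did the 17 left without both (adjusted p = 0.839).

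Around the retina, 19 of 22 lens genes were higher (adjusted p = 5.6e-07; adjusted p = 0.583 with an estimated correlation). Their mean log2(CPM + 1) varied from 1.63 to 8.32 between the *Crb1* KO*Crb2* ΔRPC libraries and from 1.66 to 2.33 between the wild-type libraries. Of 13 ocular mesenchyme genes 9 were lower and 1 higher (adjusted p = 1.0e-08; adjusted p = 0.152 with an estimated correlation), of 14 muscle genes 3 were lower (adjusted p = 2.6e-05), and of 17 surface ectoderm genes 6 were lower (adjusted p = 0.00241). Of 15 RPE genes 2 were lower (adjusted p = 0.00906), a ranking lost without the *Crb1* KO*Crb2* ΔRPC library Tg_20141430_E15.5 (adjusted p = 0.0581). None of these last 3 lists held with an estimated correlation. The 5 keratins of Figure 1G present in this run did not rank apart (adjusted p = 0.138).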

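The genes that mark the genotypes and substrains differed sharply between the groups of the second run. *Snca*, *Mmrn1* and *Crb1* were low or nearly silent in *Crb1* KO*Crb2* ΔRPC retinas and plainly present in wild type, and *Abcd4* was severalfold higher in *Crb1* KO*Crb2* ΔRPC. In all 4 genes every *Crb1* KO*Crb2* ΔRPC library lay on the same side of every wild-type library.

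*Snca*, which encodes the synaptic protein alpha-synuclein, was at 5.77 ± 0.556 CPM in *Crb1* KO*Crb2* ΔRPC (n = 4) and 88.8 ± 5.51 CPM in wild type (n = 5), a log2 fold change of -3.93 (SE 0.11, adjusted p = 8.2e-22 in edgeR). The *Crb1* KO*Crb2* ΔRPC libraries still held 178 counts assigned to *Snca*, against 3784 in wild type. *Mmrn1*, which encodes a platelet and endothelial protein, had 1 count over the *Crb1* KO*Crb2* ΔRPC libraries and 141 over the wild-type libraries, a wild-type to *Crb1* KO*Crb2* ΔRPC rate ratio of 104 (exact 95% interval 18.3 to 4120, which covers counting error and not the spread between animals; log2 fold change -6.08, adjusted p = 5.4e-08 in edgeR). *Crb1* was at 3.85 ± 1.2 against 57 ± 4.98 CPM (-3.87, SE 0.14, adjusted p = 2.9e-19 in edgeR). *Abcd4* was at 41.9 ± 5.63 against 8.38 ± 1.61 CPM (2.34, SE 0.14, adjusted p = 1.8e-13 in edgeR). *Crb2*, summed over all its exons, was at 43.2 ± 2.07 against 56.7 ± 6.00 CPM (-0.39, SE 0.10, adjusted p = 0.0143 in edgeR).

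In the mouse assembly to which the reads were mapped, *Snca* (60731575 to 60829855) and *Mmrn1* (60924976 to 60989378) are neighbors on chromosome 6. *Abcd4* lies on chromosome 12, *Crb1* on chromosome 1 and *Crb2* on chromosome 2. In the first run's table neither *Snca* nor *Mmrn1* has an entry, so the genotypes cannot be compared for them there. That table, all of it on C57BL/6JOlaHsd, holds only genes with more than 1 count in at least 5 libraries. If this filter left *Snca* out, it had more than 1 count in fewer than 5 libraries of the first run. The second run's *Crb1* KO*Crb2* ΔRPC libraries held it at 5.27 to 6.50 CPM. The cause of this difference between the runs was not tested.

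**Figure D3:**
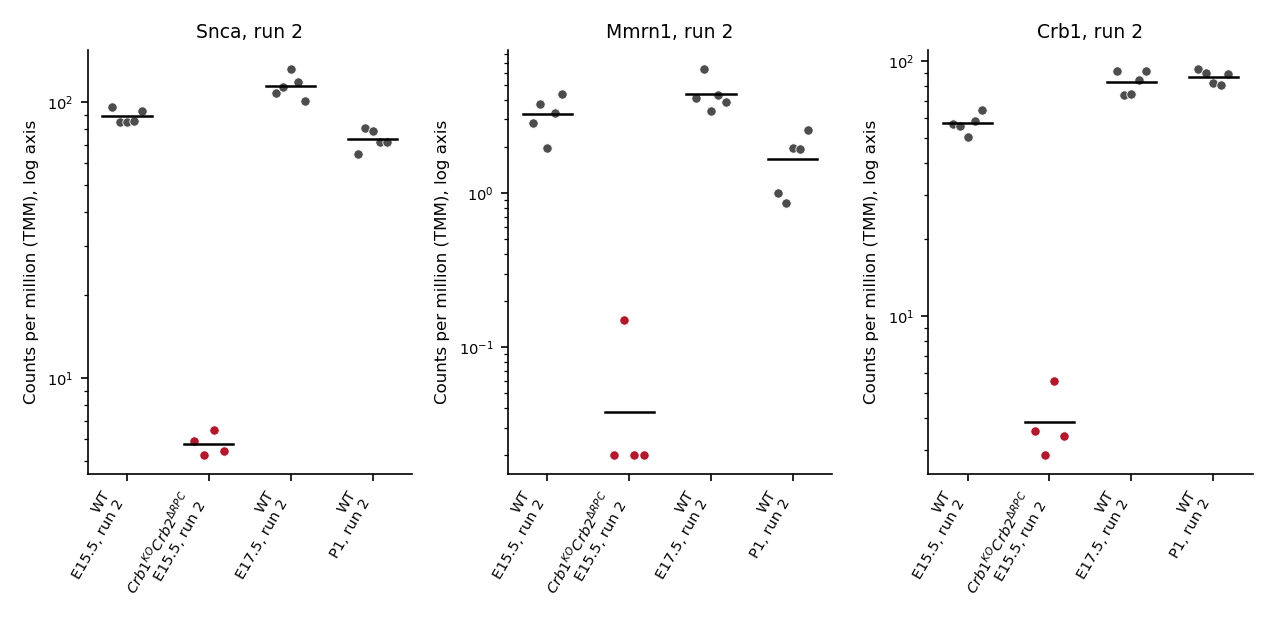
*Snca*, *Mmrn1* and *Crb1* in CPM on a log scale in the second run, in *Crb1* KO*Crb2* ΔRPC libraries at E15.5 (n = 4) and wild-type libraries at E15.5, E17.5 and P1 (n = 5 each). Libraries with 0 counts are drawn at 0.02.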

The *Crb1*^KO^*Crb2*^ΔRPC^ mice on the C57BL/6JOlaHsd genetic background, because of mutations in the synuclein alpha (*Snca*), multimerin-1 (*Mmrn1*), and *Crb1* genes, do not express *Snca*, *Mmrn1*, or *Crb1* gene transcripts and express high levels of *Abcd4* because of the adjacent *Chx10Cre* transgene on chromosome 6. We used all 4 genes as negative and positive controls in gene expression profiling because the mice on the C57BL/6JRccHsd genetic background have no mutations in *Snca*, *Mmrn1*, or *Crb1* and express low levels of *Abcd4* (Gajovic et al., 2006). Analysis of the revealed upregulated expression of the WD repeat and FYVE domain-containing protein 1 (*Wdfy1*) gene, also known as FYVE domain-containing protein localized to endosomes (*Fens-1*), which encodes a phosphatidylinositol 3-phosphate binding protein that contains a FYVE zinc-finger domain and multiple WD-40 repeat domains (Figure 1J). 

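*Wdfy1* stood out among the endosomal genes. It was also on a list, set down in advance, of genes taken to differ between C57BL/6 substrains. Its RNA was several times higher in *Crb1* KO*Crb2* ΔRPC than in wild-type retinas at E15.5, while between *Crb1* KO*Crb2* ΔRPC and *Crb1* KO retinas no difference was detected at any stage. Other endosomal genes changed little: *Rab5a*, *Rab4a* and a few more rose. The early endosome list, of which *Wdfy1* is a member, ranked higher than other genes, but neither with an estimated correlation nor once *Wdfy1* was taken out of it. The lists of recycling endosomes, lysosomes and autophagy did not rank apart from other genes in camera.

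*Wdfy1* was at 119.4 ± 5.73 CPM in *Crb1* KO*Crb2* ΔRPC (n = 4) and 20.8 ± 2.01 CPM in wild type (n = 5), 5.74 times as high (log2 fold change 2.53, SE 0.11, adjusted p = 1.7e-16 in edgeR; 2-sided exact permutation p = 0.00794, the smallest possible). In the first run it was at 65.3 ± 10.3 CPM in *Crb1* KO*Crb2* ΔRPC and 73.3 ± 6.91 CPM in *Crb1* KO at E15.5 (-0.17, SE 0.11, adjusted p = 0.697 in edgeR). The log2 fold changes at E17.5 and P1 were 0.00 and 0.01. At E15.5 the 95% interval of the first run ended at 0.0529, below the 2.30 at which that of the second run began. Tested directly, the difference between the runs was 2.72 (SE 0.173, adjusted p = 5.13e-16 in edgeR).

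Of 25 early endosome genes 2 were higher in *Crb1* KO*Crb2* ΔRPC than in wild type, *Wdfy1* and *Rab5a*, and 5 were higher and 2 lower adjusted over the list alone (camera, adjusted p = 0.0069; adjusted p = 0.211 with an estimated correlation). limma-voom did not keep this ranking. Without *Wdfy1*, a choice made after seeing the values, the other 24 genes did not rank apart (adjusted p = 0.444), with a median log2 fold change of 0.091, and the fry test did not call them (adjusted p = 0.114). *Rab5a*, a GTPase of early endosomes, was at 20.2 ± 2.91 against 13.5 ± 1.65 CPM (0.59, SE 0.14, adjusted p = 0.0068), and *Rab4a*, a GTPase of rapid recycling that belongs to the next list, rose by 0.48 (adjusted p = 0.0066). Of 27 genes of recycling endosomes and the retromer 3 were higher, and 6 adjusted over the list alone (camera, adjusted p = 0.20; fry, adjusted p = 0.0105). They included *Rab11a*, at 147.8 ± 25.8 against 100.4 ± 16.1 CPM (0.56, adjusted p = 0.021), and the retromer gene *Vps26a* (0.30, adjusted p = 0.040). Of 36 lysosome genes 2 were higher, and 1 adjusted over the list alone (adjusted p = 0.839): *Atp6v1h* (0.44) and *Atp6v1a* (0.23), both subunits of the proton pump. Of 30 autophagy genes 2 were higher, and 0 adjusted over the list alone (camera, adjusted p = 0.23; fry, adjusted p = 0.020): *Wipi1* (0.44), which binds early autophagosomes, and *Sqstm1* (0.25), the cargo receptor p62.

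The paper reads the rise of *Wdfy1*, which encodes a protein that binds phosphatidylinositol 3-phosphate, beside fly *Crb* genetics as a misregulation of early endosomes. As its grounds for the organoid work it names the mouse morphology, the subtle differences in transcripts with *Wdfy1* raised, and single-cell RNA sequencing of *CRB1* organoids.

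**Figure D4:**
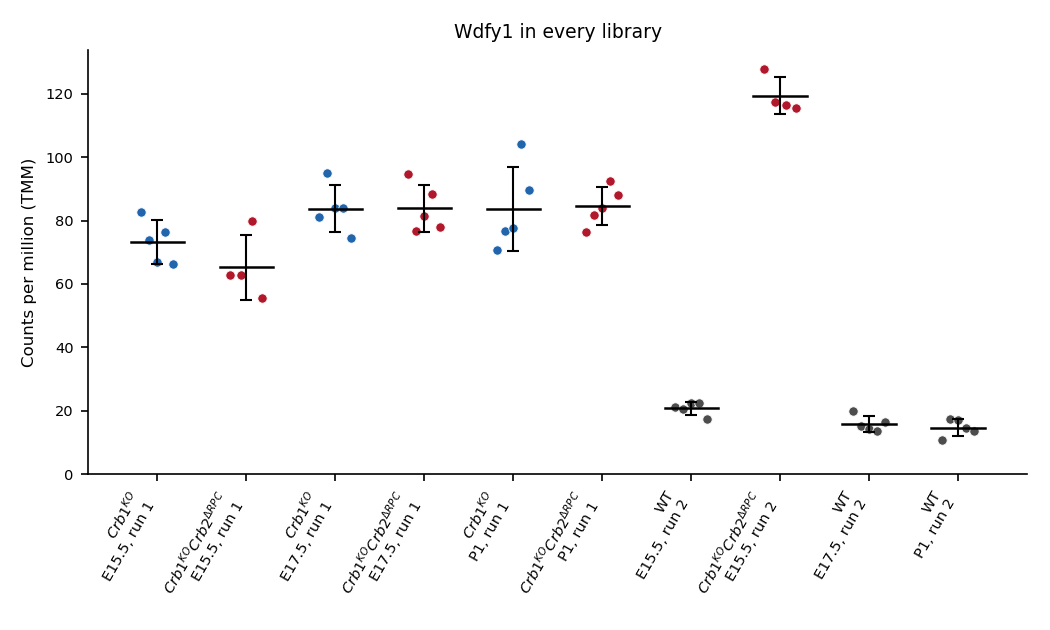
*Wdfy1* in CPM in every library of both runs (points), with mean ± SD per group.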

The misregulation in EEs by WDFY1 is in line with the data from *Crb* fruit fly genetics (Kraut and Knust, 2019; Lattner et al., 2019; Pocha et al., 2011), which show protein aggregation and expression of immature apical surface markers linked to the endolysosomal system. The *CRB1* RP-like morphologic phenotype in the mouse, the surprisingly subtle differences on transcript levels (*Crb1*^KO^*Crb2*^ΔRPC^ against wild-type mice) with *Wdfy1* being upregulated and potentially localizing on EEs, and single cell RNA sequencing (scRNA-seq) transcription profile studies on *CRB1* RP retinal organoids that suggested involvement of the endosomal system (Boon et al., 2023) prompted us to investigate whether variant CRB1 proteins affect the early endosomal system in *CRB1* RP-like human patient-derived retinal organoids (Figure 1K).

### *CRB1* patient retinal organoids bearing missense variations show reduced levels of CRB1 protein

To investigate the significantly reduced levels of variant CRB1 protein in *CRB1* patient retinal organoids, we generated isogenic controls (Boon et al., 2023). Isogenic controls were generated by homology-directed repair (HDR) of the *CRB1*^M1041T^ variant using CRISPR-Cas9 (Figure S3; Table S1). Wild-type CRB1 and variant CRB1 proteins (encoded by *CRB1*^M1041T/M1041T^, *CRB1*^M1041T/C948Y^, or *CRB1*^Y631C/E995∗^) were monitored by fluorescence over time using two different antibodies recognizing either an epitope on the short intracellular domain (ICD) of CRB1 or the first epidermal growth factor (EGF)-like domains of the extracellular domain (ECD). The CRB1-ECD/CRB1-ICD antibodies have a high CRB1 antigen specificity with little background observed in immuno-electron microscopy (EM) and immunohistochemistry on human donor cadaveric retinas (Pellissier et al., 2014). Both antibodies indicated clear CRB1 expression in the isogenic and control organoids on DD180 (Figures S4A–S4J). No CRB1-ECD/ICD overlapping signal was found on DD90/DD120 (Figures S4F and S4G), which is at the onset of CRB1 expression (DD120) found previously (Quinn et al., 2019a). As reported recently (Boon et al., 2023), a very weak variant CRB1 protein signal was observed at the OLM in the *CRB1* patient lines compared with the isogenic or control retinal organoids on DD180 (Figures S4A, S4B, and S5A–S5H).

The lower levels at the OLM of *CRB1*^M1041T^ (patient LUMC0116iCRB09), *CRB1*^M1041T/C948Y^ (patient LUMC0128iCRB01), or *CRB1*^Y631C/E995∗^ (patient LUMC0117iCRB01) proteins in *CRB1* RP retinal organoids compared with control organoids are not due to changes in the *CRB1* transcripts. scRNA-seq on *CRB1* patients LUMC0116iCRB09 and LUMC0128iCRB01 versus their isogenic control retinal organoids on DD230 showed no statistically significant difference in *CRB1* variant versus *CRB1* wild-type mRNA expression, respectively (Boon et al., 2023). Unfortunately, lysates of wild-type DD180 or DD210 retinal organoids showed no specific CRB1 or CRB2 bands on western blots using anti-CRB1 or anti-CRB2, respectively. The reduction of CRB1 variant protein expression at the OLM suggests that patient-derived missense gene variations may alter the trafficking of CRB1-containing vesicles to the OLM or CRB1 turnover at the OLM.

### CRB1/NOTCH1-ECD interact, and variant CRB1 reduces apical NOTCH1 expression

We found a strong reduction of the adhesion markers β-catenin, p120-catenin, N-cadherin, PAR3, MUPP1, and PALS1 at the OLM on DD180 (Quinn et al., 2019a). NOTCH signaling is involved in cell proliferation and cell adhesion. For example, NOTCH signals from the mouse retinal pigment epithelium contributed to NOTCH activation in adjacent RPCs (Ha et al., 2017). *Notch1* is essential for maintaining the RPC population (cycling cells) in the developing retina. Conditional knockdown of *Notch1* restricts the RPC subpopulation and confines the differentiation capacity of RPCs mainly to cone photoreceptors (Chen and Emerson, 2021). Also, the fruit fly CRB mutant protein (CRB^P13A9^) decreases NOTCH receptor localization (Kraut and Knust, 2019).

NOTCH1 was expressed in the retinal pigment epithelium (RPE) at all time points, serving as a positive control (Figure 2A). At DD180, NOTCH1 expression was almost exclusively limited to Müller glial-villi at the OLM, co-labeled with CD44-Müller glial-villi marker and not with the photoreceptor/on-bipolar marker recoverin (Figures 2B and 2C). *CRB1* patient retinal organoids expressed lower levels of NOTCH1 at the OLM (Figures 2D–2F) and increased levels of NOTCH1 in the inner retina. Recently, a NOTCH-CRB interaction on the ECD was found by proximity ligation assay (PLA) in the fruit fly (Lattner et al., 2019). We observed an interaction of CRB1/NOTCH1 ECDs by PLA on human retinal organoids in patient and control retinal organoids (Figures 2G–2J). The interaction signal in patient retinal organoids was reduced at the OLM and increased in the ONL (Figures 2G–2J). The close proximity between NOTCH1 and CRB proteins is in accordance with the literature (Laprise, 2011; Nemetschke and Knust, 2016; Ohata et al., 2011; Zou et al., 2012).

**Figure 2:**
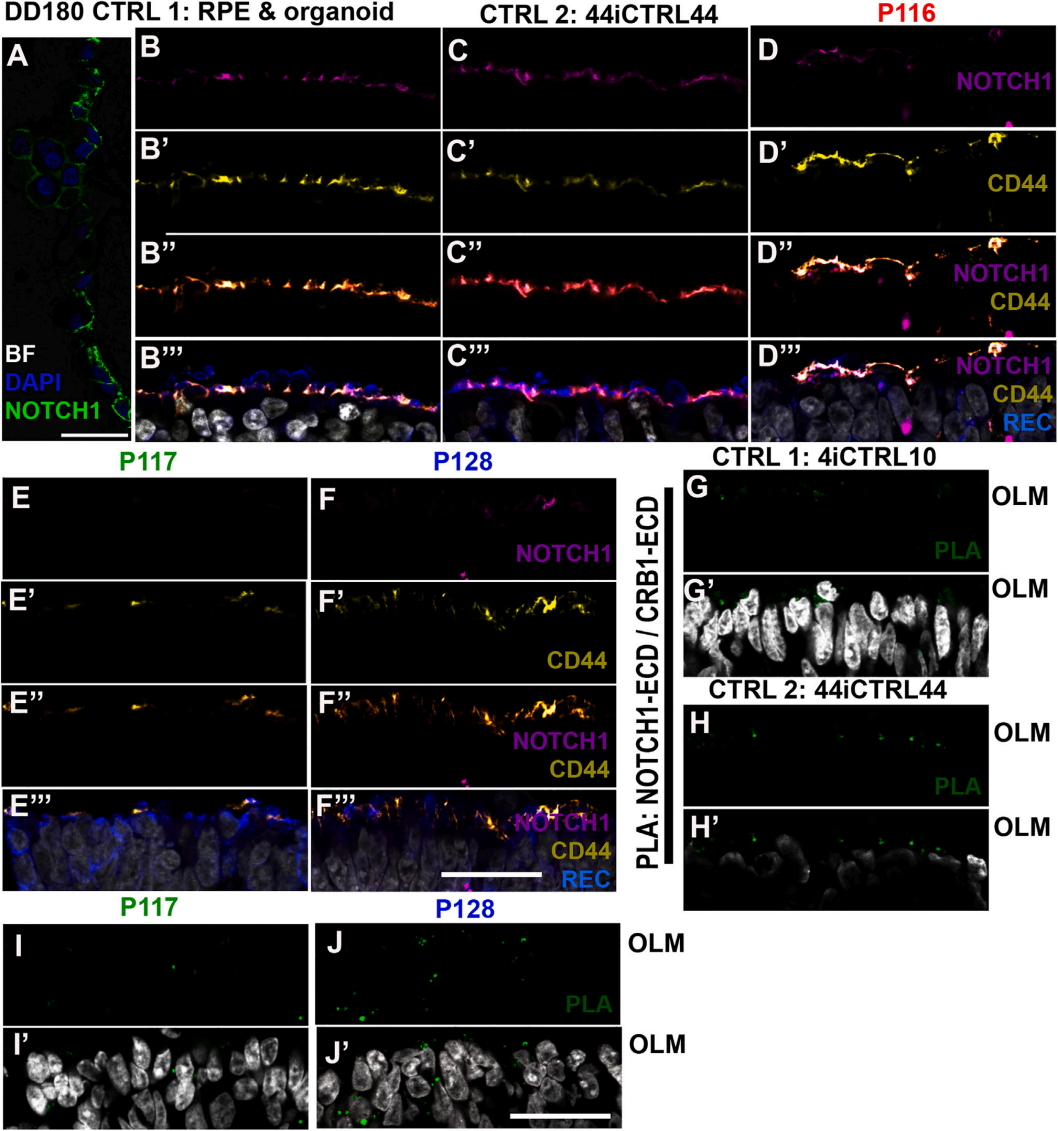
Apical NOTCH1 is lost in *CRB1* patient retinal organoids (A) CTRL1 (LUMC004iCTRL10) RPE expresses NOTCH1 on DD180 (BF, bright field; to indicate pigments in the RPE). (B–F) CTRL1 (B), CTRL2 (LUMC044iCTRL44) (C), patient P116 (LUMC0116iCRB09) (D), patient P117 (LUMC0117iCRB01) (E), and patient P128 (LUMC0128iCRB01) (F). (A–F) NOTCH1 is expressed specifically in DD180 Müller glial apical villi (magenta, NOTCH1; yellow, CD44; blue, recoverin; gray, DAPI). (G–J) PLA of NOTCH1-ECD and CRB1-ECD (green signal) shows interaction at CTRL OLM but reduced interaction at patient OLM with increased localization in patient ONL. Scale bars, 25 μm.

### Increased autophagy-lysosomal compartments in *CRB1* retinal organoids

Loss of CRB increased NOTCH and DELTA protein endocytosis in the fruit fly (Richardson and Pichaud, 2010), which increases ARL8+ lysosomes in rhabdomeres compared with controls in a pre-disease state (Kraut and Knust, 2019; Lattner et al., 2019). We next sought to determine whether endolysosomal vesicles (size, morphology) are affected by loss of apical CRB1 using transmission electron microscopy (TEM; Figure 3) and then identified and quantified them using light microscopy (Figure 4) on DD180.

**Figure 3:**
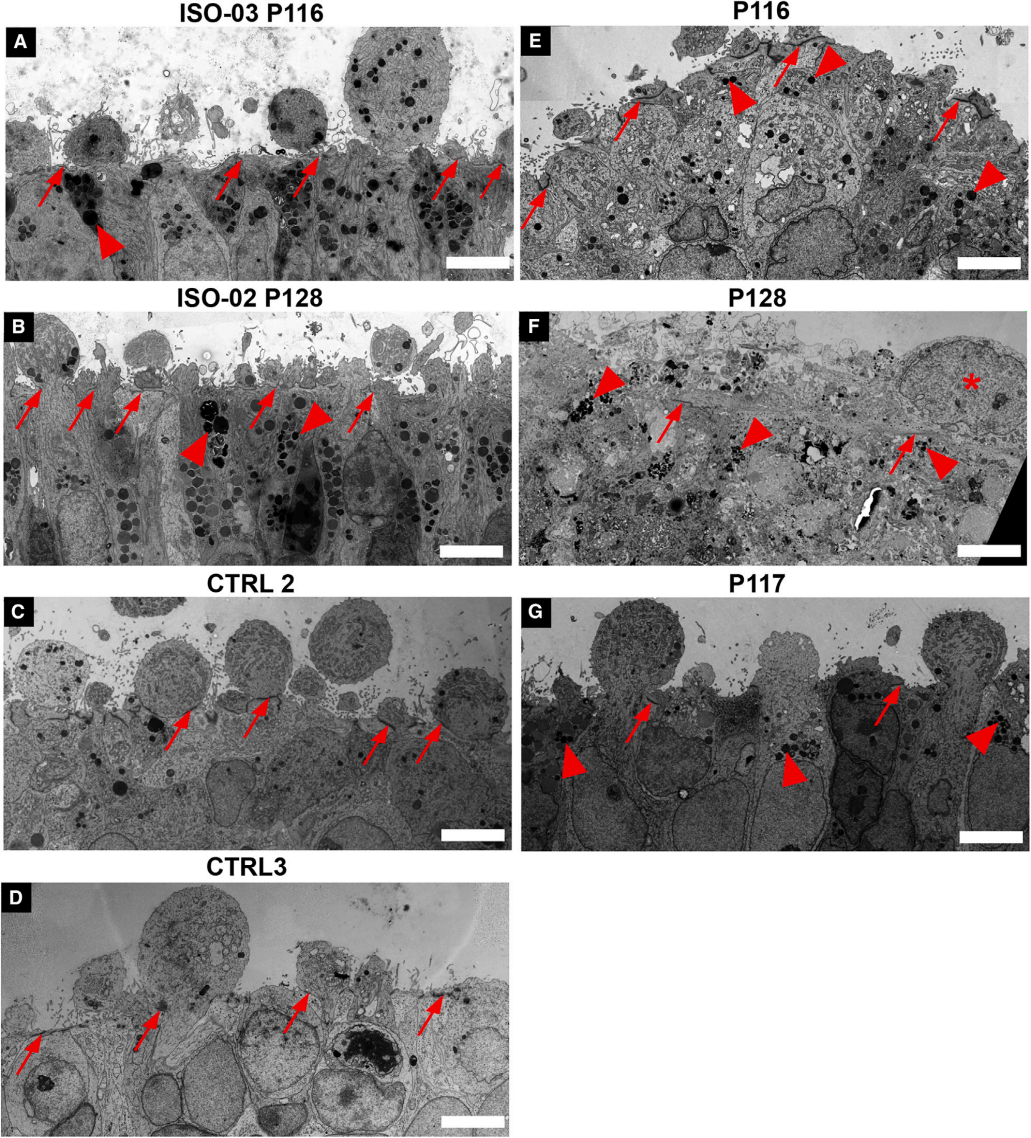
High-resolution TEM imaging of retinal organoids on DD180 Shown are electron-dense OLM (red arrows), electron-dense degradative compartments/vacuoles (arrowheads), and nuclei above the OLM (asterisks). (A and B) Gene-corrected lines (ISO-03 P116, iso3LUMC0116iCRB09; ISO-02-P128, iso2LUMC0128iCRB01). (C and D) CTRL lines (CTRL2, LUMC0044iCTRL44; CTLR3, LUMC080iCTRL12). (E–G) Patient lines P116, P128, and P117 (LUMC0116iCRB09, LUMC0128iCRB01, and LUMC0117iCRB01, respectively). Scale bars, 5 μm. Related to Figure S3.

**Figure 4:**
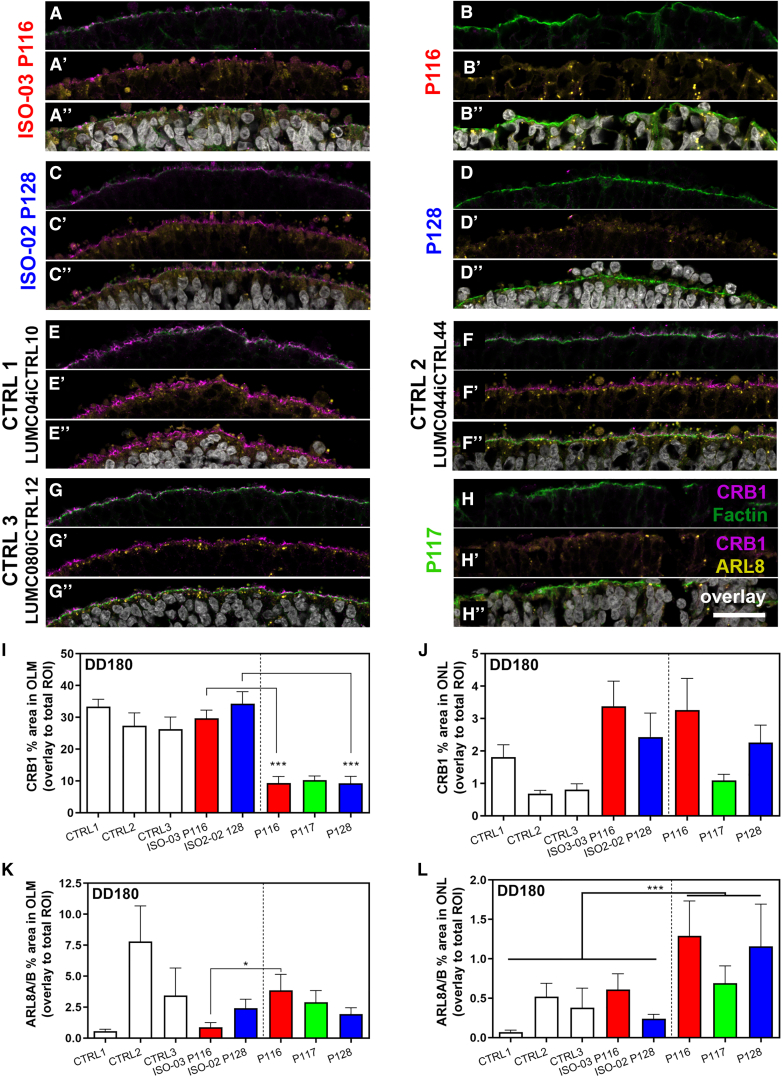
The immunofluorescence signal of CRB1 labeling is reduced in *CRB1* patient retinal organoids at the OLM (A–H) Triple staining of CRB1-ICD (AK2 antibody, magenta), phalloidin (filamentous actin [F-actin], green), and ARL8A/B (yellow). (I and J) CRB1 fluorescence signal measured by puncta in the OLM and ONL. (K and L) CRB1 fluorescence signal measured by puncta in the OLM and ONL. Scale bars, 25 μm. Each data point in the graphs represents individual organoids, of which an average was taken of 3 representative images. The SEM is derived from these averages. The numbers of individual organoids per condition (CTRL1, CTRL2, CTRL3, ISO-03 P116, ISO-02 P128, P116, P117, and P128) in (I) and (J) are 9, 9, 9, 10, 10, 12, 9, and 13, respectively, and for (K) and (L) 7, 8, 3, 8, 8, 12, 6, and 8, respectively (from at least two independent organoid batches). Statistical analysis: ^∗^p < 0.05, ^∗∗∗^p < 0.001. Related to Figures S4 and S5.

Using TEM, we found few electron-dense degradative compartments/vacuoles in control organoids (Figures 3A–3D, few arrowheads) compared with many in patient organoids (Figures 3E–3G, arrowheads) and, surprisingly, some in gene-corrected *CRB1* heterozygous organoids (Figures 3A and 3B, arrowheads). Additionally, the electron-dense adherens junction/subapical region appeared to be elongated in some patient organoids (Figures 3E–3G, red arrows indicate adherens junction/subapical regions). Furthermore, some cell disruptions were detected in *CRB1*^M1041T/C948Y^ organoids (Figure 3F, asterisks indicate nuclei above adherens junctions). Interestingly, we did not find definitive multivesicular bodies in any of the these specimens, suggesting that photoreceptors and MGCs may not utilize them during endosomal maturation.

The increase in electron-dense degradative compartments/vacuoles, seen using TEM, in patient retinal organoids was then quantified in DD180 retinal organoids using immunofluorescence microscopy. We hypothesized that the CRB1 variant is less efficiently shuttled to the OLM or, alternatively, that the turnover of CRB1 variant protein at the OLM is higher. However, we found no increase in the CRB1 variant in the inner/ONL, indicating little overall aggregation. Also, we observed minimal co-localization of the CRB1 variant with the general endolysosomal marker LAMP1 in the ONL/OLM (Figures S5A′–S5H′). We found more lysosomal LAMP1+ vesicles in the ONL, but not close to the OLM, in patient retinal organoids (Figures S5I and S5J). Then, we assessed the co-labeling and expression of the small GTPase lysosome kinesin adaptor ARL8A/B with CRB1 (Figure 4). ARL8A/B is found primarily on late lysosomes (Rosa-Ferreira and Munro, 2011). Also, ARL8A/B takes part in anterograde transport of mature lysosomes to the cell and co-mediates transport of endocytic cargo to lysosomes (Farfel-Becker et al., 2019; Rosa-Ferreira and Munro, 2011). ARL8+ lysosomes have been found previously to accumulate CRB variant proteins in the fruit fly (Kraut and Knust, 2019). We, however, also found little co-labeling of variant CRB1 with ARL8A/B (Figures 4A–4H). Similar to LAMP1, the area of total ARL8A/B (lysosome/late endosome) puncta was increased in the ONL of patient organoids (Figures 4K and 4L), implying accumulation of degradative compartments but not accumulation of CRB1 variant protein.

We also examined CRB1 variant protein being co-labeled with classic autophagy markers, such as the ubiquitin-binding protein adapter p62 and the microtubule-associated proteins 1A/1B light chain 3B (LC3B) in the ONL/OLM. The autophagy cargo adapter p62 can transport substrates to the lysosome that have been tagged; e.g., by LIR (LC3-interacting motif for degradation) (Overhoff et al., 2021). p62 has an important role in selective autophagy of organelles and ubiquitinated misfolded/damaged proteins (here potentially the CRB1 variant protein). Further, p62 has been linked to selective stress-response-induced autophagy and proteostasis and is extensively implicated in selective autophagy (Overhoff et al., 2021; Pradhan et al., 2019; Wooten et al., 2008). We found a strong increase in LC3B and p62 presence in *CRB1* patient retinal organoids in the ONL and at the OLM (Figures 5 and S6). The increase may be related to changes in autophagic flux. We added BafA1 to inhibit acidification of endolysosomes by blocking the vacuole-ATPase (H^+^/Ca^2+^ antiporter), which is required for fusion of lysosomes with autophagosomes to form auto-lysosomes and, hence, for degradation of proteins targeted to lysosomes. We incubated retinal organoids with BafA1 (500 nM) for 6 h and extracted the lysates. BafA1 induced a robust block of lysosome-autophagosome fusion on individual organoids (Figures 5I–5K, S6C, and S6D). We found more autophagosome markers (LC3-II) in *CRB1* patient retinal organoids and decreased autophagic flux (Figures 5J, 5K, S6G, and S6H), pointing toward a blockage of autophagic vesicle removal. We also found little variant CRB1 expression and co-labeling of CRB1 with p62, LC3B, or ARL8A/B. Accordingly, CRB1 variant protein might be either expressed at low levels (Figure S4), unstable, degraded in the inner/ONL with little variant CRB1 reaching the OLM, or reach the OLM but show high turnover because of abnormal vesicle sorting. Taken together, we show by immunohistochemistry that CRB1 variant proteins are expressed at more than 4-fold lower levels than CRB1 protein in isogenic controls (Figure 4I). The PLA between CRB1 and NOTCH1 shows some remaining CRB1 variant signal at the OLM and mislocalization within the ONL (Figures 2I and 2J), suggesting that the CRB1 variant protein is translated and transported by the endosomal system to the OLM.

**Figure 5:**
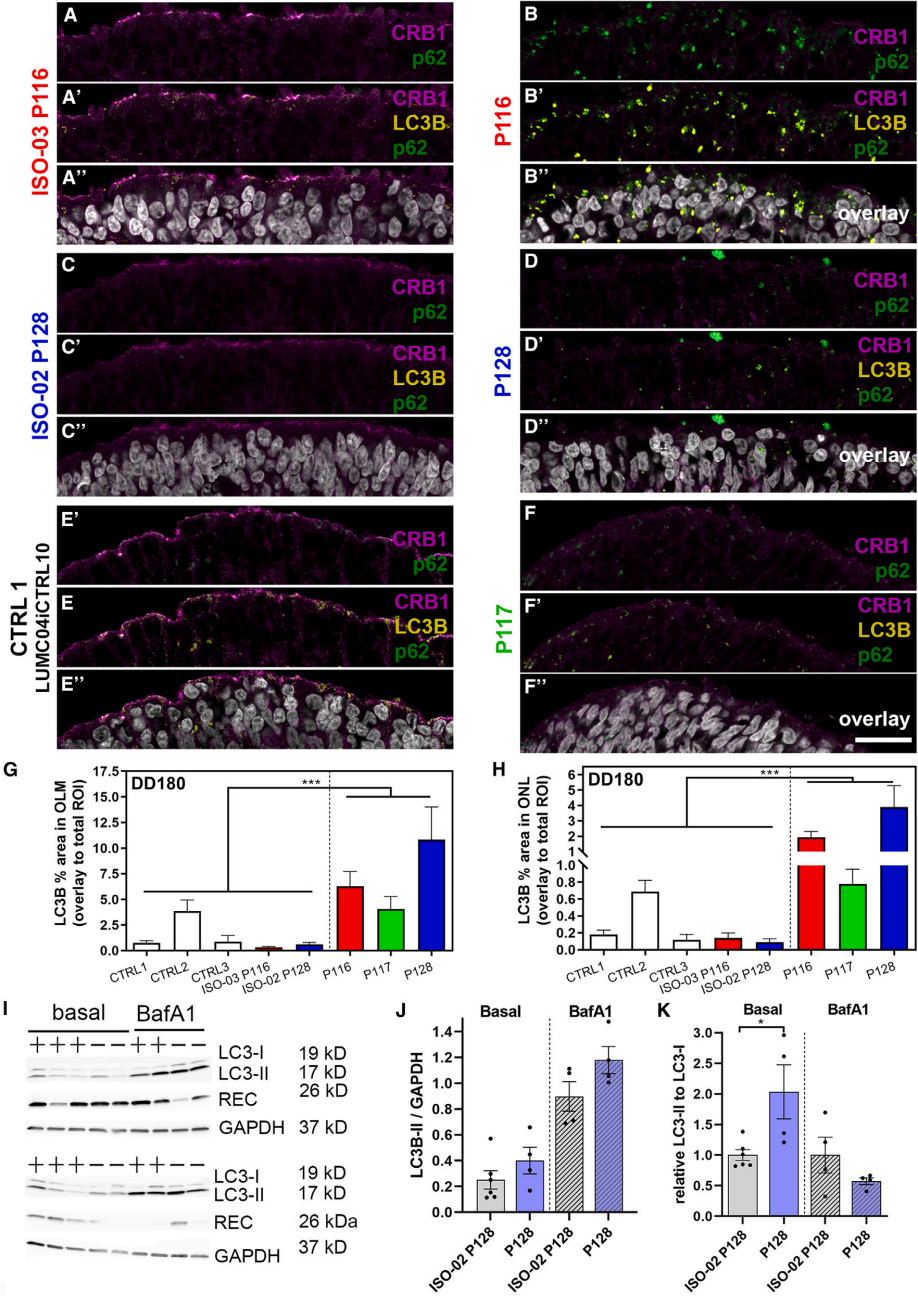
More degradative vesicles/compartments are present in *CRB1* patient retinal organoids (A–F) Immunofluorescence triple staining of CRB1-ICD (AK2 antibody, magenta), p62 (green), and LC3B (yellow). (G and H) LC3B localized more in the ONL and OLM layers in *CRB1* RP retinal organoids. (I–K) Western blots of individual organoid lysates (plus symbol, isogenic 2 line (iso02-128iCRB01); minus symbol, patient 3 (line LUMC0128CRB01) stained for LC3B (LC3-I and LC3-II; 19/17 kD; recoverin for photoreceptors (26 kD), and GAPDH (housekeeping CTRL, 37 kD). Autophagic flux was decreased in *CRB1* patient retinal organoids. Scale bars, 25 μm. Each data point in the graphs in (J) and (K) represents individual organoids, of which an average was taken. The SEM is derived from these averages. The numbers of individual organoids in (G) and (H) per condition (CTRL1, CTRL2, CTRL3, ISO-03 P116, ISO-02 P128, P116, P117, and P128) are 7, 6, 9, 8, 9, 10, 11, and 10, respectively (from at least two independent organoid batches). Statistical analysis: ^∗^p < 0.05, ^∗∗∗^p < 0.001. Related to Figures S5, S6, and S8.

### Decreased levels of CRB1 reduce the pool of recycling endosomes

To determine where the decrease in autophagic flux originates, we investigated the expression of RAB11A. RAB11A is a small GTPase regulating formation of transport vesicles, recycling endosomes, and overall intracellular membrane trafficking (Kakar-Bhanot et al., 2019). The turnover of CRB and CRB membrane integration in the fruit fly is also determined by RAB11 (Aguilar-Aragon et al., 2020; Figure 1K). We found a strong signal of RAB11A co-labeling with F-actin in control organoids at the OLM (Figures 6A, 6C, and S7A–S7C). RAB11A/F-actin co-labeling was strongly reduced in *CRB1* RP patient retinal organoids (Figures 6B, 6D, and S7D), with RAB11A yielding 50% less signal at the OLM (Figure 6P). We further investigated the early endosomal population (EEA1+), late endolysosomal population (RAB7+), retromer-positive recycling compartments (RAB7+, VPS35+), and late endolysosomal population (RAB7+, ARL8A/B+). We found little difference in RAB7 expression between patient and control retinal organoids (Figures 6E–6H, 6I–6L, 6M, and S7E–S7H). However, less RAB7 co-labeled with VPS35 (Figures 6E‴–6H‴, and S7E‴–S7H‴), while co-labeling with ARL8A/B increased in patient retinal organoids (Figures 6 E″″–6H″″, and S7E″″–S7H″″). Furthermore, the EE population was increased in patient retinal organoids (Figures 6I′–6L′, 6N, and S7I). Finally, we investigated WDFY1 protein expression in retinal organoids, which we found to be upregulated at the transcript level in *Crb1*^KO^*Crb2*^ΔRPC^ compared with wild-type mouse retina (Figure 1J). Recently, WDFY1 was identified as part of the CUL4A-DDB1-WDFY1 E3 ubiquitin ligase complex involved in selective autophagy, called lysophagy (Teranishi et al., 2022). We found little co-labeling with EEs in control organoids (Figure 7). Moreover, WDFY1 does not necessarily have to reside on EEs but could instead be located in the cytosol, from where it is most likely scrapped by the phospholipid PtdIns(3)P, which is actively recruited by EEA1 (Gaullier et al., 1998; Ridley et al., 2001). We noted that EEs in patient *CRB1* organoids expressed more EEA1 (Figures 7B, 7D, and 7F) and partially co-localized with WDFY1/EEA1 (Figures 7B″, 7D″, and 7F″), whereas some of the WDFY1 co-localized with the lysosomal marker Cathepsin D (Figures 7B‴, 7D‴, and 7F‴), indicating that dysregulated endosomes may recruit more WDFY1. An increase in WDFY1 fluorescence signal was found in the ONL and OLM (Figures 7G and 7H). The statistical analysis of WDFY1 protein levels suggested no statistical significance when comparing the two *CRB1* patient retinal organoids combined with their corresponding isogenic controls. Interestingly, when comparing all of the controls (control-1, control-2, control-3, ISO-03-P116, and ISO-02-P128) with all *CRB1* retinal organoids (P116, P117, and P128), we measured a statistically significant difference (p < 0.001), suggesting an increase in levels of WDFY1 protein at the OLM and ONL.

**Figure 6:**
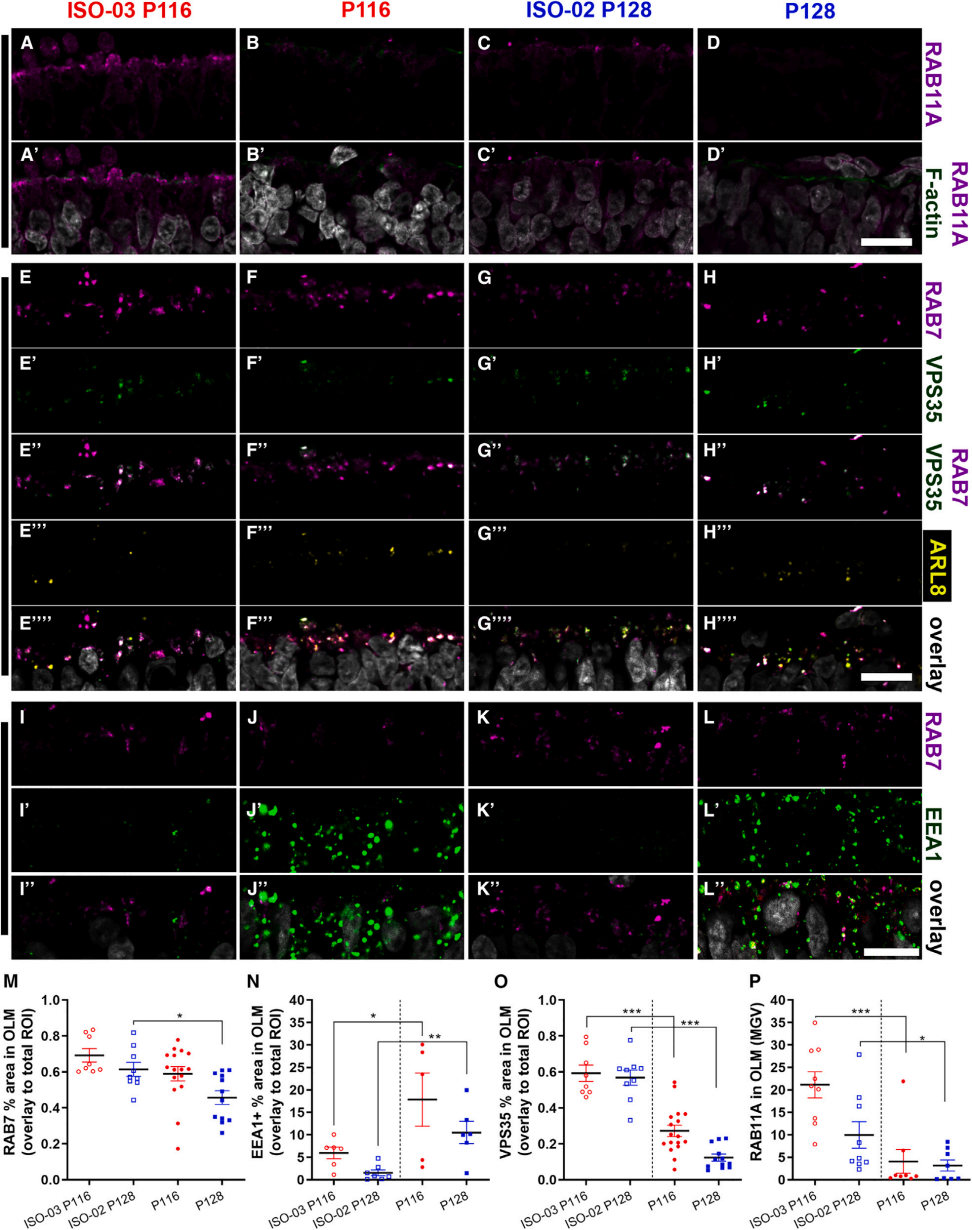
Dysregulation of the endolysosomal system in *CRB1* patient organoids (A–L) Immunofluorescence stainings, with the antibodies indicated on the right sides of the panels, on isogenic CTRL organoid lines 1 and 2 (A, C, E, G, I, and K) related to patient organoid lines 1 (LUMC0116iCRB09) and 3 (LUMC0128iCRB01) and lines 1 and 3 (B, D, F, H, and J–L). (A–D) Recycling endosomes (RAB11A, magenta) and phalloidin (F-actin, OLM, green). The OLM in retinal organoids is stained by F-actin. (E–H) Late endosomes (RAB7, magenta), retromer complex (VPS35, green), and endolysosomes (ARL8A/B, yellow). (I–L) Late endosomes (RAB7, magenta) and EEs (EEA1, green). (M–P) Quantification of the fluorescence signal of EEs (EEA1), late endosomes (RAB7), retromer (VSP35), and recycling endosomes (RAB11A) in the OLM. (M) RAB7 in the OLM. (N) EEA1 in the OLM. (O) VPS35 in the OLM. (P) RAB11A in the OLM. Scale bars, 10 μm. Each data point in the graphs represents individual organoids, of which an average was taken of 3 representative images. The SEM is derived from these averages. The numbers of individual organoids per condition (ISO-03 P116, ISO-02 P128, P116, and P117) for (M) and (O) are 8, 9, 16, and 12, respectively; for (N) 6, 7, 5, and 6, respectively; and for (P) 9, 9, 8, and 8, respectively (from at least two independent organoid batches). Statistical analysis: ^∗^p < 0.05, ^∗∗^p < 0.01, and ^∗∗∗^p < 0.001. Related to Figure S7.

**Figure 7:**
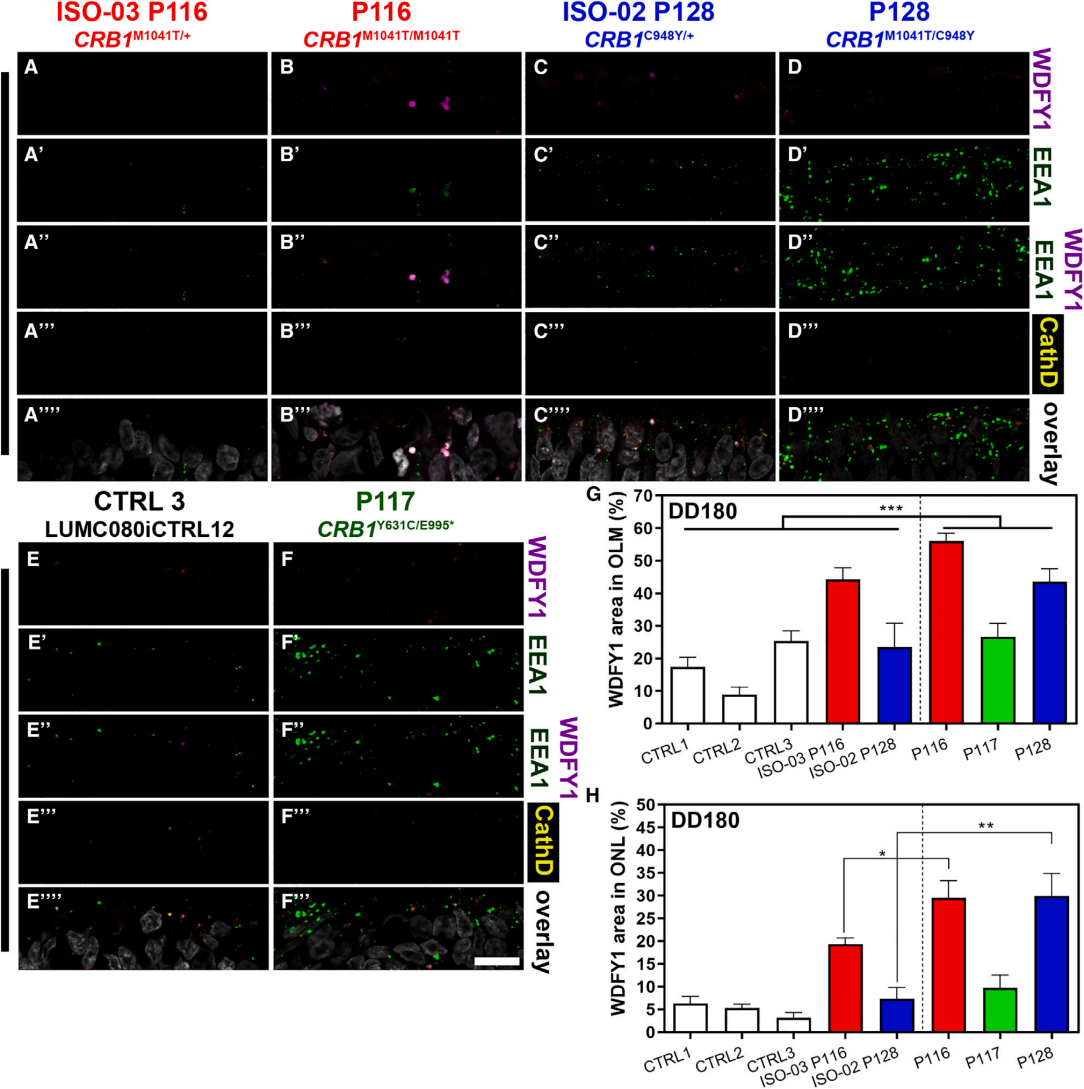
Increased levels of WDFY1 in EE s of patient *CRB1* patient retinal organoidsAll organoids are shown at DD180 (A–F) Immunofluorescence labeling of WDFY1 (magenta), EEA1 (green), and Cathepsin D (yellow). The overlay is shown in white (A‴–F‴). (G and H) Semiquantification of the fluorescence signal of WDFY1. (G) WDFY1 particle area/total OLM area in percent. (H) WDFY1 particle area/total ONL area in percent. Scale bars, 10 μm. Each data point in the graph represents individual organoids, of which an average was taken of 3 representative images. The SEM is derived from these averages. The numbers of individual organoids per condition (CTRL1, CTRL2, CTRL3, ISO-03 P116, ISO-02 P128, P116, P117, and P128) in (G) and (H) are 8, 9, 9, 10, 8, 10, 11, and 14, respectively (from at least two independent organoid batches). Statistical analysis: ^∗^p < 0.05, ^∗∗^p < 0.01, and ^∗∗∗^p < 0.001.

## Discussion

It is still challenging to predict the progression of the spectrum of *CRB1*-associated retinal dystrophy phenotypes in *CRB1* patients based on the genotype variants. A thorough knowledge of the clinical spectrum, acquired through detailed phenotyping and natural history studies (Nguyen et al., 2022), is important for optimal counseling and patient selection for interventional studies. Here we address three common RP *CRB1*-associated variants on (1) their protein expression profile in the retina (significantly lowered levels of variant CRB1) and (2) the effects of the three CRB1 variants on apical EE maturation. Both results have implications for treatment (e.g., supporting EE maturation or *CRB* gene supplementation) and provide information for patients with one of the *CRB1* variants, resulting in a better understanding of the etiology.

We do find strong upregulation of *Wdfy1* in *Crb1*^*KO*^*Crb2*^*ΔRPC*^ compared with wild-type mice. The function of *Wdfy1* is still elusive in many cell types but has been linked to EEs (Ridley et al., 2001) involved in selective autophagy, termed lysophagy, recognizing and removing damaged lysosomes (Teranishi et al., 2022). Of interest is that the previously described *Crb1* KO mice as well as the *CRB1* patient retinal organoids described here have significantly reduced levels of but do not completely lack CRB proteins in MGCs. *Crb1* KO mice still have substantial levels of CRB2 in MGCs and photoreceptors, whereas *CRB1* patient retinal organoids still have substantial levels of CRB1 variant proteins plus CRB2 in MGCs and photoreceptors. In the scRNA-seq dataset on *CRB1* patient retinal organoids, *WDFY1* was not among the DEGs in MGCs or photoreceptors on DD230. However, significant changes in the endolysosomal system were detected that could be restored to isogenic control levels by overexpressing recombinant human CRB1 or CRB2 protein (Boon et al., 2023). Interestingly, we do detect increased levels of the early endosomal WDFY1 protein in *CRB1* patient retinal organoids compared with five independent control organoids. Future studies are needed to show the relevance of changed intracellular localization of WDFY1 in *CRB1* retinal organoids. Because WDFY1 has similar protein domains as those present in the endosomal protein EEA1, it is of interest to further study the potential link between decreased levels of variant CRB1 at the OLM and reductions in the levels of RAB11A and VPS35 as well as the increase in early endosomal WDFY1.

Retinal organoids express CRB1 and CRB2 protein at the OLM (Quinn et al., 2019a). The at least 4-fold reduced levels of CRB1 variant proteins in *CRB1* patient retinal organoids carrying missense mutations are not associated with reduced levels of *CRB1* mRNA transcript (Boon et al., 2023). In the scRNA-seq analysis, we find no differences in the level of expression of *CRB1* patient mRNA transcripts in MGCs or photoreceptors compared with the levels of *CRB1* mRNA transcript in corresponding isogenic controls. However, levels of *CRB2* transcripts in isogenic controls were lower in MGCs than in photoreceptors. Interestingly, scRNA-seq studies on cadaver human retina also reported a significantly (∼20-fold) lower level of *CRB2* mRNA transcripts in MGCs than in photoreceptors (https://www.proteinatlas.org/ENSG00000148204-CRB2/single+cell+type). In several mouse studies, it has been shown that CRB2 and CRB1 proteins have overlapping physiological functions in MGCs and that their loss in the retina results in similar phenotypes (Alves et al., 2013a; van de Pavert et al., 2004, 2007). We hypothesize that low levels of CRB2 in combination with low levels of variant CRB1 at the OLM of MGCs cause disruption of the endolysosomal system. There is an urgent need for a better understanding of the retinal phenotype of human retina with mutations in the *CRB1* gene, especially because variations in *CRB1* cause variable retinal phenotypes, including RP in young children as well as LCA in newborns. Interestingly, on diagnostic spectral-domain optical coherence tomography (SD-OCT) imaging of retinas of *CRB1* patients with LCA, the retina appears to be thickened. Such thickened retina is not observed in *CRB1* patients with late onset of RP or in our RP *CRB1* patient retinal organoids. Surprisingly, in patients, the same set of mutations can result in RP or LCA. In mice, onset of LCA or RP is dependent on the levels of CRB1 or CRB2 proteins in MGCs and photoreceptors (Boon et al., 2020; Buck et al., 2021). In mice, the levels of CRB1 and CRB2 proteins in MGCs were determined to be of near-equal functional relevance (Buck et al., 2021; Quinn et al., 2019b). The situation in the adult human retina might be different because the levels of *CRB2* mRNA transcripts in MGCs are ∼20-fold lower than in photoreceptors. In analogy to our findings in *Crb* mice, we hypothesize that the levels of human CRB2 functional protein units in MGCs might be substantially lower than the CRB1 functional protein units in MGCs and therefore cannot sufficiently compensate when CRB1 variant protein levels are reduced in *CRB1* retina. Lowering the levels of CRB1 variant proteins in MGCs of *CRB1* patients might cause a shortage of CRB proteins at the OLM in MGCs that cannot be compensated for by the relatively low levels of CRB2 proteins in MGCs. One result of lowered CRB proteins might be disturbances in the RAB11A recycling of several apical plasma membrane proteins close to the OLM, here exemplified by lower levels of NOTCH1 concomitant with the lower levels of variant CRB1.

It remains to be determined what controls CRB1 protein expression, localization, and turnover rate at the OLM to determine the progression of retinal degeneration in *CRB1*-associated retinal dystrophy phenotypes in *CRB1* patients. In the present study, we focused on the endolysosomal system because we found an increase in endosome-associated *Wdfy1* gene expression in *Crb1*^*KO*^*Crb2*^*ΔRPC*^ mice and degradation-associated proteins on endolysosomes (ARL8/LAMP1/p62/LC3 puncta) in patient retinal organoids. Besides western blotting for LC3-I and LC3-II, we also tried western blotting for anti-CRB1 and anti-CRB2 and against endosomal proteins. Unfortunately, whereas the total retinal organoid lysates showed LC3B and recoverin protein bands on western blots, we could not purify MGCs or photoreceptors from the limited number of isogenic and *CRB1* retinal organoids to detect CRB1, CRB2, NOTCH1, or endosomal proteins on western blots with the available antibodies.

We paid particular attention to the retromer-positive and early recycling compartments. The retromer complex (SNX1/2, SNX5/6, VPS26, VPS29, and VPS35) on early/late endosomes and the budded off vesicles/recycling endosomes (e.g., RAB11A, TfR1) work in synergy for efficient protein recycling in cells (Trousdale and Kim, 2015) and are thus potentially essential parameters controlling CRB1 protein turnover. What is more, the retromer proteins VPS26/VPS35 localize on early and late endosomes in fruit fly photoreceptors, and loss of VPS26 or VPS35 considerably increases degradative compartments (Wang et al., 2014). Recycling of CRB2 at the apical membrane is determined by binding of its ICD to VPS35 of the retromer complex on EEs (Pocha et al., 2011). CRB protein recycling also depends on RAB11 (Aguilar-Aragon et al., 2020). The ICD of CRB2A on RAB11A+ recycling endosomes takes part in regulating the cell cycle exit of RPCs and maintaining NOTCH1 at the OLM (Clark et al., 2020). RAB11 is known to mediate release of the early endosomal cargo (e.g., NOTCH1, CRB1) to the endocytic recycling compartment when peripheral EEs experience a temporary peak in PtdIns(3)P integration on their vesicular membrane (Campa et al., 2018; Gaullier et al., 1998). Potentially poor RAB11A-initiated release in *CRB1* patient retinal organoids may also amass WDFY1 mediated by its FYVE domain binding to PtdIns(3)P (Ridley et al., 2001). The presence of PtdIns(3)P in the membrane is vital for shifting WDFY1 from a soluble and cytosolic form to an EE or vesicle membrane-bound form. The actual function and normal equilibrium of cytosolic versus membrane-bound WDFY1 are not known. In line with this, our data on *CRB1* variant patient retinal organoids show reduced retromer-associated late endosomes (VSP35+/RAB7+), an increase in EEs destined for degradation (EEA1+/WDFY1+), a decrease in recycling endosomes (RAB11A+), and concomitant expansion of degradative endolysosomal compartments (ARL8/LAMP1/LC3-II/p62+). We propose that, in *CRB1* patient retinal organoids, disturbed EEs are trafficked to degradative compartments, lowering CRB1 protein expression at the OLM.

## Experimental procedures

### Resource availability

#### Corresponding author

Further information and requests for resources and reagents should be directed to and will be fulfilled by the corresponding author, Jan Wijnholds ().

#### Materials availability

Materials and additional details can be made available by the corresponding author upon reasonable request.

#### Data and code availability

RNA-seq data are available at the NCBI Gene Expression Omnibus database (GEO: GSE239456).

### Animals

Procedures concerning animals were performed with permission of the ethics committee of Leiden University Medical Center and the animal experimentation committee of the Royal Netherlands Academy of Arts and Sciences (KNAW) under permit NIN 12.105.

### RNA-seq

Sequencing was performed using Life Technologies SOLiD5500 with single-end, 50-bp reads. Two separate runs were performed. Run 1 contained 30 mice; n = 5 *Crb1*^KO^*Crb2*^F/F^ (*Crb1*^KO^) and n = 5 *Crb1*^KO^*Crb2*^ΔRPC^ (Tg) per development time point of the mouse embryo at embryonic day 15.5 (E15.5), E17.5, and P1. Run 2 contained 9 mice; n = 4 *Crb1*^KO^*Crb2*^ΔRPC^ mice (C57BL/6JOlaHsd) and n = 5 healthy mice (C57BL/6JRccHsd = wild type [WT]) at E15.5. Reads were aligned against mm10 using the “whole.transcriptome.frag” workflow with the bamgen.mqv.threshold set to 20 (Lifescope v.2.5). Counts were obtained using the gene transfer format (GTF) output format as supplied by Lifescope (transformation of refGene.txt downloaded from the University of California Santa Cruz [UCSC] Table Browser on June 25, 2014) within this workflow.

### Differential expression analysis

The analysis was performed as described previously (Pellissier et al., 2013).

### Cell culture

We previously described the three male *CRB1* RP-patient human iPSC (hiPSC) lines (patient lines 1–3: LUMC0116iCRB09 or P116, LUMC0117iCRB01 or P117, LUMC0128iCRB01 or P128) and three control lines (CTRL 1–3: LUMC0004iCTRL10 (hPSC^reg^ name: LUMCi029-B), LUMC0044iCTRL44, LUMC0080iCTRL12; Table S1; (Quinn et al., 2019a). Testing for pluripotency of hiPSC lines was performed for at least 3 clones per mutated line or isogenic CTRLs (Figures S3C, S3F, and S3G; see Table S2 for antibody concentrations).

### CRISPR-Cas9-based gene repair of the hiPSC lines LUMC0116iCRB09 and LUMC0128iCRB01

The *CRB1* variant c.3122T>C (exon 9) was repaired by CRISPR-Cas9 ribonucleoprotein (RNP)-mediated homologous recombination. Sequences of the single guide RNA (sgRNA) and the repair template single-stranded oligodeoxynucleotides (ssODN) are provided in Figures S3D and S3E.

### Retinal organoid differentiation

The differentiation of the hiPSCs is described in the supplemental information.

### Fluorescence quantification in regions of interest (ROIs)

All organoids (7 μm sectioned) imaged for fluorescence semiquantification were stained (Table S2) with the same antibody mix at the same time, imaged in one confocal microscopy session, and included a negative CTRL (no primary antibody added; see supplemental information).

### Conjugation of NOTCH1 and CRB1 antibody to plus and minus oligonucleotide probes

We used the Duolink Probemaker Set (Sigma-Aldrich) to conjugate two same-species antibodies (mouse anti-NOTCH1 and mouse anti-CRB1 ECD antibodies) to the plus or minus oligonucleotide probes as described in the protocol.

### PLA

For the PLA, the Duolink *In Situ* Detection Reagents Kit Green (Sigma-Aldrich) was used. Slides with sliced organoids were washed, and the tissue slices were circled with a hydrophobic pen. Slides were blocked with one drop of blocking solution from the Duolink PLA probe set per tissue slice and incubated for 1 h at 37°C in a humidity chamber. Blocking buffer was tapped of, and the conjugated antibodies diluted in PLA probe diluent from the PLA probe kit were added for overnight incubation at 4°C and processed as described in the supplemental information.

### Statistical analysis

The organoids were acquired from two or more differentiations, and we aimed to obtain 3 images per organoid. Each image was analyzed for retinal length, thickness, total cells, and total positive retinal cell population markers with ImageJ. Data were normalized per 100 μm of retinal length. For statistical analysis, GraphPad Prism v.8 was used. Shown values are expressed as mean ± standard error of the mean (SEM). Quantifications were tested for normality, and when distributed normally, unpaired t tests assuming equal variance were used to compare patient and CTRL lines. Measurements that did not show a normal distribution were tested with a Mann-Whitney test. Significance is indicated in graphs as ^∗^p < 0.05, ^∗∗^p < 0.01, and ^∗∗∗^p < 0.001.

## Author contributions

Conceptualization, T.M.B., P.M.J.Q., L.P.P., I.B. and J.W.; methodology, retinal organoids and mouse morphology, T.M.B., P.M.J.Q., L.P.P., A.A.M., and D.K.; patient hiPSC line repair (isogenic controls) and characterization, C.H.A., C.F., H.M.M.M., N.B., and X.L.; formal analysis/data curation of the RNA-seq dataset, A.J., A.J.K., F.B., P.M.J.Q., and J.W.; formal analysis, retinal organoids and mouse morphology, T.M.B., P.M.J.Q., L.P.P., X.L., and N.B.; investigation, T.M.B., P.M.J.Q., L.P.P., X.L., N.B., and J.W.; writing – original draft, T.M.B. and J.W.; writing – review & editing, all authors; visualization, T.M.B., P.M.J.Q., L.P.P., and J.W.; resources, I.B. and J.N.; supervision, J.W.; funding acquisition, T.M.B. and J.W.

## Supplemental information

Document S1. Figures S1–S7, Tables S1–S6, and Supplemental experimental procedures

Document S2. Article plus supplemental information

## References

[bib1] Aguilar-Aragon M., Fletcher G., Thompson B.J. (2020). The cytoskeletal motor proteins Dynein and MyoV direct apical transport of Crumbs. Dev. Biol..

[bib42] Alves C.H., Sanz A.S., Park B., Pellissier L.P., Tanimoto N., Beck S.C., Huber G., Murtaza M., Richard F., Sridevi Gurubaran I. (2013). Loss of CRB2 in the mouse retina mimics human retinitis pigmentosa due to mutations in the CRB1 gene. Hum. Mol. Genet..

[bib2] Alves C.H., Bossers K., Vos R.M., Essing A.H.W., Swagemakers S., van der Spek P.J., Verhaagen J., Wijnholds J. (2013). Microarray and morphological analysis of early postnatal CRB2 mutant retinas on a pure C57BL/6J genetic background. PLoS One.

[bib3] Boon N., Lu X., Andriessen C.A., Moustakas I., Buck T.M., Freund C., Arendzen C.H., Böhringer S., Mei H., Wijnholds J. (2023). AAV-mediated gene augmentation therapy of CRB1 patient-derived retinal organoids restores the histological and transcriptional retinal phenotype. Stem Cell Rep..

[bib44] Boon N., Wijnholds J., Pellissier L.P. (2020). Research models and gene augmentation therapy for CRB1 retinal dystrophies. Front. Neurosci..

[bib4] Buck T.M., Vos R.M., Alves C.H., Wijnholds J. (2021). AAV-CRB2 protects against vision loss in an inducible CRB1 retinitis pigmentosa mouse model. Mol. Ther. Methods Clin. Dev..

[bib5] Campa C.C., Margaria J.P., Derle A., Del Giudice M., De Santis M.C., Gozzelino L., Copperi F., Bosia C., Hirsch E. (2018). Rab11 activity and PtdIns(3)P turnover removes recycling cargo from endosomes. Nat. Chem. Biol..

[bib6] Chen X., Emerson M.M. (2021). Notch signaling represses cone photoreceptor formation through the regulation of retinal progenitor cell states. Sci. Rep..

[bib7] Clark B.S., Miesfeld J.B., Flinn M.A., Collery R.F., Link B.A. (2020). Dynamic polarization of Rab11a modulates Crb2a localization and impacts signaling to regulate retinal neurogenesis. Front. Cell Dev. Biol..

[bib8] Farfel-Becker T., Roney J.C., Cheng X.T., Li S., Cuddy S.R., Sheng Z.H. (2019). Neuronal soma-derived degradative lysosomes are continuously delivered to distal axons to maintain local degradation capacity. Cell Rep..

[bib9] Gajovic S., Mitrecic D., Augustincic L., Iaconcig A., Muro A.F. (2006). Unexpected rescue of alpha-synuclein and multimerin1 deletion in C57BL/6JOlaHsd mice by beta-adducin knockout. Transgenic Res..

[bib10] Gaullier J.M., Simonsen A., D'Arrigo A., Bremnes B., Stenmark H., Aasland R. (1998). FYVE fingers bind PtdIns(3)P. Nature.

[bib11] Ha T., Moon K.H., Dai L., Hatakeyama J., Yoon K., Park H.S., Kong Y.Y., Shimamura K., Kim J.W. (2017). The retinal pigment epithelium is a notch signaling niche in the mouse retina. Cell Rep..

[bib12] Herranz H., Stamataki E., Feiguin F., Milán M. (2006). Self-refinement of Notch activity through the transmembrane protein Crumbs: modulation of gamma-secretase activity. EMBO Rep..

[bib13] Kakar-Bhanot R., Brahmbhatt K., Chauhan B., Katkam R.R., Bashir T., Gawde H., Mayadeo N., Chaudhari U.K., Sachdeva G. (2019). Rab11a drives adhesion molecules to the surface of endometrial epithelial cells. Hum. Reprod..

[bib14] Kraut R.S., Knust E. (2019). Changes in endolysosomal organization define a pre-degenerative state in the crumbs mutant Drosophila retina. PLoS One.

[bib15] Laprise P. (2011). Emerging role for epithelial polarity proteins of the Crumbs family as potential tumor suppressors. J. Biomed. Biotechnol..

[bib16] Lattner J., Leng W., Knust E., Brankatschk M., Flores-Benitez D. (2019). Crumbs organizes the transport machinery by regulating apical levels of PI(4,5)P(2) in Drosophila. Elife.

[bib17] Nemetschke L., Knust E. (2016). Drosophila Crumbs prevents ectopic Notch activation in developing wings by inhibiting ligand-independent endocytosis. Development.

[bib18] Nguyen X.T.A., Talib M., van Schooneveld M.J., Wijnholds J., van Genderen M.M., Schalij-Delfos N.E., Klaver C.C.W., Talsma H.E., Fiocco M., Florijn R.J. (2022). CRB1-associated retinal dystrophies: a prospective natural history study in anticipation of future clinical trials. Am. J. Ophthalmol..

[bib19] Ohata S., Aoki R., Kinoshita S., Yamaguchi M., Tsuruoka-Kinoshita S., Tanaka H., Wada H., Watabe S., Tsuboi T., Masai I., Okamoto H. (2011). Dual roles of Notch in regulation of apically restricted mitosis and apicobasal polarity of neuroepithelial cells. Neuron.

[bib20] Overhoff M., De Bruyckere E., Kononenko N.L. (2021). Mechanisms of neuronal survival safeguarded by endocytosis and autophagy. J. Neurochem..

[bib21] Pellissier L.P., Alves C.H., Quinn P.M., Vos R.M., Tanimoto N., Lundvig D.M.S., Dudok J.J., Hooibrink B., Richard F., Beck S.C. (2013). Targeted ablation of CRB1 and CRB2 in retinal progenitor cells mimics Leber congenital amaurosis. PLoS Genet..

[bib22] Pellissier L.P., Lundvig D.M.S., Tanimoto N., Klooster J., Vos R.M., Richard F., Sothilingam V., Garcia Garrido M., Le Bivic A., Seeliger M.W., Wijnholds J. (2014). CRB2 acts as a modifying factor of CRB1-related retinal dystrophies in mice. Hum. Mol. Genet..

[bib41] Pellissier L.P., Quinn P.M., Alves C.H., Vos R.M., Klooster J., Flannery J.G., Heimel J.A., Wijnholds J. (2015). Gene therapy into photoreceptors and Müller glial cells restores retinal structure and function in CRB1 retinitis pigmentosa mouse models. Hum. Mol. Genet..

[bib23] Pocha S.M., Wassmer T., Niehage C., Hoflack B., Knust E. (2011). Retromer controls epithelial cell polarity by trafficking the apical determinant Crumbs. Curr. Biol..

[bib24] Pradhan J., Noakes P.G., Bellingham M.C. (2019). The Role of altered BDNF/TrkB signaling in amyotrophic lateral sclerosis. Front. Cell. Neurosci..

[bib25] Quinn P.M., Alves C.H., Klooster J., Wijnholds J. (2018). CRB2 in immature photoreceptors determines the superior-inferior symmetry of the developing retina to maintain retinal structure and function. Hum. Mol. Genet..

[bib26] Quinn P.M., Buck T.M., Mulder A.A., Ohonin C., Alves C.H., Vos R.M., Bialecka M., van Herwaarden T., van Dijk E.H.C., Talib M. (2019). Human iPSC-derived retinas recapitulate the fetal CRB1 CRB2 complex formation and demonstrate that photoreceptors and muller glia are targets of AAV5. Stem Cell Rep..

[bib27] Quinn P.M., Mulder A.A., Henrique Alves C., Desrosiers M., de Vries S.I., Klooster J., Dalkara D., Koster A.J., Jost C.R., Wijnholds J. (2019). Loss of CRB2 in Muller glial cells modifies a CRB1-associated retinitis pigmentosa phenotype into a Leber congenital amaurosis phenotype. Hum. Mol. Genet..

[bib28] Richardson E.C.N., Pichaud F. (2010). Crumbs is required to achieve proper organ size control during Drosophila head development. Development.

[bib29] Ridley S.H., Ktistakis N., Davidson K., Anderson K.E., Manifava M., Ellson C.D., Lipp P., Bootman M., Coadwell J., Nazarian A. (2001). FENS-1 and DFCP1 are FYVE domain-containing proteins with distinct functions in the endosomal and Golgi compartments. J. Cell Sci..

[bib30] Rosa-Ferreira C., Munro S. (2011). Arl8 and SKIP act together to link lysosomes to kinesin-1. Dev. Cell.

[bib31] Teranishi H., Tabata K., Saeki M., Umemoto T., Hatta T., Otomo T., Yamamoto K., Natsume T., Yoshimori T., Hamasaki M. (2022). Identification of CUL4A-DDB1-WDFY1 as an E3 ubiquitin ligase complex involved in initiation of lysophagy. Cell Rep..

[bib32] Thompson B.J., Pichaud F., Röper K. (2013). Sticking together the Crumbs - an unexpected function for an old friend. Nat. Rev. Mol. Cell Biol..

[bib33] Trousdale C., Kim K. (2015). Retromer: structure, function, and roles in mammalian disease. Eur. J. Cell Biol..

[bib43] van de Pavert S.A., Kantardzhieva A., Malysheva A., Meuleman J., Versteeg I., Levelt C., Klooster J., Geiger S., Seeliger M.W., Rashbass P. (2004). Crumbs homologue 1 is required for maintenance of photoreceptor cell polarization and adhesion during light exposure. J. Cell Sci..

[bib34] van de Pavert S.A., Sanz A.S., Aartsen W.M., Vos R.M., Versteeg I., Beck S.C., Klooster J., Seeliger M.W., Wijnholds J. (2007). Crb1 is a determinant of retinal apical Muller glia cell features. Glia.

[bib39] van Rossum A.G., Aartsen W.M., Meuleman J., Klooster J., Malysheva A., Versteeg I., Arsanto J.P., Le Bivic A., Wijnholds J. (2006). Pals1/Mpp5 is required for correct localization of Crb1 at the subapical region in polarized Mueller glia cells. Hum. Mol. Genet..

[bib35] Wang S., Tan K.L., Agosto M.A., Xiong B., Yamamoto S., Sandoval H., Jaiswal M., Bayat V., Zhang K., Charng W.L. (2014). The retromer complex is required for rhodopsin recycling and its loss leads to photoreceptor degeneration. PLoS Biol..

[bib36] Wooten M.W., Geetha T., Babu J.R., Seibenhener M.L., Peng J., Cox N., Diaz-Meco M.T., Moscat J. (2008). Essential role of sequestosome 1/p62 in regulating accumulation of Lys63-ubiquitinated proteins. J. Biol. Chem..

[bib37] Zhou B., Wu Y., Lin X. (2011). Retromer regulates apical-basal polarity through recycling Crumbs. Dev. Biol..

[bib38] Zou J., Wang X., Wei X. (2012). Crb apical polarity proteins maintain zebrafish retinal cone mosaics via intercellular binding of their extracellular domains. Dev. Cell.

# Supplementary material for: CRB1 is required for recycling by RAB11A+ vesicles in human retinal organoids
**Source:** Stem Cell Reports. 2023 Aug 3;18(9):1793–810. doi: 10.1016/j.stemcr.2023.07.001
**Supplement:** Document S1. Figures S1–S7, Tables S1–S6, and Supplemental experimental procedures

Supplemental Information

CRB1 is required for recycling by RAB11A+ vesicles in human retinal organoids

Thilo M. Buck, Peter M.J. Quinn, Lucie P. Pellissier, Aat A. Mulder, Aldo Jongejan, Xuefei Lu, Nanda Boon, Daniëlle Koot, Hind Almushattat, Christiaan H. Arendzen, Rogier M. Vos, Edward J. Bradley, Christian Freund, Harald M.M. Mikkers, Camiel J.F. Boon, Perry D. Moerland, Frank Baas, Abraham J. Koster, Jacques Neefjes, Ilana Berlin, Carolina R. Jost, and Jan Wijnholds

Supplementary data related to manuscript:

CRB1 is required for recycling by RAB11A+ vesicles in human retinal organoids.

Buck TM *et al.*, 2023

Overview

Supplemental Figures and Legends

Figure S1. The retinal morphological phenotype is milder in *Crb1*^{KO}*Crb2*^{ΔRPC} on 100% C57/B6 genetic background than on 50% mixed genetic background. Related to Figure 1.

Figure S2. The *Crb1*^{KO}*Crb2*^{ΔRPC} mouse displays an LCA-like *CRB1* phenotype. Related to Figure 1.

Figure S3. Validation of the isogenic control iPS cell lines. Related to Figure 3-7.

Figure S4. The onset of CRB1 expression in control organoids. Related to Figure 4.

Figure S5. More lysosomes are present in *CRB1* patient retinal organoids. Related to Figure 4-5.

Figure S6. Increased number of degradative vesicles/compartments in *CRB1* patient retinal organoids. Related to Figure 5.

Figure S7. Dysregulation of the endolysosomal system in *CRB1* patient retinal organoids. Related to Figure 6.

Table S1. Information on hiPSC lines. Related to Figure 2-6.

Table S2: Antibody list and dilution used for immunohistochemistry and western blots. Related to all figures.

Table S3. ISO-02-P116 top 10 off-target candidates. Related to figures 3-7.

Table S4. ISO-03-P116 top 10 off-target candidates. Related to figures 3-7.

Table S5. ISO-02 P128 top 10 off-target candidates. Related to figures 3-7.

Table S6. Karyotyping of hiPS cell lines. Related to figures 2-7.

Supplemental Experimental Procedures

Supplemental Information

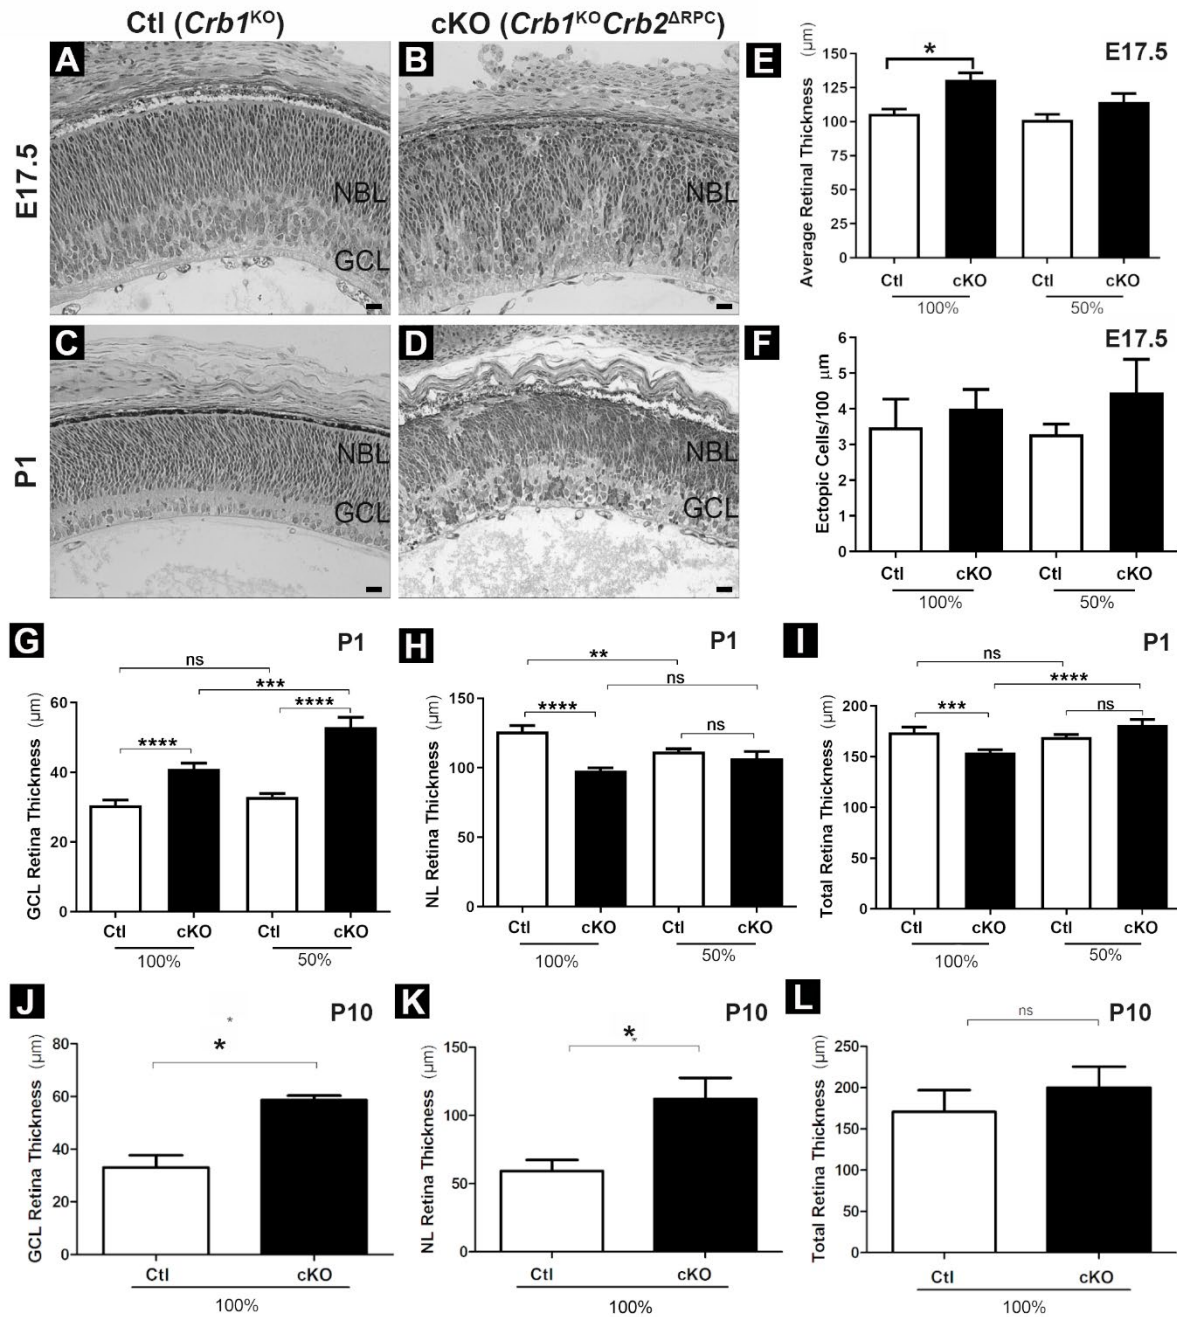

Figure S1. The retinal morphological phenotype is milder in *Crb1*^{KO}*Crb2*^{ARPC} on 100% C57/B6 genetic background than on 50% mixed genetic background. (A-D) Retinal morphology on plastic sections of Ctl (*Crb1*^{KO}) and cKO (*Crb1*^{KO}*Crb2*^{ARPC}) mice on 100% C57/B6 genetic background at E17.5 and P1. (E-F) Ctl (*Crb1*^{KO}) and cKO (*Crb1*^{KO}*Crb2*^{ARPC}) mice on 50% and 100% C57/B6 genetic background. (E-F) Average retinal thickness and ectopic nuclei per 100 μm retinal length at E17.5. (G-I) Ganglion cell layer (GCL) thickness, neuroretina layer (NL) thickness, and retinal thickness (OLM-ILM) at P1. (J-L) GCL thickness, NL thickness, and retinal thickness in 100% C57/B6 genetic background at P10. Scale bar, 20 μm. p<0.05 (*), p<0.01 (**), and p<0.001 (***). Related to Figure 1.

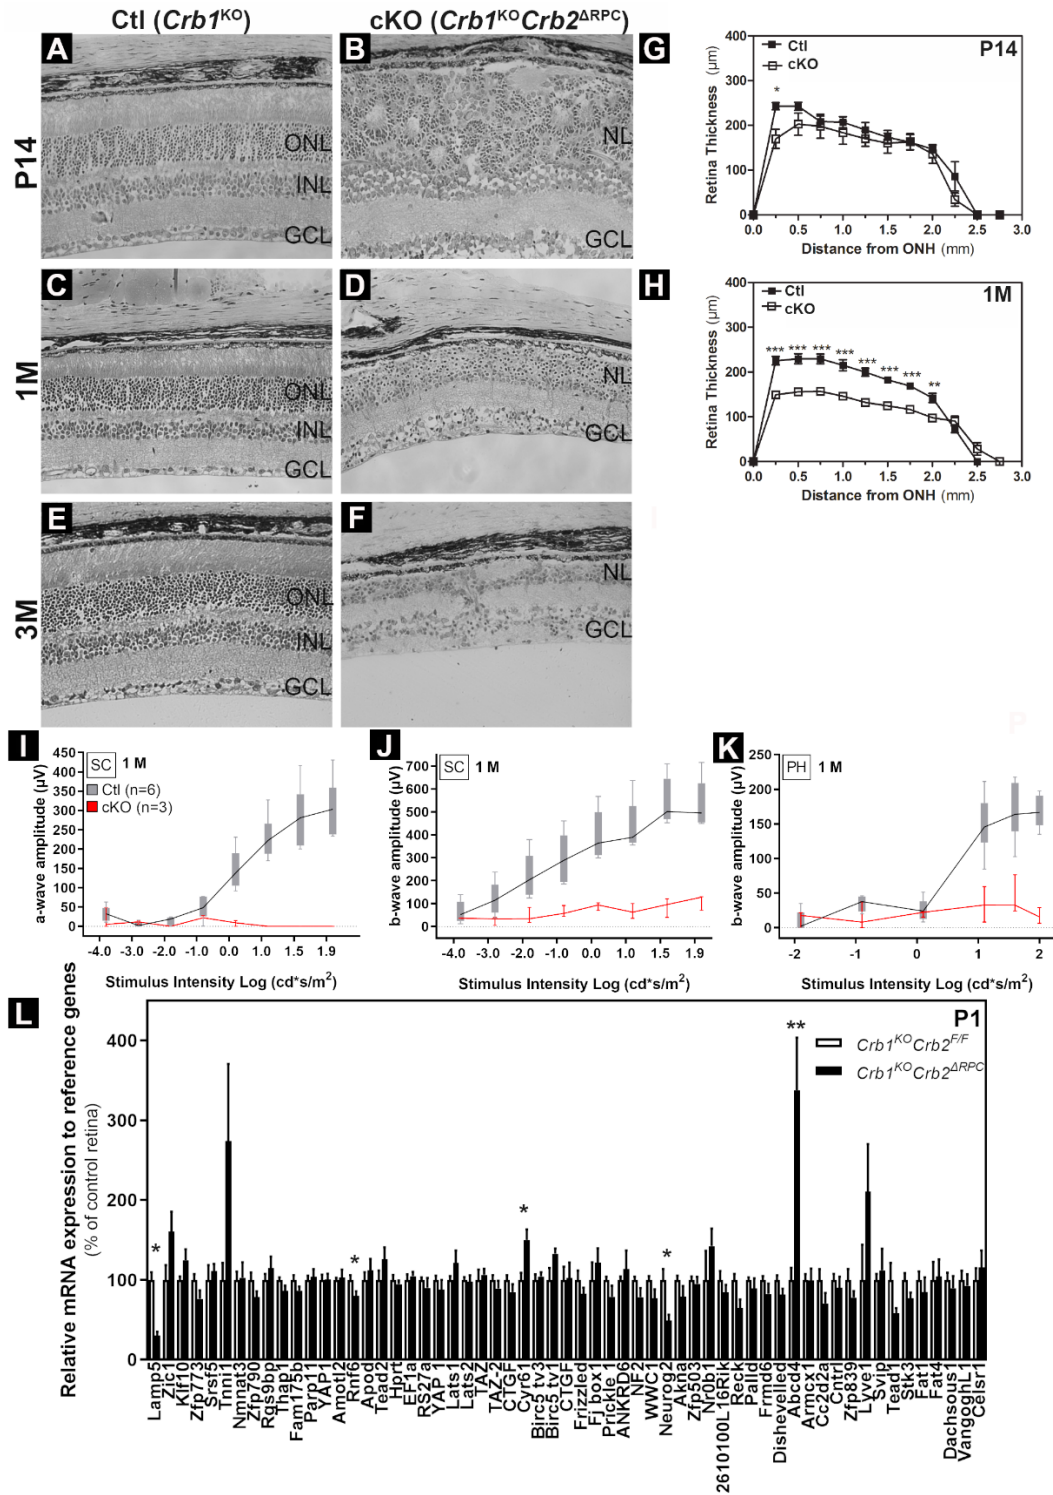

Figure S2. The *Crlb1*^{KO}*Crlb2*^{ΔRPC} mouse displays an LCA-like *CRB1* phenotype. (A-F) Retinal morphology on plastic sections of Ctl (*Crlb1*^{KO}) and cKO (*Crlb1*^{KO}*Crlb2*^{ΔRPC}) mice on 100% C57/B6 genetic background at P14, 1M, and 3M. (G-H) Retinal thickness (OLM-ILM) at P14, 1M, and 3M. (I-K) Electroretinographic (ERG) analysis of the retinal function at 1M. Conditional KOs are in red and Ctl age-matched littermates in gray: (L-M) Scotopic (SC) single-flash intensity series (-4, -3, -2, -1, 0, 1, 1.5, 1.9 log cd s/m² light intensity). (I) scotopic a-wave amplitudes. (J) scotopic b-wave amplitudes. (K) Photopic (PH) single-flash ERG at different light intensities (-2, -1, 0, 1, 1.5, 1.9 log cd s/m² light intensity at 30 cd/m² background light). Boxes indicate the 25 and 75% quantile range, whiskers indicate the 5 and 95% quantiles, and the intersection of line and error bar indicates the median of the data. (L) *Crlb1*^{KO}*Crlb2*^{ΔRPC} vs *Crlb1*^{KO} retina qPCR validation (n=5 retinas / group) of transcript changes at P1. Statistical significance calculated by a two-sided T-Test (p<0.05; 0.01; 0.001 shown as *, **, and ***). Scale bar, 20 μm. Related to Figure 1.

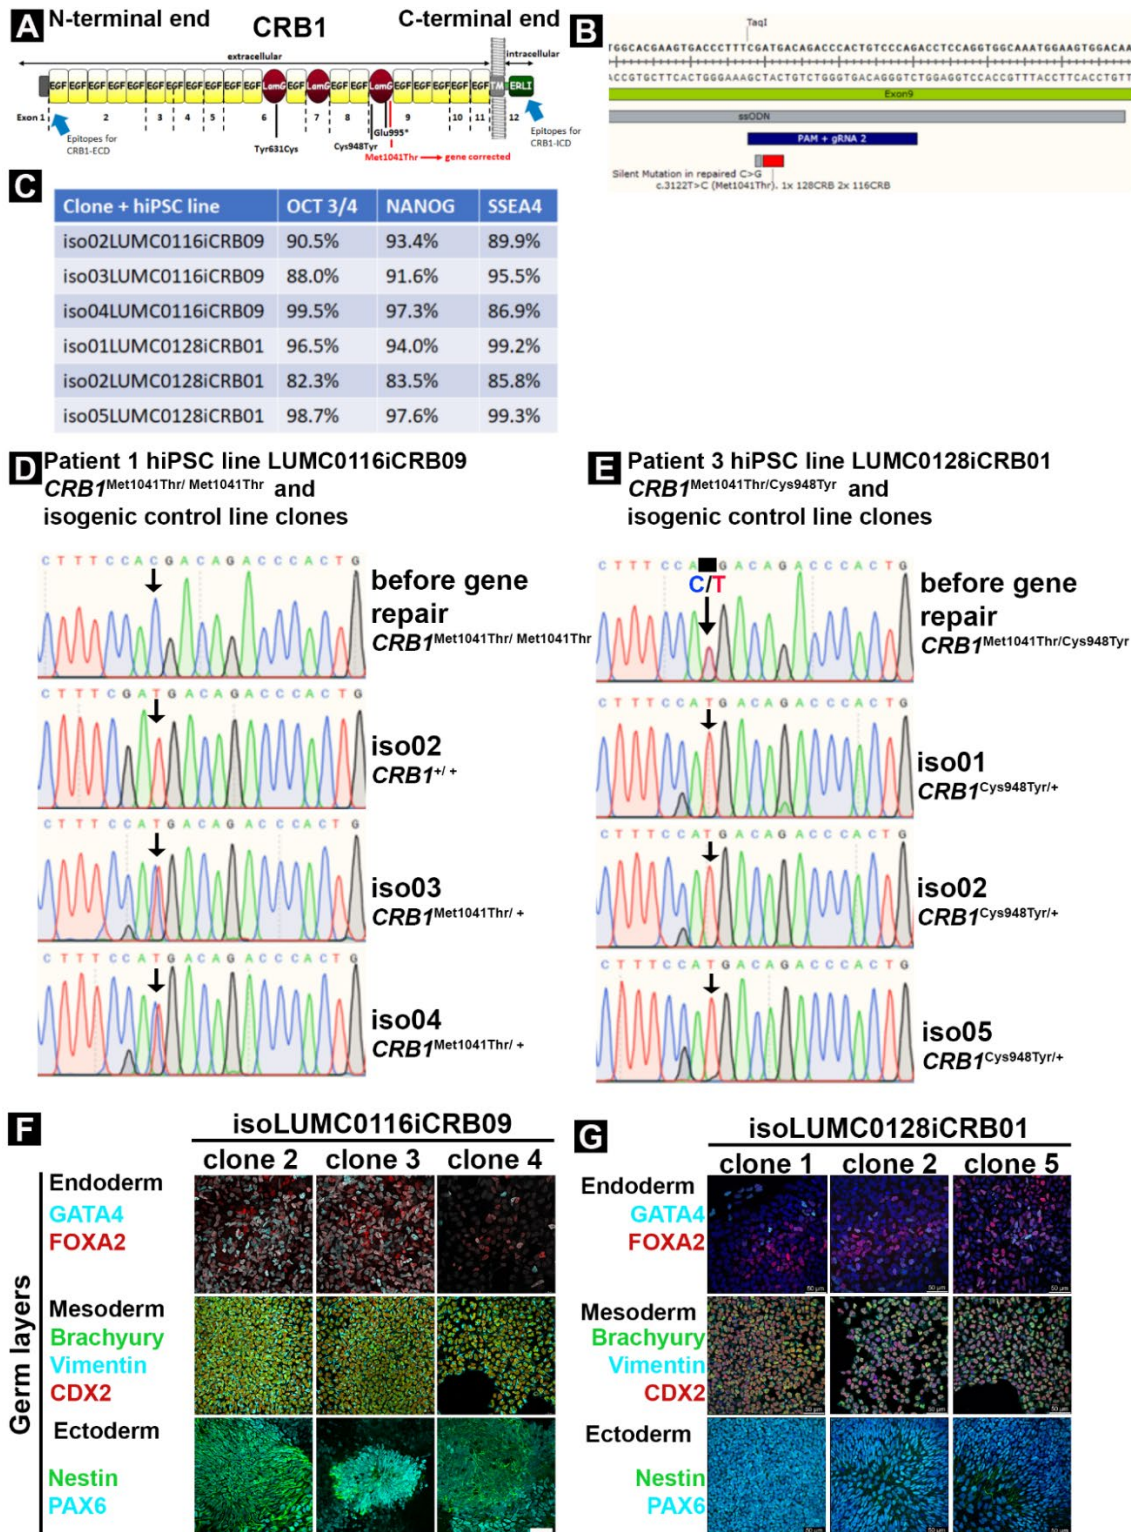

Figure S3. Validation of the isogenic control iPS cell lines. (A) CRB1 protein domains and the corresponding exons, CRB1 patient variants, and the epitope of the CRB1-ICD and CRB1-ECD antibodies. (B) Gene correction by single-stranded oligodeoxynucleotides (ssODN), gRNA, and nuclease Cas9 on locus c.3122T>C. (C) Flow cytometry sorted human iPS clones indicating expression of pluripotency markers SSEA4, OCT3/4, and NANOG. (D-E) Sanger sequence validation of 3 clones per patient line. (F-G) human iPS clones can be differentiated into the three germ layers. Scale bar, 50 μ m. Related to Figure 3-7.

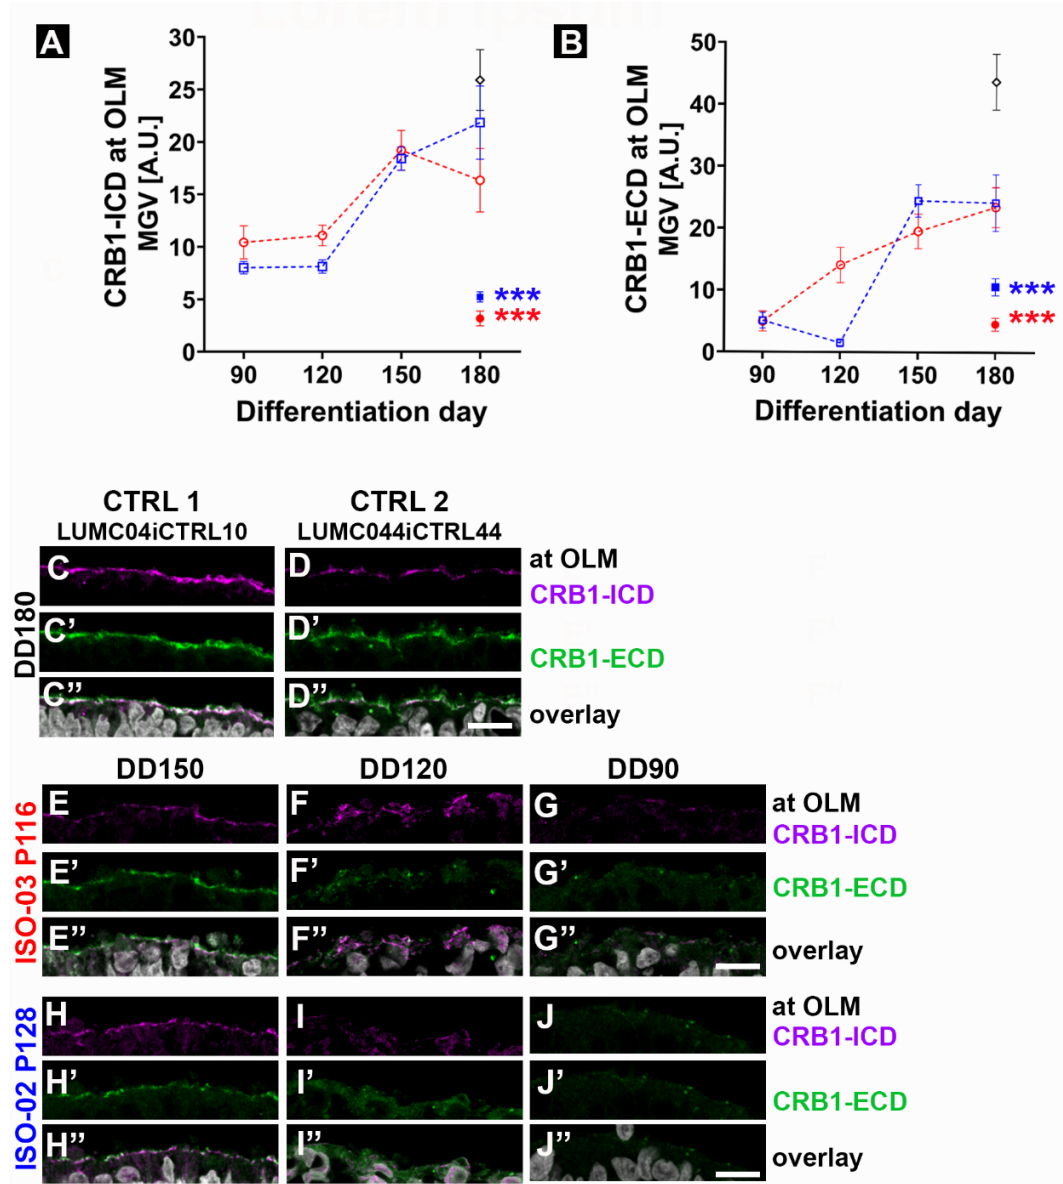

Figure S4. The onset of CRB1 expression in control organoids. (A-B) CRB1-Alexa conjugated fluorescence signal detected over time on ICD-(A) and ECD-(B) CRB1 antibodies (empty circles/dashed lines, isogenic controls; filled circles, patient lines; black circle, CTRL's; DD180, n=8; DD90-150, n=4-6 organoids per line). (C-G) CRB1 stained with an (C-J) intracellular (ICD) or (C'-G') extracellular domain (ECD) epitope antibodies at the OLM, and (C''-G'') overlay (scale bar, 10 μ m) at DD180 (C-D; CTRL 1+2), DD150 (E+H; isogenic ISO-03 P116 and ISO-P128), DD120 (F+I; isogenic ISO-03 P116 and ISO-P128), and DD90 (G+J; isogenic ISO-03 P116 and ISO-P128). OLM, outer limiting membrane; ICD, intracellular domain; ECD, extracellular domain; DD, differentiation day. Each datapoint in the graphs A and B represents individual organoids, of which an average has been taken of 3 representative images. The standard error of mean (SEM) is derived from these averages. The number of individual organoids per time point (DD90; DD120; DD150; DD180) for condition ISO-03 P116 is n=6; 5; 5; 8; for ISO-02 P128 is n= 6; 6; 6; 6; for P116 (DD180) n=8; for P128 (DD180) n=8; and for CTRL1 (DD180) n=8. From at least two independent organoid batches. Statistical analysis: $p < 0.001$ (***). Related to Figure 4.

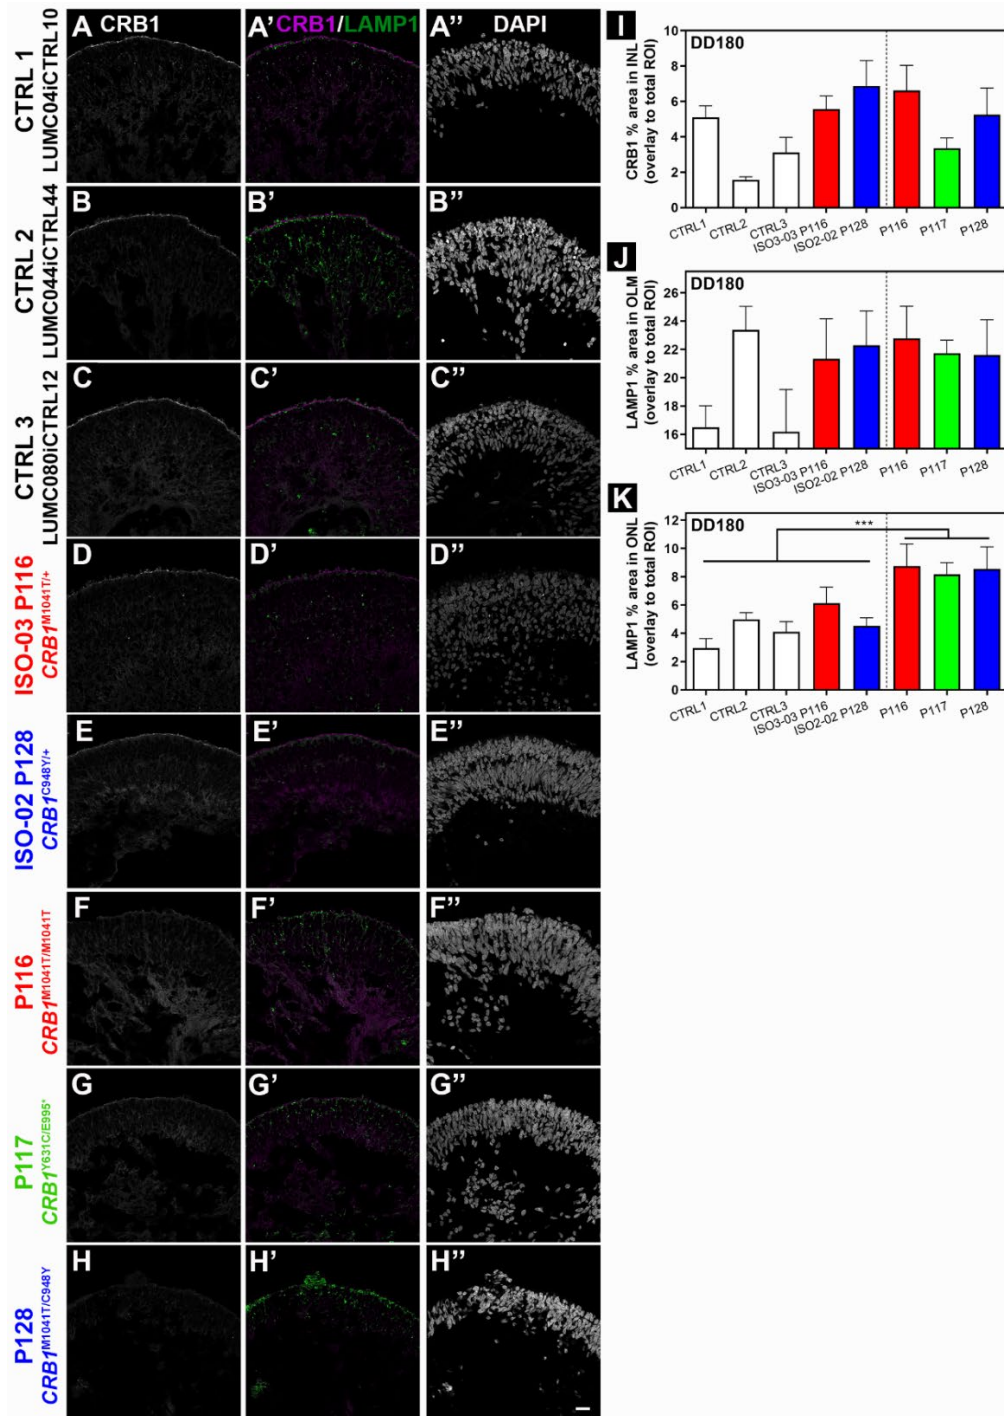

Figure S5. More lysosomes are present in CRB1 patient retinal organoids. Immunofluorescence CRB1 puncta (A-H; grayscale), co-labelling CRB1/LAMP1 (green/magenta in A'-H'), and nuclei (grayscale in A''-H'') in *CRB1* patient retinal organoids at DD180. (A-H) patient *CRB1* retinal organoids express little CRB1 protein throughout the retina. (A'-H') Little co-labelling of CRB1 (magenta) and lysosomes (LAMP1+, green) were found. (A''-H'') Patient *CRB1* retinal organoids have more lysosomes at the ONL. (A''-H'') Nuclei staining (DAPI, grayscale) showing overall morphology. (I) CRB1-fluorescence signal measured by puncta in the INL. (J-K) LAMP1+ puncta measured in the OLM and ONL. Scale bar, 50 μ m. Each datapoint in the graph represents individual organoids, of which an average has been taken of 3 representative images. The standard error of mean (SEM) is derived from these averages. The number of individual organoids per condition (CTRL1; CTRL2; CTRL3; ISO-03 P116; ISO-02 P128; P116; P117; P128) in (I-K) is n=9; 9; 9; 10; 10; 12; 9; 13. From at least two independent organoid batches. Statistical analysis: $p < 0.001$ (***) . Related to Figure 4-5.

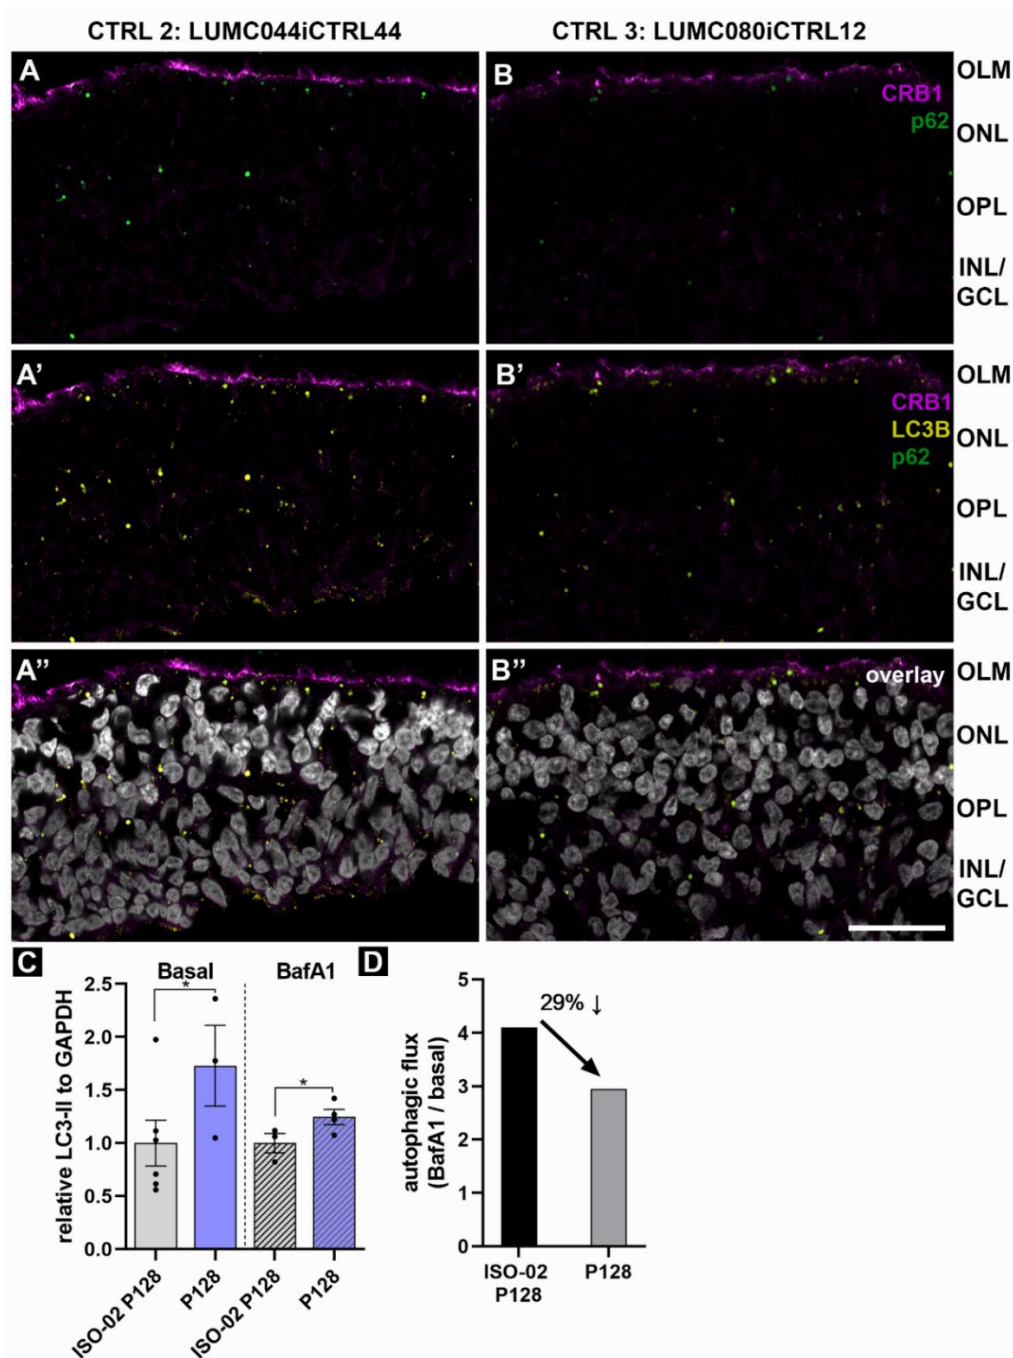

Figure S6. Increased number of degradative vesicles/compartments in *CRB1* patient retinal organoids. (A-B) Immunofluorescence triple staining CRB1 (magenta), p62 (green), and LC3B (yellow). (A-B) LC3B and p62 localized overall more in OLM layer, OPL layer and INL layer in control retinal organoids. Scale bar, 50 μ m. (C-D) westernblot related to Figure 5 and Figure S6. (C) Analysis of the protein band intensities of the western blot shown in Figure 5I of individual lysed organoids (depicted as dots) stained for LC3B (LC3-I and LC3-II; 19/17 kD), recoverin for photoreceptors (26 kD), and GAPDH (housekeeping control, 37 kD) but organoids lacking recoverin expression were removed from the analysis. (D) Western blot protein band intensities of the BafA1 condition divided by the basal condition showing a decrease in the autophagic flux in *CRB1* patient retinal organoids. Each datapoint in the graphs J and K represents individual organoids, of which an average has been taken. The standard error of mean (SEM) is derived from these averages. Number of individual organoids per condition and differentiation round is n=3-6 organoids per line from two independent organoid batches. Statistical analysis: $p < 0.05$ (*), and $p < 0.001$ (***). Related to Figure 5.

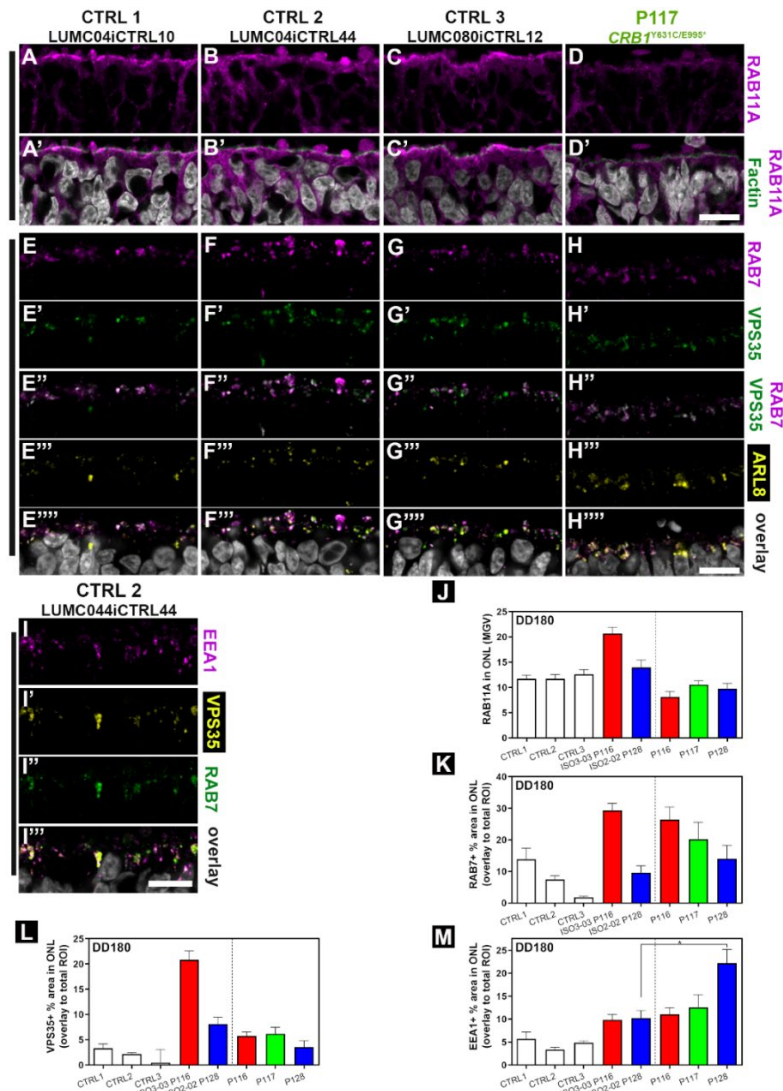

Figure S7. Dysregulation of the endolysosomal system in patient *CRB1* patient retinal organoids.

(A+E) CTRL 1 (LUMC04CTRL10) retinal organoids, (B+F+I) CTRL 2 (LUMC044iCTRL44) retinal organoids, (C+G) CTRL3 (LUMC080iCTRL12) retinal organoids, and (D+H) patient 2 (LUMC0117iCRB01) retinal organoids. (A-D) Immunofluorescence labelling of RAB11A (magenta), and phalloidin (F-actin; green). (E-H) Immunofluorescence labeling of RAB7 (magenta), VPS35 (green), and ARL8A/B (yellow). (E-H) Immunofluorescence labeling of EEA1 (magenta), RAB7 (green), and ARL8A/B (yellow). (I) Immunofluorescence labeling of EEA1 (magenta), RAB7 (green), and VPS35 (yellow). Overlay shown in white (E-I). (J-M) Semi-quantification of fluorescence signal. (J) RAB11A mean gray value (MVG) in ONL. (K) Total RAB7 particle area / total ONL area in %. (L) RAB11A mean gray value (MVG) in ONL. (K) Total VPS35 particle area / total ONL area in %. (M) RAB11A mean gray value (MVG) in ONL. (K) Total EEA1 particle area / total ONL area in %. All retinal organoids at DD180 collected. Scale bar, 10 μ m. Each datapoint in the graph represents individual organoids, of which an average has been taken of 3 representative images. The standard error of mean (SEM) is derived from these averages. Number of individual organoids per condition and differentiation round is n=6-14 organoids per line from two independent organoid batches; Statistical analysis: *p < 0.05. Related to Figure 6.

Table S1. Information on human iPSC lines. Related to Figure S3 and Figure 2-6.

Line code	Description	Gender
Control-derived and gene corrected (isogenic, iso) human iPSC line names		
LUMC0004iCTRL10	Control line 1 (CTRL 1)	male
LUMC0044iCTRL44	Control line 2 (CTRL 2)	female
LUMC0080iCTRL12	Control line 3 (CTRL 3)	male
iso03LUMC0116iCRB09	isogenic: Allele 1 and 2: Homozygous c.3122T>C gene corrected to c.3120C>G	male
iso01LUMC0128iCRB01	isogenic: Allele 1: c.2843G>A --> p.(Cys948Tyr). Allele 2: c.3122T>C gene corrected to c.3120C>G	male
iso02LUMC0128iCRB01	isogenic: Allele 1: c.2843G>A. p.(Cys948Tyr). Allele 2: c.3122T>C gene corrected to c.3120C>G	male
iso03LUMC0128iCRB01	isogenic: Allele 1: c.2843G>A. p.(Cys948Tyr). Allele 2: c.3122T>C gene corrected to c.3120C>G	male
iso05LUMC0128iCRB01	isogenic: Allele 1: c.2843G>A. p.(Cys948Tyr). Allele 2: c.3122T>C gene corrected to c.3120C>G	male
Patient <i>CRB1</i> Retinitis pigmentosa-derived human iPSC lines		
LUMC0117iCRB01	Patient 2. Allele 1: c.1892A>G (p.Tyr631Cys). Allele 2: c.2911G>T (p.(Glu995*))	male

Table S2: Antibody list and dilution used for immunohistochemistry and western blots. Related to all figures.

Host; antibody	Dilution + procedure	Catalogue number
**Primary antibodies**		
Mouse anti-CRB1 (extracellular)	1/200 IF, 1/300 PLA	H00023418-A01
Rabbit anti-CRB1 (AK2; intracellular)	1/100 IF	Home-made
Phalloidin-TRITC (<i>aka</i> F-actin)	1/250 IF	r-415
Rabbit anti-OTX2	1/200 IF	13497-1-AP
Mouse anti-BRN3A	1/100 IF	sc-8429
Mouse anti-LC3B	1/100 IF + WB 1/300	0231-100/LC-3-5F10
Rabbit anti-FENS1 (<i>aka</i> WDFY1)	1/200 IF	AB125329
Mouse anti-EEA1	1/100 IF	BD-610457
Mouse anti-LAMP1 (<i>aka</i> CD107a)	1/100 IF	sc-20011
Rabbit anti-Cathepsin D (ab-2 clone)	1/200 IF	IM16-100UG
Mouse anti-ARL8A/B	1/100 IF	sc-398635
Mouse anti-NOTCH1 (extracellular)	1/300 IF + PLA	MA5-11961
Mouse anti-PIP2 (<i>aka</i> PtdIns(4,5)P ₂)	1/200 IF	MA3-500
Rabbit anti-(pan-)cytokeratin	1/200 IF	AB9377
Rabbit anti-RCVRN	1/600 IF, 1/5000 WB	AB5585
Mouse anti-GAPDH	1/5000 WB	MAB374
Rabbit anti-RAB7	1/100 IF	CST9367S
Goat anti-VPS35 (retromer)	1/100 IF	Ab10099
Rabbit anti-VPS26 (retromer)	1/250 IF	Ab181352
Rabbit anti-RAB11a	1/100 IF	71-5300
Rat anti-CD44	1/100 IF	553132
Mouse anti-Oct3/4-BV421	1/25 FACS	565644
Mouse anti-NANOG-PE	1/5 FACS	560483
anti-SSEA4-FITC	1/25 FACS	130-098-371
Mouse anti-Nestin-Alexa488 CC	1/200 IF	CST; clone 10C2
Rabbit PAX6-Alexa647 c CC	1/200 IF	CST; clone D3A9V
Rabbit FOXA2-Alexa555 CC	1/500 IF	CST; clone D56D6
Rabbit GATA4-Alexa647 CC	1/200 IF	CST; clone D3A3M
Rabbit Vimentin-Alexa647 CC	1/400 IF	CST; clone D21H3
Rabbit CDX2-Alexa555 CC	1/500 IF	CST; clone D11D10
Rabbit Brachyury-Alexa488 CC	1/200 IF	CST; clone D223J
**Secondary antibodies**		
Anti-rabbit-IgG-HRP	1/5000 WB	sc-2357
Anti-mouse-IgGk BP-HRP	1/5000 WB	sc-516102
Anti-rabbit Alexa647	1/1000 IF	Ab150083
Anti-mouse Alexa647	1/1000 IF	Ab150119
Anti-mouse Alexa488	1/1000 IF	Ab150113
Anti-chicken Alexa555	1/1000 IF	Ab150169
Anti-rabbit Alexa555	1/1000 IF	Ab150086
Anti-rat cy3 (50% glycerol added)	1/500 IF	712-165-153
Anti-rabbit cy3 (50% glycerol added)	1/500 IF	111-165-045

*IF, immunofluorescence; WB, western blot; PLA, Proximity ligation assay; CC, custom made conjugated

**Table S3: ISO-02-P116 top 10 off-target candidates. Related to figures 3-7.**			
**Gene Locus**	**FW primer sequence (5' to 3')<br>RV primer sequence (5' to 3')**	**Target Sequence (5' to 3')**	**Off target mutation**
Intron:RP11-132N15.3<br>**chr3:187689636-187689658:+**	FW 5'- TTGGGGCATACAAAGGAGGG - 3'<br>RV 5'- TTTCTGAATAGGCTGCCCCGT - 3'	AGCCCGTGTTCTGGAACAGAGAATCTGTCA **GGG** GTGTG	None
Intron:RP1-91J24.3<br>**chr6:144636458-144636480:+**	FW 5'- ACATAAGCCAGCCTGCAGAA - 3'<br>RV 5'- GGCCCTGTCCAAGTAGTGTC - 3'	GGATGGCTGGCAGGGGCAGTAGGTCAGTCA **GGG** CACTG	None
Intergenic: NARS-RP11-35G9.3<br>**chr18:55296831-55296853:-**	FW 5'- TCCTAAGGACGCCCTACTCT - 3'<br>RV 5'- TCCCAAAGTCAGAGGCGTAAC - 3'	CTCAGCTTCCCTGGACCAGTGGGTCA **GGG** CGTGT	None
Intergenic: HNRNPA 1P57-AC010739.1<br>**chr2:41,415,579-41,415,601:-**	FW 5'- TGGAGCCAACTCTCTGGGTT - 3'<br>RV 5'- AATTAGGTTCTTCTGCGCT - 3'	TGCCATATTCCTAGGACACTGGATCAGTCA **AGG** CCTAG	None
Intron: LINC01088<br>**chr4:79946400-79946422:+**	FW 5'- CACAGCAGCAACAGTCATGG - 3'<br>RV 5'- TTGTGGAGCACTACCGTAG - 3'	GAGCTCTCACCTGGGAGAGAGGATCAGTCA **AGG** TCTCT	None
Intergenic: SRSF1-RP11-159D12.10<br>**chr17:56132133-56132155:+**	FW 5'- AGACCCTGTTCTTCAGCCAC - 3'<br>RV 5'- GGAATCTGGTCAGTGCTCCC - 3'	TGTGGAAGTCCTGGGGCACTGGATCAGTCA **AGG** TCCTG	None
Intergenic:<br>RP1-124C6.1-AL513123.1<br>**chr6:113798294-113798316:-**	FW 5'- CTTCTGCCACAAAGGACCAT - 3'<br>RV 5'- AGTTGTAATGGCAGCCCACA 3'	ATGGACTCATCTAGGCCAGTGAGTCAGTCA **AGG** CATT	None
Intron: LHX6<br>**chr9:124983136-124983158:-**	FW 5'- TGGGGAGAGGTGTTACTGCT - 3'<br>RV 5'- CCTTGTTGCCTCACAGGAT - 3'	GCATAGTAGGCTGGGAAAGTGAGTCTGACT **TGG** TCAAG	None
Intergenic: C10orf91-RP11-432J24.5<br>**chr10:134274249-134274271:+**	FW 5'- CTGCTCCTTGAGGGACAGTG - 3'<br>RV 5'- CACTGGCCTGGGGAAAGTAG - 3'	GTGGGATCCCCTGGGGAAGAGGGTCTGTCT **GGG** CTCGG	None
Intergenic: AL512655.1-MIR5007<br>**chr13:55536216-55536238:+**	FW 5'- GAGCAGGGCTTCCATCTTGA - 3'<br>RV 5'- TGGAAGCACTTAATGTAAACAGTG - 3'	TGTACTGCTGTTGAGTCAGTGTGTCTGTCA **GGG** AAGAA	None

**Table S4: ISO-03-P116 top 10 off-target candidates. Related to figures 3-7.**			
**Gene Locus**	**FW primer sequence (5' to 3')<br>RV primer sequence (5' to 3')**	**Target Sequence (5' to 3')**	**Off target mutation**
Intron:RP11-132N15.3<br>**chr3:187689636-187689658:+**	FW 5'- TTGGGGCATACAAAGGAGGG - 3'<br>RV 5'- TTTCTGAATAGGCTGCCCCGT - 3'	AGCCCGTGTTCTGGAACAGAGAATCTGTCA **GGG** GTGTG	None
Intron:RP1-91J24.3<br>**chr6:144636458-144636480:+**	FW 5' - ACATAAGCCAGCCTGCAGAA - 3'<br>RV 5' - GGCCCTGTCCAAGTAGTGTC - 3'	GGATGGCTGGCAGGGGCAGTAGGTCAGTCA **GGG** CACTG	None
Intergenic: NARS-RP11-35G9.3<br>**chr18:55296831-55296853:-**	FW 5' - TCCTAAGGACGCCCTACTCT - 3'<br>RV 5' - TCCCAAAGTCAGAGGCGTAAC - 3'	CTCAGCTTCCCTGGACCAGTGGGTCA **GGG** CGTGT	None
Intergenic: HNRNPA 1P57-AC010739.1<br>**chr2:41,415,579-41,415,601:-**	FW 5' - TGGAGCCAACTCTCTGGGTT - 3'<br>RV 5' - AATTAGGTTCTTCTGCGCT - 3'	TGCCATATTCCTAGGACACTGGATCAGTCA **AGG** CCTAG	None
Intron: LINC01088<br>**chr4:79946400-79946422:+**	FW 5' - CACAGCAGCAACAGTCATGG - 3'<br>RV 5' - TTGTGGAGCACTACCGTAG - 3'	GAGCTCTCACCTGGGAGAGAGGATCAGTCA **AGG** TCTCT	None
Intergenic: SRSF1-RP11-159D12.10<br>**chr17:56132133-56132155:+**	FW 5' - AGACCCTGTTCTTCAGCCAC - 3'<br>RV 5' - GGAATCTGGTCAGTGCTCCC - 3'	TGTGGAAGTCCTGGGGCACTGGATCAGTCA **AGG** TCCTG	None
Intergenic:<br>RP1-124C6.1-AL513123.1<br>**chr6:113798294-113798316:-**	FW 5' - CTTCTGCCACAAAGGACCAT - 3'<br>RV 5' - AGTTGTAATGGCAGCCCACA 3'	ATGGACTCATCTAGGCCAGTGAGTCAGTCA **AGG** CATT	None
Intron: LHX6<br>**chr9:124983136-124983158:-**	FW 5' - TGGGGAGAGGTGTTACTGCT - 3'<br>RV 5' - CCTTGTTGCCTCACAGGAT - 3'	GCATAGTAGGCTGGGAAAGTGAGTCTGACT **TGG** TCAAG	None
Intergenic: C10orf91-RP11-432J24.5<br>**chr10:134274249-134274271:+**	FW 5' - CTGCTCCTTGAGGGACAGTG - 3'<br>RV 5' - CACTGGCCTGGGGAAAGTAG - 3'	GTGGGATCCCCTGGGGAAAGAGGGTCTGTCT **GGG** CTCGG	None
Intergenic: AL512655.1-MIR5007<br>**chr13:55536216-55536238:+**	FW 5' - GAGCAGGGCTTCCATCTTGA - 3'<br>RV 5' - TGGAAGCACTTAATGTAAACAGTG - 3'	TGTACTGCTGTTGAGTCAGTGTGTCTGTCA **GGG** AAGAA	None

**Table S5: ISO-02 P128 top 10 off-target candidates. Related to figures 3-7.**			
**Gene Locus**	FW primer sequence (5' to 3')<br>RV primer sequence (5' to 3')	Target Sequence (5' to 3')	Off target mutation
Intron:RP11-132N15.3<br>**chr3:187689636-187689658:+**	FW 5'- TTGGGGCATACAAAGGAGGG - 3'<br>RV 5'- TTTCTGAATAGGCTGCCCCGT - 3'	AGCCCGTGTCTGGAACAGAGAATCTGTCA **GGG** GTGTG	None
Intron:RP1-91J24.3<br>**chr6:144636458-144636480:+**	FW 5' - ACATAAGCCAGCCTGCAGAA - 3'<br>RV 5' - GGCCCTGTCCAAGTAGTGTC - 3'	GGATGGCTGGCAGGGGCAGTAGGTCA **GGG** CACTG	None
Intergenic: NARS-RP11-35G9.3<br>**chr18:55296831-55296853:-**	FW 5' - TCCTAAGGACGCCCTACTCT - 3'<br>RV 5' - TCCCAAAGTCAAGGCGTAAC - 3'	CTCAGCTTCCCTGGACCAAGTGGGTCA **GGG** CGTGT	None
Intergenic: HNRNPA 1P57-AC010739.1<br>**chr2:41,415,579-41,415,601:-**	FW 5' - AGTCTGGAGCCAACTCTCTG - 3'<br>RV 5' - TTCCTCCTGGCCTTTGCTTA - 3'	TGCCATATTCTAGGACACTGGATCA **AGG** CCTAG	None
Intron: LINC01088<br>**chr4:79946400-79946422:+**	FW 5' - CACAGCAGCAACAGTCATGG - 3'<br>RV 5' - TTGTGGAGCACTCACCGTAG - 3'	GAGCTCTCACCTGGGAGAGAGGATCA **AGG** TCTCT	None
Intergenic: SRSF1-RP11-159D12.10<br>**chr17:56132133-56132155:+**	FW 5' - AGACCCTGTTCTTCAGCCAC - 3'<br>RV 5' - GGAATCTGGTCAGTGCTCCC - 3'	TGTGGAAGTCCTGGGGCACTGGATCA **AGG** TCCTG	None
Intergenic:<br>RP1-124C6.1-AL513123.1<br>**chr6:113798294-113798316:-**	FW 5' - CTTCTGCCACAAGGACCAT - 3'<br>RV 5' - AGTTGTAATGGCAGCCCACA 3'	ATGGACTCATCTAGGCCAGTGAGTCAGTCA **AGG** CATT	None
Intron: LHX6<br>**chr9:124983136-124983158:-**	FW 5' - TGGGGAGAGGTGTTACTGCT - 3'<br>RV 5' - CCTTGTTGCCTCACAGGAT - 3'	GCATAGTAGGCTGGGAAAGTGAGTCTGACT **TGG** TCAAG	None
Intergenic: C10orf91-RP11-432J24.5<br>**chr10:134274249-134274271:+**	FW 5' - CTGCTCCTTGAGGGACAGTG - 3'<br>RV 5' - CACTGGCCTGGGGAAGTAG - 3'	GTGGGATCCCCTGGGGAAGAGGGTCTGTCT **GGG** CTCGG	None
Intergenic: AL512655.1-MIR5007<br>**chr13:55536216-55536238:+**	FW 5' - GAGCAGGGCTTCCATCTTGA - 3'<br>RV 5' - TGGAAGCACTTAATGTAAACAGTG - 3'	TGTACTGCTGTTGAGTCAGTGTGTCTGTCA **GGG** AAGAA	None

Table S6: Karyotyping of hiPS cell lines. Related to figures 2-7.				
CTRL 1 LUMC04iCTRL10	male	P20	46,XY[20]	18 normal metaphases; 2 non-clonal aberration metaphases
CTRL 2 LUMC044iCTRL44	female	P18	46,XX,t(1;9)(p34;p13)[15]/46,XX[5]	5 normal metaphases; 15 metaphases with translocation of which 3 out of 15 in addition non-clonal aberration metaphases  LUMC0044iCTRL44
CTRL 3 LUMC080iCTRL12	male	P25	46,XY[20]	20 normal metaphases

				
iso02LUMC0116iCRB09	male	P28	46,XY[20]	20 normal metaphases
iso03LUMC0116iCRB09	male	P27	46,XY[20]	20 normal metaphases
iso01LUMC0128iCRB01	male	P25	46,XY[20]	18 normal metaphases; 2 non-clonal aberration metaphases
iso02LUMC0128iCRB01	male	P25	46,XY[20]	19 normal metaphases; 1 non-clonal aberration metaphases
LUMC0116iCRB09	male	P13	46,XY[20]	20 normal metaphases
LUMC0117iCRB01	male	P9	46,XY[20]	19 normal metaphases; 1 non-clonal aberration metaphases
LUMC0128iCRB01	male	P10	46,XY[20]	19 normal metaphases; 1 non-clonal aberration metaphases

Supplemental EXPERIMENTAL PROCEDURES

Animals

Procedures concerning animals were performed with permission of the ethical committee of the Leiden University Medical Center and the animal experimentation committee (DEC) of the Royal Netherlands Academy of Arts and Sciences (KNAW) under permit number NIN 12.105. All mice used were maintained on a 99.9% C57BL/6J OlaHsd genetic background with a 12 h day-night cycle and supplied with food and water *ad libitum*. *Crb1^{KO}* (*Crb1^{-/-}*) mice (van de Pavert et al., 2004) were crossed with a retinal *Crb2^{ΔRPC}* (*Crb2^{F/F}Chx10Cre^{Tg/+}* clone P1E9) mouse strain (Alves et al., 2013b; Rowan and Cepko, 2004) to ablate both *Crb1* and *Crb2* during retinal development from retinal progenitor cells. *Cre* starts to be expressed around E9.5 in the retina (Rowan and Cepko, 2004). The previously made *Chx10Cre* mice were generated by knocking in *GFP-Cre-IRES-AP* cDNA in exon-1 of the *Chx10* gene on a Bacterial Artificial Chromosomes (BAC; -55 kb *Chx10* of ATG to +22 kb off of the polyadenylation sequence) (Rowan and Cepko, 2004). Interestingly, the last exon of the *Abcd4* gene is only ~7000 bp from the last exon of the *Chx10* gene thus was on the BAC. 

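*Chx10* is the earlier name of *Vsx2*, a homeobox gene of retinal progenitors. In the mouse assembly used here *Vsx2* runs from 84569762 to 84595457 on the plus strand of chromosome 12, and *Abcd4* from 84601464 to 84617413 on the minus strand, so the genes converge. Between their annotated 3' ends lie 6006 bp. *Vsx2* itself was at 246 CPM in *Crb1* KO*Crb2* ΔRPC and 245 CPM in wild-type retinas at E15.5 of the second run, a log2 fold change of 0.00.

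**Figure D5:**
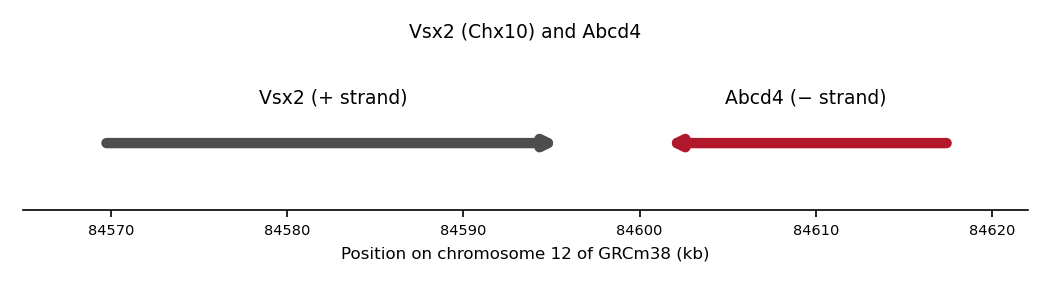
Positions of *Vsx2* and *Abcd4* on chromosome 12 of the mouse assembly; arrows give the direction of transcription.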

Others have shown that large BACS containing several genes can lead to overexpression of flanking genes (Kolisyk et al., 2013; Ting and Feng, 2014). We believe the integration of the cDNA in close proximity to the *Abcd4* gene and being both on the BAC may have led to the overexpression of the *Abcd4* gene in *Crb1^{KO}Crb2^{ΔRPC}* mice. *Crb1^{KO}Crb2^{ΔRPC}* mice were compared to littermate *Crb1^{KO}Crb2^{F/F}* mice not expressing *Cre*. C57BL/6J OlaHsd mice have a 365 kb deletion ablating the *Mmrn1* and *Snca* and express low levels of *Abcd4* (Gajovic et al., 2006; Specht and Schoepfer, 2004). The C57BL/6J substrain (from the Jackson Laboratory) carries a 5-exon-spanning deletion in the *Nnt* gene but C57BL/6J OlaHsd have a wildtype *Nnt* gene (Huang et al., 2006). 

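*Nnt*, a mitochondrial enzyme that makes NADPH, was expressed on both backgrounds of the second run at E15.5. It was at 90.7 ± 5.76 CPM in *Crb1* KO*Crb2* ΔRPC retinas on C57BL/6JOlaHsd (n = 4) and 57 ± 4.15 CPM in wild-type C57BL/6JRccHsd retinas (n = 5), a log2 fold change of 0.67 (SE 0.086, adjusted p = 4.3e-06 in edgeR). Counts per gene cannot show which exons were read. A list of 6 genes set down in advance as differing between C57BL/6 substrains, *Nnt*, *Snca*, *Mmrn1*, *Wdfy1*, *Entpd4* and *Ide*, had 2 higher and 3 lower in *Crb1* KO*Crb2* ΔRPC and ranked lower in camera (adjusted p = 0.00394; adjusted p = 0.112 with an estimated correlation). limma-voom, quality weights and DESeq2 did not keep this ranking (adjusted p up to 0.53). *Snca* and *Mmrn1*, which the paper gives as deleted on C57BL/6JOlaHsd, are among the 3 lower genes, so part of it was fixed in advance. The list was not tested without them.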

Analysis of the *Crb1^{KO}Crb2^{ΔRPC}* and *Crb1^{KO}Crb2^{F/F}* mice was carried out on males and females. Chromosomal DNA isolation and genotyping were performed as previously described (Alves et al., 2013a; van de Pavert et al., 2004).

Morphology and retinal thickness measurements on plastic mouse eyes

Eyes were collected of double-knockout and control littermate mice. After enucleation, the eyes were fixed in 4% paraformaldehyde in PBS (25 min) and dehydrated in an ethanol series (30 min each step; 30 % EtOH, 50 % EtOH, 70 % EtOH, 2x 90 % EtOH, 2x 100% EtOH). Then, the eyes were hardened in Technovit, sectioned (3 μm), stained (0.5% Toluidine blue), and mounted (Entellan) as previously described [(Alves and Wijnholds, 2018)]. Consecutive

brightfield images were taken. We generated spidergrams of the retinal thickness (ILM-to-OLM) for P14, 1 M and 3M-old-mice by measuring at 0.25, 0.5, 0.75, 1.0, 1.25, 1.5, 1.75, 2.0, 2.25, 2.5, and 2.75 mm distance to the optic nerve head (ONH) as previously described (Alves and Wijnholds, 2018).

Electroretinography

Electroretinography's (ERGs) were done in dim light on an Espion E2 (Diagnosys, LLC, MA). 1-month-old (1M) mice were dark-adapted (>12 hours). The mice were anesthetized (100 mg/kg ketamine, 10 mg/kg xylazine, intraperitoneal injection) and the pupils were dilated (atropine drops, 5 mg/mL). Scotopic flash series: -4, -3, -2, -1, 0, 1, 1.5, 1.9 log cd s/m² light intensity. Photopic flash series at 30 cd/m² background light: -2, -1, 0, 1, 1.5, 1.9 log cd s/m² light intensity. We first recorded the scotopic ERG, followed by a 10 min light exposure (30 cd s/m² light intensity) and then the photopic ERG.

RNA sequencing

Sequencing was performed using Life Technologies SOLiD5500 with single-end, 50 bp reads. Two separate runs were performed. Run1 contained n=30 mice; n=5 *Crb1*^{KO}*Crb2*^{F/F} (*Crb1*^{KO}) and n=5 *Crb1*^{KO}*Crb2*^{ARPC} (Tg) per development timepoint of the mouse embryo at E15.5, E17.5 and P1. Run2 contained n=9 mice; n=4 *Crb1*^{KO}*Crb2*^{ARPC} mice (C57BL/6JOLaHsd) and n=5 healthy mice (C57BL/6JRccHsd = wildtype, WT) at E15.5. Reads were aligned against mm10, using the 'whole.transcriptome.frag' workflow with bamgen.mqv.threshold set to 20 (Lifescopy v2.5). Counts were obtained using the GTF as supplied by Lifescopy (transformation of refGene.txt downloaded from UCSC at 25-06-2014) within this workflow.

Differential expression analysis

The analysis was performed as previously (Pellissier et al., 2013). The two runs were analysed separately. Statistical analyses were performed using the edgeR (Robinson and Oshlack, 2010) and limma/voom (Ritchie et al., 2015) R/Bioconductor packages. One of the *Crb1*^{KO}*Crb2*^{ARPC} E15.5 samples in the first run was identified as an outlier and removed from the analysis. Genes with more than one count in five or more samples were retained. Count data were transformed to log2-counts per million (logCPM), normalized by applying the trimmed mean of M-values method (Robinson and Oshlack, 2010) and precision weighted using voom (Law et al., 2014). Differential expression was assessed using an empirical Bayes moderated t-test within limma's linear model framework

including the precision weights estimated by voom. Resulting p-values were corrected for multiple testing using the Benjamini-Hochberg false discovery rate. Additional gene annotation was retrieved from Ensembl (release 90) using the biomaRt R/Bioconductor package. Analyses were performed using R v3.4.1 and Bioconductor v3.5.

Real-time quantitative PCR

RNA was isolated from 5 controls (*Crb1*^{KO}) and *Crb1*^{KO}*Crb2*^{ΔRPC} retinas using TRIZOL reagent (Gibco life technologies), according to the manufacturer manual, and after the final precipitation dissolved in RNase-free water. After genomic DNA degradation with RNase-free DNase I (New England Biolabs), 1 µg of total RNA was reverse transcribed into first-strand cDNA with Superscript III Plus RNase H-Reverse Transcriptase (Invitrogen) and 50 ng random hexamer primers, during 50 min at 50°C in a total volume of 20 µl. To the resulting cDNA sample, 14 µL of 10 mM Tris, 1 mM EDTA was added. From all samples, a 1:20 dilution was made and used for qPCR analysis. For this analysis, primer pairs were designed with a melting temperature of 60–62°C, giving rise to an amplicon of 80–110 bp. Real-time qPCR was based on the real-time monitoring of SYBR Green I dye fluorescence on a ABI Prism 7300 Sequence Detection System (Applied Biosystems, Nieuwekerk a/d IJssel, The Netherlands). The PCR conditions were as follows: 12.5 µL SYBR Green PCR 26mastermix (Applied Biosystems), 20 pmol of primers, and 2 µl of the diluted cDNA (ca 3 ng total RNA input). An initial step of 50°C for 2 min was used for AmpErase incubation followed by 15 min at 95°C to inactivate AmpErase and to activate the AmpliTaq. Cycling conditions were as follows: melting step at 95°C for 1 min, annealing at 58°C for 1 min and elongation at 72°C, for 40 cycles. At the end of the PCR run, a dissociation curve was determined by ramping the temperature of the sample from 60 to 95°C while continuously collecting fluorescence data. Non template controls were included for each primer pair to check for any significant levels of contaminants. Values were normalized by the geometric mean of the 3 reference genes hypoxanthine-guanine phosphoribosyltransferase, elongation factor 1-alpha and ribosomal protein S27a.

Cell culture

We previously described the three male *CRB1* RP-patient human induced pluripotent stem cell (hiPSC) lines (Patient line 1-3: LUMC0116iCRB09, LUMC0117iCRB01, LUMC0128iCRB01) and three control lines (CTRL 1-3: LUMC0004iCTRL10 (hPSC^{reg} name: LUMCi029-B), LUMC0044iCTRL44,

LUMC0080iCTRL12; see also Table S1; (Quinn et al., 2019). Human iPSCs were maintained on mTeSR1 or mTeSR Plus on matrigel-coated plates and stored in mFreSR (STEMCELL Technologies) or CryoStor CS10 in liquid nitrogen for long-term storage. The pluripotency status and functional pluripotency was performed for at least 3 clones per mutated line or isogenic controls (**Figure S3 C**). hiPSC clones were characterized on pluripotency by triple-staining dissociated single cells with OCT3/4, NANOG, and SSEA4 (1×10^5 cells/sample; 1 hr at RT) and analyzed by FACS (Flow cytometer, Miltenyi-Vyb). hiPSCs were also differentiated into the three germ layers (STEMdiff Trilineage differentiation kit, Stem Cell Technologies) and stained on coverslips with the conjugated antibodies Nestin (ectoderm), PAX6 (ectoderm), FOXA2 (endoderm), GATA4 (endoderm), vimentin (mesoderm), CDX2 (mesoderm), Brachyury (mesoderm; blocking solution: 4% NSS/PBS with 0.1% Triton X-100; cells incubated with primary antibodies in 4%NSS/PBS for 1 hr at RT). **Figure S3 F-G** and see **Table S2** antibody concentrations).

CRISPR/Cas9-based gene-repair of the hiPSC lines LUMC0116iCRB09 and LUMC0128iCRB01

The *CRB1* variant c.3122T>C (exon 9) was repaired by CRISPR/Cas9 ribonucleoprotein (RNP) mediated homologous recombination. Sequences of the sgRNA and the repair template (ssODN) are provided below. 1×10^5 single cells were transfected using electroporation (Neon System). The CRISPR/Cas9 RNP complex (crRNA:tracrRNA duplex (IDT); 10 pmol of crRNA/tracrRNA pre-annealed (IDT)) and the Cas9 V3 (1 μ g; IDT) was transfected. Additionally, the homology directed (HRD) repair template (ssODN; 40 pmol) was added to correct the mutation. For screening of targeted clones, a restriction site is introduced via a silent mutation to avoid re-cutting after HDR (Figure S3 B). 3.6×10^5 cells in 27 μ L were mixed with 6 μ L ssODN (13.3 μ M) and 3 μ L Cas9/RNP complex (3.6 μ g Cas9, 36 pmol pre-annealed crRNA:tracrRNA). Then, three times 10 μ L (1.0×10^5 cells per tube. 30 μ L and 3.0×10^5 cells in total per line) were electroporated (Neon System; Thermo Fisher Scientific; 1100V, 20 ms, 2 pulses), then plated on mTeSR-E8 + CloneR supplement (STEMCELL Technologies) into 12-well plates coated with Synthemax® II-SC substrate (Corning) and placed into an incubator (37°C, 5% CO₂, 20% O₂). Human iPSCs were seeded as single cells 5-7 days post-electroporation (1000 cells / 10-cm plate). Colonies were picked and gDNA isolated (QuickExtract) 8 days after seeding. Genomic DNA covering the variant region was amplified and targeting was analyzed using Taq1 (NEB; R0149) restriction of the PCR fragment. No off-target integrations were observed (Tables S3-5). All but control clone LUMC0044iCTRL44 showed a normal karyotype (Table S6). Successful targeting was confirmed by Sanger sequencing (*CRB1* gene exon 9. **Figure S3 D-E**).

Cas9 nuclease V3 (IDT #1081058); tracrRNA (IDT #1072532); crRNA (IDT, custom-made)

Sanger sequencing primers:

Fwd: ACCAGAGAACTACCAATATCAC

Rev: CAATAGCTCTGTCTCCACATAA

Retinal organoid differentiation

The differentiation of the hiPSCs started at differentiation day (DD) 0 with floating single-cell hiPSCs that were self-aggregated to embryoid bodies in 10 μ M ($\pm$)blebbistatin in mTeSR1 or mTeSR Plus medium (STEMCELL Technologies) on 1% agarose-coated (non-adhesive) plates overnight. The media was gradually changed from mTeSR to the Neural Induction Medium (NIM-1) over three days (mTeSR1/NIM-1: day 0, 1:0, day 1, 3:1; day 2, 1:1, day 3, 0:1). NIM-1 consists of DMEM/F12 supplemented with 1xN2 supplement, 1x Minimum Essential Media Non-Essential Amino Acids (MEM NEAAs) and 2 μ g/mL Heparin (Sigma. See also (Quinn *et al.*, 2019)). The medium was changed every day until DD7. The embryoid bodies were plated at an approximate density of 20 aggregates per cm^2 onto Matrigel-coated wells on DD7 and lifted on DD22/28. NIM-1 was replaced every other day from DD7 to DD16, from DD16 medium was replaced each day with Neural induction medium 2 (NIM-2). NIM-2: 1x B27 or NeuroCult SM1 without Vitamin A, 1x NEAA and 1x antibiotic-antimycotic in DMEM/F12(3:1). Subsequently, the lifted organoids were dislodged and kept in floating culture with NIM-2 on agarose-coated plates. At DD33 forebrain organoids were removed with a truncated P200 pipet tip. Medium was replaced three times a week from DD41 onwards. The medium was changed to Retinal Lamination Medium 1 (RLM-1) at DD42. RLM-1: 10% FBS, 1x B27 without Vitamin A (Gibco) or NeuroCult™ SM1 without Vitamin A (Stem Cell Technologies), 1x NEAA, 1x antibiotic-antimycotic, and 100 μ M taurine in DMEM/F12(3:1). The RLM-1 was supplemented with 1 μ M retinoic acid from DD49 to DD98. The long-term culture medium from DD98 onwards was Retinal Lamination Medium-2 (RLM-2) with low amounts of growth factors (N2 supplement instead of B27). RLM-2: 10% FBS, 1x N2, 1x NEAA, 1x antibiotic-antimycotic, and 100 μ M taurine in DMEM/F12(3:1) 0.5 μ M retinoic acid.

Fixation, sectioning and immunohistochemical staining

Retinal organoids were collected at the time points of differentiation day(DD)90, 120, 150, and 180. Prior to fixation, the organoids were washed shortly in PBS and then incubated for 30 minutes in 4% paraformaldehyde in PBS. Subsequently, the organoids were dehydrated in 15% sucrose in PBS (30 min) and 30% sucrose in PBS (30 min). After that, the retinal organoids were orientated and embedded in OCT Tissue-Tek cryo-embedding media. Finally, they were frozen on dry-ice and stored at -20°C. The retinal organoids were sectioned at 7 µm using a Leica CM1900 cryostat (Leica Microsystems) and after 1 hour of airdrying stored at -20°C. The slides were rehydrated in PBS, blocked (1 hour. 0.1% BSA 0.04% Triton-X in PBS), stained with the primary antibody (in 0.1% BSA 0.04% Triton-X in PBS) overnight at 4°C or 3 hours at room temperature, washed three times in PBS (3x10 min), stained with the secondary antibody (1 hour), washed three times in PBS (3x10 min), and mounted with Vectashield® Vibrance® HardSet antifade mounting media containing DAPI (Vector Laboratories). For antibodies and dilutions see Table S2. A Leica TCS SP8 confocal microscope was used for image acquisition. Image analysis was done in Leica Application Suite X (Leica, LAS X), Fiji ImageJ, and Adobe Photoshop CC2018.

Fluorescence quantification in ROIs

All organoids (7-µm sectioned) imaged for fluorescence semi-quantification were stained (see Table S2) with the same antibody mix at the same time, imaged in one confocal microscopy session, and included a negative control (no primary antibody added). At least six different organoids (generally 10-12) per line on generally three glass slides were analyzed per immunofluorescence staining. Several experiments were stained twice and analyzed twice showing overall high robustness of outcome parameters. The semi-quantification of CRB1 protein expression was done in triplicates with different secondary antibodies and incubation times (overnight at +4°C or 3 hours at RT) showing a strong reduction in patient organoids in all conditions. The analysis was done blinded. A 8-bit gray-scale raw image file was loaded into ImageJ. We manually defined three ROIs in the retina: ROI1, OLM (± 2.5 µm of OLM); ROI2, outer nuclear layer (dense bright DAPI+ nuclei layer or OTX2+ nuclei layer below the ROI 1), ROI3, OPL/INL (nuclei layer below the ROI2 of spanning the retina maximally 50 µm below ROI2). First, the mean gray value (MGV) per ROI was analysed. Then, we measured on each ROI the average particle size (area), the number of particles (counts), and the average intensity per spot (value between 0-255) using the ImageJ function “Analyze Particles”. We normalized the values to: counts per 100 µm² and the area of all spot sizes per ROI area (%).

Isolation of protein lysates and immunoblotting

Retinal organoids were collected at DD180. The RPE (dark parts) were dissected off with surgical scissors. Single retinas were washed in cold 1xPBS and then lysed in cold RIPA buffer (#R0278, Sigma) including the protease inhibitor cocktail (cOmplete, #11836153001, Roche). The single retinas were mechanically disrupted by pipetting and incubated on ice for 2 hours. Then, the retinas were vortexed and then sonicated in a pre-cooled +4°C water bath (Diagenode Biorupter Pico; Program: 15 sec ON, 30 sec OFF. 4 cycles; vortexed between 1st and 2nd cycle). The samples were then spun down (16000xg, 10 min, +4°C) and the supernatant was collected in a new pre-cooled tube. The protein concentration was measured by the Bradford assay (BCA Protein Assay Kit; ThermoFisher, #23227). The protein was then diluted to 1x Laemmli buffer with DTT (Bio-Rad, #1610737. Buffer: 0.12 M Tris-HCl, pH 6.8, 4% SDS, 20% glycerol, 10 mM DTT), boiled for 5 min (+95°C), and stored at -80°C. The protein lysates (20 µg per organoid per lane) were separated on a 4-20% SDS gel (Bio-Rad, #4561094) and transferred on PVDF (Bio-Rad Turbo transfer system. Protocol: mixed-molecular weight). The blots were blocked in 5% non-fatty milk in 1xPBS 0.1% Tween-20 (PBST; RT, 1 hour), incubated with the primary antibody (see Table S2 for concentrations; 5% milk in PBST), washed, incubated with the HRP-conjugated-antibody (RT, 1 hour 5% milk in PBST), and washed again. The signal was generated in ECL substrate (Bio-Rad, #1705061) and the chemiluminescence was imaged at three different exposure times (ChemiDoc MP Imaging System, Bio-Rad). The band intensity was measured (ImageJ, Gel analyzer) and averaged from three exposure times. Quantification was relative to GAPDH.

Transmission electron microscopy

Samples were washed in 1xPBS and then fixed in 1.5% glutaraldehyde in 0.1M cacodylate buffer at room temperature for 1 hour, stored in 0.5% PFA in 0.1M PHEM storage buffer until further processing. Samples were rinsed three times in 0.1 M cacodylate buffer and post-fixed in 1%OsO₄/1.5% potassium ferricyanide in 0.1M cacodylate buffer (1 hour on ice). Samples were rinsed again in 0.1M cacodylate buffer three times, and dehydrated in a series of ethanol, followed by a series of propylene oxide with EPON (LX112, Ladd research industries) and finally a step in 100% EPON. Organoids were put in a mould, those were filled up with EPON and polymerized at 70°C over two days. Ultrathin sections (90 nm) were created on a Reichert Ultracut S (Leica Microsystems) and after staining with uranylacetate and lead citrate, examined on an electron microscope (Microscope: FEI Tecnai T12 Twin Fei Company, Eindhoven, The

Netherlands; Camera: OneView, Gatan) operating at 120 kV. Overlapping images were collected and stitched together into separate images as previously described (Faas et al., 2012).

Conjugation of NOTCH1 and CRB1 antibody to plus and minus oligonucleotide probes

We used the Duolink probemaking set (Sigma-Aldrich) to conjugate two same-species antibodies (mouse anti-NOTCH1 and mouse anti-CRB1 extracellular domain antibodies) to the plus or minus oligonucleotide probes as described in the protocol. In short: 20 µL of the primary antibody was mixed with 2 µL of the conjugation buffer. Subsequently, the antibodies were added to the Duolink In Situ Probemaking plus and minus vials for overnight incubation at room temperature. The next day, the stop reagent was added (incubation: 30 minutes, at RT), the storage solution was added and stored at +4°C.

Proximity ligation assay

For the proximity ligation assay the Duolink In Situ Detection Reagents kit green (Sigma-Aldrich) was used. Slides with sliced organoids were washed, and the tissue slices were circled with a hydrophobic pen. Slides were blocked with one drop of blocking solution from the Duolink PLA probe set per tissue slice and incubated for 1 hour at 37 °C in a humidity chamber. Blocking buffer was tapped off and the conjugated antibodies diluted in PLA probe diluent from the PLA probe kit were added for an overnight incubation at 4°C. After that the slides were washed twice in PLA wash buffer A (Sigma-Aldrich) for five minutes. For the ligation step the slides were incubated for 30 minutes at 37°C with ligase enzyme diluted (1:40) in 1x ligation buffer and were washed twice in wash buffer A again. Finally, the polymerase enzyme was diluted (1:80) in 1x amplification buffer and added to the slides and the slides were incubated in a humidity chamber (37 °C, 100 minutes). To one of the slides diluted amplification buffer was added without the polymerase, serving as a negative control. Subsequently, the slides were washed twice for 10 minutes in PLA wash buffer B and after that once for 1 minute in 0.01x wash buffer B. Wash buffer was tapped off and slides were mounted by adding 5 µL of Duolink In Situ Mounting Medium with DAPI with a 20µl pipet with truncated tip. Images were obtained using a Leica TCS SP8 confocal microscope.

REFERENCES

Alves, C.H., Bossers, K., Vos, R.M., Essing, A.H., Swagemakers, S., van der Spek, P.J., Verhaagen, J., and Wijnholds, J. (2013a). Microarray and morphological analysis of early postnatal CRB2 mutant retinas on a pure C57BL/6J genetic background. *PLoS One* 8, e82532. 10.1371/journal.pone.0082532.

Alves, C.H., Sanz, A.S., Park, B., Pellissier, L.P., Tanimoto, N., Beck, S.C., Huber, G., Murtaza, M., Richard, F., Sridevi Gurubaran, I., et al. (2013b). Loss of CRB2 in the mouse retina mimics human retinitis pigmentosa due to mutations in the CRB1 gene. *Hum Mol Genet* 22, 35-50. 10.1093/hmg/ddt398.

Alves, C.H., and Wijnholds, J. (2018). AAV Gene Augmentation Therapy for CRB1-Associated Retinitis Pigmentosa. *Methods Mol Biol* 1715, 135-151. 10.1007/978-1-4939-7522-8_10.

Faas, F.G., Avramut, M.C., van den Berg, B.M., Mommaas, A.M., Koster, A.J., and Ravelli, R.B. (2012). Virtual nanoscopy: generation of ultra-large high resolution electron microscopy maps. *J Cell Biol* 198, 457-469. 10.1083/jcb.201201140.

Gajovic, S., Mitrecic, D., Augustincic, L., Iaconcig, A., and Muro, A.F. (2006). Unexpected rescue of alpha-synuclein and multimerin1 deletion in C57BL/6J α Hsd mice by beta-adducin knockout. *Transgenic Res* 15, 255-259. 10.1007/s11248-006-0003-6.

Huang, T.T., Naeemuddin, M., Elchuri, S., Yamaguchi, M., Kozy, H.M., Carlson, E.J., and Epstein, C.J. (2006). Genetic modifiers of the phenotype of mice deficient in mitochondrial superoxide dismutase. *Hum Mol Genet* 15, 1187-1194. 10.1093/hmg/ddl034.

Kolisnyk, B., Guzman, M.S., Raulic, S., Fan, J., Magalhaes, A.C., Feng, G., Gros, R., Prado, V.F., and Prado, M.A. (2013). ChAT-ChR2-EYFP mice have enhanced motor endurance but show deficits in attention and several additional cognitive domains. *J Neurosci* 33, 10427-10438. 10.1523/JNEUROSCI.0395-13.2013.

Law, C.W., Chen, Y., Shi, W., and Smyth, G.K. (2014). voom: Precision weights unlock linear model analysis tools for RNA-seq read counts. *Genome Biol* 15, R29. 10.1186/gb-2014-15-2-r29.

Pellissier, L.P., Alves, C.H., Quinn, P.M., Vos, R.M., Tanimoto, N., Lundvig, D.M., Dudok, J.J., Hooibrink, B., Richard, F., Beck, S.C., et al. (2013). Targeted ablation of CRB1 and CRB2 in retinal progenitor cells mimics Leber congenital amaurosis. *PLoS Genet* 9, e1003976. 10.1371/journal.pgen.1003976.

Quinn, P.M., Buck, T.M., Mulder, A.A., Ohonin, C., Alves, C.H., Vos, R.M., Bialecka, M., van Herwaarden, T., van Dijk, E.H.C., Talib, M., et al. (2019). Human iPSC-Derived Retinas Recapitulate the Fetal CRB1 CRB2 Complex Formation and Demonstrate that Photoreceptors and Muller Glia Are Targets of AAV5. *Stem Cell Reports* 12, 906-919. 10.1016/j.stemcr.2019.03.002.

Ritchie, M.E., Phipson, B., Wu, D., Hu, Y., Law, C.W., Shi, W., and Smyth, G.K. (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res* 43, e47. 10.1093/nar/gkv007.

Robinson, M.D., and Oshlack, A. (2010). A scaling normalization method for differential expression analysis of RNA-seq data. *Genome Biol* 11, R25. 10.1186/gb-2010-11-3-r25.

Rowan, S., and Cepko, C.L. (2004). Genetic analysis of the homeodomain transcription factor Chx10 in the retina using a novel multifunctional BAC transgenic mouse reporter. *Dev Biol* 271, 388-402. 10.1016/j.ydbio.2004.03.039.

Specht, C.G., and Schoepfer, R. (2004). Deletion of multimerin-1 in alpha-synuclein-deficient mice. *Genomics* 83, 1176-1178. 10.1016/j.ygeno.2003.12.014.

Ting, J.T., and Feng, G. (2014). Recombineering strategies for developing next generation BAC transgenic tools for optogenetics and beyond. *Front Behav Neurosci* 8, 111. 10.3389/fnbeh.2014.00111.

van de Pavert, S.A., Kantardzhieva, A., Malysheva, A., Meuleman, J., Versteeg, I., Levelt, C., Klooster, J., Geiger, S., Seeliger, M.W., Rashbass, P., et al. (2004). Crumbs homologue 1 is required for maintenance of photoreceptor cell polarization and adhesion during light exposure. *J Cell Sci* 117, 4169-4177. 10.1242/jcs.01301.

# Supplementary material for: CRB1 is required for recycling by RAB11A+ vesicles in human retinal organoids
**Source:** Stem Cell Reports. 2023 Aug 3;18(9):1793–810. doi: 10.1016/j.stemcr.2023.07.001
**Supplement:** Document S2. Article plus supplemental information

CRB1 is required for recycling by RAB11A+ vesicles in human retinal organoids

Thilo M. Buck,¹ Peter M.J. Quinn,^{1,9} Lucie P. Pellissier,^{2,10} Aat A. Mulder,³ Aldo Jongejan,⁴ Xuefei Lu,¹ Nanda Boon,¹ Daniëlle Koot,^{1,11} Hind Almushattat,¹ Christiaan H. Arendzen,⁵ Rogier M. Vos,² Edward J. Bradley,⁷ Christian Freund,⁵ Harald M.M. Mikkers,^{3,5} Camiel J.F. Boon,^{1,6} Perry D. Moerland,⁴ Frank Baas,^{7,8} Abraham J. Koster,³ Jacques Neefjes,³ Ilana Berlin,³ Carolina R. Jost,³ and Jan Wijnholds^{1,2,*}

<https://doi.org/10.1016/j.stemcr.2023.07.001>

SUMMARY

CRB1 gene mutations can cause early- or late-onset retinitis pigmentosa, Leber congenital amaurosis, or maculopathy. Recapitulating human *CRB1* phenotypes in animal models has proven challenging, necessitating the development of alternatives. We generated human induced pluripotent stem cell (iPSC)-derived retinal organoids of patients with retinitis pigmentosa caused by biallelic *CRB1* mutations and evaluated them against autologous gene-corrected hiPSCs and hiPSCs from healthy individuals. Patient organoids show decreased levels of CRB1 and NOTCH1 expression at the retinal outer limiting membrane. Proximity ligation assays show that human CRB1 and NOTCH1 can interact via their extracellular domains. *CRB1* patient organoids feature increased levels of WDFY1+ vesicles, fewer RAB11A+ recycling endosomes, decreased VPS35 retromer complex components, and more degradative endolysosomal compartments relative to isogenic control organoids. Taken together, our data demonstrate that patient-derived retinal organoids enable modeling of retinal degeneration and highlight the importance of CRB1 in early endosome maturation receptor recycling in the retina.

INTRODUCTION

In mammals, the Crumbs (CRB) protein family consists of CRB1, CRB2, and CRB3A, with the latter lacking a large extracellular domain. Mutations in the *CRB1* gene are responsible for retinal diseases such as retinitis pigmentosa (RP), Leber congenital amaurosis (LCA), and macular dystrophy (Nguyen et al., 2022). Cell adhesion and cell polarity protein complexes at the retinal outer limiting membrane (OLM), such as adherens junctions and CRB complexes, play a critical role in proliferation of retinal progenitor cells (RPCs) (Pellissier et al., 2013) as well as in cell adhesion (Quinn et al., 2018, 2019b; van de Pavert et al., 2007). The CRB complex is located at the subapical region adjacent to the adherens junctions between RPCs in the developing retina and at the subapical regions of Müller glial cells (MGCs), photoreceptor cells (PRCs), PRC-PRCs, and PRC-MGCs.

We have described previously that the levels of CRB-family proteins at the apical membrane in photoreceptors and MGCs are major determinants of the severity of the retinal phenotype in *Crb1*^{KO} (KO, knockout) and *Crb1*^{KO}

Crb2^{cKO} (cKO, conditional KO) mice compared with controls. In contrast to CRB1, the CRB2 protein is present in photoreceptors and MGCs in both species (Quinn et al., 2019b; van Rossum et al., 2006). We showed that RP *CRB1* patient-derived retinal organoids expressing different variants of CRB1 proteins (*CRB1*^{M1041T/M1041T}; *CRB1*^{Y631C/E995*}; *CRB1*^{M1041T/C948Y}) have little cell polarity and cell adhesion markers on differentiation day 180 (DD180) and significantly lowered levels of variant CRB1 proteins, permitting local displacement of PRC columns (Boon et al., 2023; Quinn et al., 2019a). Loss of apical polarity has been linked previously to dysregulation of the endolysosomal system (Boon et al., 2023; Kraut and Knust, 2019; Lattner et al., 2019; Pocha et al., 2011; Zhou et al., 2011). The membrane vesicle trafficking system has been associated with many diseases but, to our knowledge, has not been studied in detail in human retinal organoids.

Numerous reports have previously demonstrated a link between loss of the CRB complex and activation of the Notch signal pathway (Laprise, 2011; Pellissier et al., 2013; Thompson et al., 2013). A direct interaction between

extracellular domains (ECDs) of NOTCH-CRB and CRB-CRB was observed in fruit fly and zebrafish models (Laprise, 2011; Nemetschke and Knust, 2016; Ohata et al., 2011; Zou et al., 2012). The ECD of CRB in the fruit fly or of CRB2 in the zebrafish stabilizes the NOTCH receptor at the apical membrane (Herranz et al., 2006; Lattner et al., 2019; Nemetschke and Knust, 2016; Ohata et al., 2011). Furthermore, the fruit fly CRB mutant protein (*crb*^{P13A9}) decreases NOTCH receptor localization at the plasma membrane; increases NOTCH intracellular domain (ICD) concentrations, which activates the NOTCH pathway; and expands the number of lysosomes in rhabdomeres (a cluster of photoreceptors and support cells in flies) compared with controls (Kraut and Knust, 2019).

Patients with the common RP *CRB1*-associated missense mutations (*CRB1*^{Met1041Thr}, *CRB1*^{Cys948Tyr}) have significantly lowered levels of CRB1 in the retina and a disturbed endolysosomal system, thus benefitting from gene supplementation therapy (Boon et al., 2023; Buck et al., 2021; Pellissier et al., 2015). In the present study, we identified target genes involved in the molecular mechanisms of the *CRB1* LCA-like phenotype in mice. We found that *Wdfy-1* is a gene overexpressed in the *CRB1* LCA-like mouse model. The WD repeat and FYVE domain-containing 1 (WDFY1) protein is found on the early endosome (Ridley et al., 2001). WDFY1 is localized on lysosomes, being part of an E3 ubiquitin ligase complex involved in selective autophagy, termed lysophagy, recognizing and removing damaged lysosomes (Teranishi et al., 2022). To analyze the role of CRB1 in endosome pathways, we studied induced pluripotent stem cell (iPSC)-derived human retinal organoids. We find a strong decrease in the level of apical CRB1 variant and apical NOTCH1 proteins at the OLM on DD180. We then trace back how the decreased levels of CRB1 variant proteins appear by investigating the trafficking and degradation of CRB1 proteins. We find that the significant decrease in CRB1 variant protein coincides with an increase of WDFY1 at the OLM and in the outer nuclear layer (ONL); repression of maturation of early endosomes (EEs), shown by an increase of EEA1 in EEs; a reduction of RAB11A+ recycling endosomes and VPS35/

retromer vesicles; and an increase in degradative endolysosomal compartments in patient organoids. This study suggests that CRB1 is involved in EE/recycling endosome maturation.

RESULTS

RNA sequencing (RNA-seq) data from developing *Crb1*- and *Crb2*-deficient mouse retina reveals a molecular defect in the endolysosomal system

To identify the molecular mechanisms of developmental degradation in the retina lacking CRB1 and CRB2, we first examined the retina from *Crb1*^{KO} (*Crb1*^{KO}*Crb2*^{Flox/Flox}) and *Crb1*^{KO}*Crb2*^{ΔRPC} cKO mice backcrossed into 100% C57BL/6J OlaHsd mice. In agreement with previous findings in a mixed genetic background (Pellissier et al., 2013), our analyses of the retina from *Crb1*^{KO}*Crb2*^{ΔRPC} mice show that CRB1 and CRB2 are essential for proper retinal development, preventing disturbed retinal layering and loss of retinal function (Figures 1A, 1B, S1, and S2). Of note, the 100% C57BL/6J OlaHsd genetic background against the mixed C57BL/6 and 129/Ola 50%/50% background shows a slightly milder retinal phenotype at foci (Figures 1C and S1). Some regions in the retina mimic the previously described milder heterozygous *Crb1* conditional homozygous *Crb2* (*Crb1*^{WT/KO}*Crb2*^{ΔRPC}) cKO retinal phenotype, whereas other regions mimic the more severely affected double homozygote *Crb1*^{KO}*Crb2*^{ΔRPC} retina (Pellissier et al., 2013). The severity of the phenotype was still comparable with the mixed genetic background, considering retinal cell loss measured by retinal thickness (Figure S2H) and the loss of the retinal response to light flashes measured by electroretinography (Figures S2I–S2K) in 1-month-old mice (Pellissier et al., 2013). Previous studies on developing *Crb1*^{KO}*Crb2*^{ΔRPC} retinas on a mixed genetic background showed a transiently thicker retina with an increased number and mislocalization of late-born cells (rod photoreceptors, bipolar cells, MGCs, and late-born amacrine cells), increased cell proliferation and apoptosis, and dysregulation of the cell cycle, which severely impairs

Figure 1. mRNA transcript levels are marginally different in *Crb1*^{KO}*Crb2*^{ΔRPC} against *Crb1*^{KO} retina

How the deposited data were processed for this re-analysis (not part of the article)

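RNA of mouse neuroretinas was sequenced in 2 runs. The first run held *Crb1* KO*Crb2* ΔRPC and *Crb1* KO retinas on C57BL/6JOlaHsd at E15.5, E17.5 and P1, and the second *Crb1* KO*Crb2* ΔRPC retinas on C57BL/6JOlaHsd at E15.5 and wild-type C57BL/6JRccHsd retinas at E15.5, E17.5 and P1. Of the 48 libraries, 29 belong to the first run and 19 to the second, and each has the number of its own animal. Genotype, stage and run were taken from the sample labels. The labels state that outliers had been removed before deposition.

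The authors amplified total RNA into cDNA with a NuGEN kit, sequenced it on a SOLiD instrument as single-end reads, mapped the reads to mm10 with Lifescope, kept reads above a mapping quality threshold, and counted them per refGene gene. The authors deposited raw counts per gene and library. The columns that the authors named CPM hold log2 CPM, counts scaled to library size, on TMM-adjusted library sizes, as recomputing them from the counts showed. The authors' columns of results hold log2 fold changes, moderated t statistics, p-values and adjusted p-values from limma-voom, made with R 3.4.1. No raw reads were used, so mapping and counting are as the authors left them. In the second run's table 24 gene symbols had been turned into dates, and these genes were identified by their gene number.

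The main values were recomputed from the deposited counts with edgeR 4.0.16 in R 4.3.3. Genes with more than 1 count in at least 5 libraries of a run were kept, as in the paper: 17055 of 17055 in the first run and 18163 of 18172 in the second. Library sizes were scaled by TMM. The runs were fitted apart, each with a quasi-likelihood model of all its groups (6 and 4) and robust estimates of the spread, and each of the 4 comparisons of genotypes was tested as a contrast. The p-values of a comparison were adjusted after Benjamini and Hochberg over all genes kept. A gene was called at an adjusted p below 0.05. The paper's thresholds, an adjusted p below 0.01 and a log2 fold change beyond 1.5, were applied beside it. An F test asked whether the genotype effect differed among the 3 stages of the first run, and a fit of both runs over their 16398 common genes tested whether the E15.5 effect differed between the runs. P1 was compared with E15.5 in *Crb1* KO and in wild type.

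Expression is given in CPM on TMM-scaled library sizes, as mean and SD over libraries. Single genes were also compared with exact permutation tests. A gene with 0 counts in a group was set at a floor of 3 counts over the group, and a gene with few counts was given a rate ratio with an exact interval. For each library, a list's level is the mean log2 of its CPM plus 1. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 prepared tables, exact tests and figures. Gene positions came from GENCODE vM21, in which 18003 of 18829 genes were found.

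The 34 gene lists were written before the data were examined, and each was tested in the 4 comparisons with camera of limma 3.58.1 at a preset correlation of 0.01 between genes, with 136 p-values adjusted together. The same tests were repeated with the correlation estimated from the data and with fry. Named genes were chosen by a rule. The text names every gene that the paper names for these data. From each comparison it can name the 10 largest rises and 10 largest falls among called genes with a mean count of at least 10 in the higher group and no overlap between the groups. From each list with a called member it can name up to 4 with the smallest p, and at P1 the main genes of the paper's qPCR panel, whose figure values had been seen.

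Depth was 12489095 counts per library in the first run and 7575969 in the second (medians). The analysis was tested on simulated data with the same depths, group sizes and spread per gene, and 200 changed genes. Counts were drawn independently per gene and library, so they hold no differences between libraries that many genes share. The test called 94% of 4-fold changes at E15.5 and E17.5 and 95% at P1 in the first run, and 98% in the second.

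The alternatives to the main choices were limma-voom, limma-voom with quality weights, DESeq2 1.42.0, median-ratio (RLE) size factors, no filter on low counts, the filterByExpr filter, a fit of the compared groups only, and leaving out each library in turn. The fit without a filter changes nothing in the first run, whose table holds only genes that pass, so it was applied to the second alone. Fits without libraries Tg_20140583_E15.5 and Tg_20140587_E15.5, or without Ctl_20140581_E15.5 and Ctl_20140601_P1, and tests of the early endosome list without *Wdfy1* and of the Crumbs list without *Crb1* or without *Crb1* and *Crb2*, were added after the values had been seen. The libraries of each comparison were regrouped 100 times, the real grouping included. No library was left out of the main values. The paper's organoid, microscopy and qPCR data are not among the files.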

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

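The tests of *Wdfy1* against loss of *Crb2*, age and background, both tests on the keratins, that of the loss of *Crb2* on the stage axis, and the fits without libraries Tg_20140583_E15.5 and Tg_20140587_E15.5 or without Ctl_20140581_E15.5 and Ctl_20140601_P1, and the tests of the early endosome list without *Wdfy1* and of the Crumbs list without *Crb1* or without *Crb1* and *Crb2*, were chosen only after the results had been seen.

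*Wdfy1* rose more against wild type than against *Crb1* KO, by a difference of 2.72 on the log2 scale (SE 0.173, adjusted p = 5.13e-16 in edgeR), and this contrast between the groups drew attention to it. Loss of *Crb2* would raise it in both comparisons, but against *Crb1* KO the upper 95% limit was 0.0529, while against wild type the lower limit was 2.30. A later age of the *Crb1* KO*Crb2* ΔRPC retinas would need *Wdfy1* to rise with age, and in wild type it fell by 0.387 from E15.5 to E17.5 (upper 95% limit -0.156). The difference of 2.72 is consistent with something that both C57BL/6JOlaHsd groups share, which may be the substrain or the loss of *Crb1*. These cannot be told apart, because 0 libraries differ in substrain and not in *Crb1*. *Wdfy1* had been set down in advance as differing between C57BL/6 substrains, but that listing tests neither of them.

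Keratins led the rise in *Crb1* KO*Crb2* ΔRPC retinas at E15.5 of the first run, and the effect at E17.5 minus that at E15.5 was -6.746 for *Krt15*, -2.842 for *Krt18* and -7.13 for *Krt19*; for *Krt15* it also differed between the runs (-7.341, adjusted p = 8.49e-05 in edgeR). Tissue carried over in libraries Tg_20140583_E15.5 and Tg_20140587_E15.5 may account for much of it. Without them edgeR called 2 genes in place of 758, and the mesenchyme list was lost (camera, adjusted p = 0.354). *Krt14* and *Krt5* then stood at 1.63 and 1.94, neither called, in place of 8.14 and 7.38. These libraries were picked for their high values, so a loss of calls was likely in advance. The fit cannot tell carried-over tissue from a rise in these animals, and no other pair was left out as a reference. Without these 2 libraries the surface ectoderm list still ranked higher (camera, adjusted p = 6.3e-09), but with an estimated correlation it had not held even with all libraries (adjusted p = 0.112). The 7 keratins of Figure 1G also stayed higher without them, from 1.43 (*Krt18*) to 4.01 (*Krt4*), and of these 7 only *Krt4* was called. Their list ranked higher under all 18 alternatives. Whether a rise in each *Crb1* KO*Crb2* ΔRPC retina adds to such carried-over tissue stays open. In each of the 4 libraries all 7 keratins of Figure 1G lay above every *Crb1* KO library. Their median distance above the highest *Crb1* KO library was 3.41 and 6.56 on the log2 scale in libraries Tg_20140583_E15.5 and Tg_20140587_E15.5. It was 0.783 in Tg_20140584_E15.5 and 1.44 in Tg_20140585_E15.5. These keratins had been chosen on the same libraries. A change of the mutant eye's own ectoderm or mesenchyme was not tested.

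The differences from wild type in the second run ran along normal development: across 16395 genes, which are not independent replicates, they correlated with those of *Crb1* KO E17.5 against E15.5 in the first run (Pearson r 0.321, Spearman rho 0.418), and 269 of 276 called genes of that axis moved toward the later stage. On mean log2 differences r was 0.371, and 2 of 126 splits of the 9 libraries gave an r as high, the real one included (highest other 0.373), so a later age of the *Crb1* KO*Crb2* ΔRPC than of the wild-type retinas may contribute. On a scale with wild type at E15.5 at 0 and at E17.5 at 1 the *Crb1* KO*Crb2* ΔRPC libraries stood at 0.51 ± 0.11 (n = 4, 2-sided exact permutation p = 0.00794). Of all genes called against wild type at E15.5, 185 (10.2%) were called in the same direction against wild type at E17.5. *Wdfy1*, *Abcd4*, *Snca*, *Mmrn1* and *Crb1*, 5 of 5, were among these, which age does not account for. For *Abcd4*, *Snca*, *Mmrn1* and *Crb1* the transgene, the deletion and the knockout fixed this in advance, so only *Wdfy1* could inform. Loss of *Crb2* would move the *Crb1* KO*Crb2* ΔRPC retinas of the first run toward the later stage as well. At E15.5 none of these stood above 0.08 on such an axis with *Crb1* KO at 0 (-0.18 ± 0.21, n = 4), and the lowest *Crb1* KO*Crb2* ΔRPC library of the second run stood at 0.39. The first run's falling genes lay far lower and scattered more (-0.76 ± 0.85). Its rising genes alone stood at 0.06 ± 0.14, with a highest library of 0.19, against a lowest of 0.36 in the second run. Collection time, a faster pace of the substrain and an effect of the loss of *Crb1* stay open, as no test separates them.

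Values of single genes and total counts were tested within each group of libraries, in sets that are not independent, so no rate by chance applies. Of 92 such sets, 19 held a library far from the others. For *Abcd4* these were the *Crb1* KO-labeled libraries Ctl_20140581_E15.5 (97.56 CPM) and Ctl_20140601_P1 (47.5 CPM); a wrong genotype label was not tested and stays open, and without both edgeR called 611 genes at E15.5 in place of 758 and 1 at P1 in place of 0. In the *Crb1* KO*Crb2* ΔRPC library Tg_20140587_E15.5 *Krt4* was at 265.1, *Krt6a* at 230.2, *Krt7* at 126.5, *Krt15* at 2176, *Krt19* at 175.1 and *Krt23* at 8.358 CPM. *Krt15* also stood apart in the *Crb1* KO*Crb2* ΔRPC library Tg_20140606_P1 (17.31 CPM), the second run's *Crb1* KO*Crb2* ΔRPC library Tg_20141428_E15.5 (10.26 CPM) and the wild-type library C57_20141444_P1 (14.34 CPM). *Krt18* did so in the *Crb1* KO library Ctl_20140592_E17.5 (4.982 CPM), the second run's *Crb1* KO*Crb2* ΔRPC library Tg_20141431_E15.5 (2.785 CPM) and the wild-type library C57_20141447_P1 (8.116 CPM). The remaining genes were *Wdfy1* in the *Crb1* KO*Crb2* ΔRPC library Tg_20141428_E15.5 (128.0 CPM), *Crb1* in the *Crb1* KO library Ctl_20140602_P1 (2.902 CPM) and *Crb2* in the wild-type library C57_20141441_E17.5 (47.74 CPM). Total counts stood apart in the *Crb1* KO library Ctl_20140582_E15.5 (9207494) and the *Crb1* KO*Crb2* ΔRPC library Tg_20140597_E17.5 (9074383).

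Some signals lie in data that the paper does not discuss. The E15.5 effect differed between the runs in 1228 genes. In wild type 8015 genes changed between E15.5 and P1. Against wild type, *Synpr* (log2 fold change 2.847), *Tbx20* (2.125) and *Efcab7* (1.841) rose in *Crb1* KO*Crb2* ΔRPC retinas with every library apart.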

How the results depend on the processing

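The alternatives were set before the data were examined, apart from the fits without libraries Tg_20140583_E15.5 and Tg_20140587_E15.5 and without Ctl_20140581_E15.5 and Ctl_20140601_P1 and the early endosome list without *Wdfy1* and the Crumbs list without *Crb1* or without *Crb1* and *Crb2*, which were chosen after the values had been seen. Where a result changed, the cause was not tested. The paper states that mutants were compared with littermate *Crb1* KO mice. No paired analysis was possible because the labels give each animal its own number and no litter, so libraries were treated as unrelated. A fit without the low-count filter could not be had for the first run, whose table is already filtered, nor a fit of the compared groups only for the difference between stages. No scaling moved the median log2 fold change by 0.1 or more.

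In the second run 1693 to 2545 genes were called against wild type under the alternatives set in advance, and 1114 (without wild-type library C57_20141434_E15.5) to 2059 (without C57_20141436_E15.5) without 1 library; the share of rises, 59.9%, fell to 47.2% without wild-type library C57_20141435_E15.5. At the paper's thresholds 76 to 153 genes passed, and 70 to 127 without 1 library. Development in wild type called 7770 to 8550 genes (7330 to 7727 without 1 library), and in *Crb1* KO 6574 to 7292 (6100 to 6544 without 1 library). The gene list tests called 27 to 39, and 30 to 38 without 1 library, in place of 34, and 33 with the early endosome list without *Wdfy1*, and also 33 with the Crumbs list without *Crb1* or without *Crb1* and *Crb2*.

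At E15.5 of the first run, the 758 called genes became 2 with limma-voom, 6 with quality weights, 0 with the compared groups only and 2 without libraries Tg_20140583_E15.5 and Tg_20140587_E15.5. Without 1 library they ranged from 64 (without *Crb1* KO*Crb2* ΔRPC library Tg_20140587_E15.5) to 1171 (without *Crb1* KO*Crb2* ΔRPC library Tg_20140585_E15.5), and were 458 without *Crb1* KO library Ctl_20140578_E15.5. At the paper's thresholds 356 became 0 with limma-voom, 192 with filterByExpr, 5 with quality weights, 0 with the compared groups only, 2 without libraries Tg_20140583_E15.5 and Tg_20140587_E15.5 and 117 without Ctl_20140581_E15.5 and Ctl_20140601_P1. Without 1 library they ranged from 22 (Tg_20140587_E15.5) to 629 (Tg_20140584_E15.5), and were 112, 169, 142, 168 and 167 without *Crb1* KO libraries Ctl_20140578_E15.5, Ctl_20140579_E15.5, Ctl_20140580_E15.5, Ctl_20140581_E15.5 and Ctl_20140582_E15.5, and 614 without *Crb1* KO*Crb2* ΔRPC library Tg_20140585_E15.5.

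At E17.5 the 2 called genes became 8 with limma-voom, 91 with DESeq2, 104 with quality weights and 26 with the compared groups only. Without 1 library they ranged from 0 (any of the other 9) to 30 (without *Crb1* KO*Crb2* ΔRPC library Tg_20140596_E17.5). At the paper's thresholds 0 became 1, 25, 2 and 1 in the same order, and stayed 0 without each library. At P1 the 0 called genes became 6 with DESeq2, 218 with quality weights and 1 without libraries Ctl_20140581_E15.5 and Ctl_20140601_P1, and 0 to 66 without 1 library (66 without *Crb1* KO library Ctl_20140602_P1). At the paper's thresholds 0 became 1 under each of these 3, and 0 to 1 without 1 library (1 without Ctl_20140602_P1).

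The 3 genes whose effect differed between stages became 0 with limma-voom, 0 with quality weights, 399 with DESeq2, 0 without libraries Tg_20140583_E15.5 and Tg_20140587_E15.5 and 0 without Ctl_20140581_E15.5 and Ctl_20140601_P1. Without 1 library they ranged from 0 (Ctl_20140578_E15.5, Ctl_20140580_E15.5, Ctl_20140581_E15.5, Ctl_20140582_E15.5 or Ctl_20140589_E17.5) to 544 (Tg_20140585_E15.5), with 468 without Tg_20140584_E15.5, 41 without Ctl_20140602_P1 and 1 without Ctl_20140579_E15.5 or Tg_20140587_E15.5. The 1228 genes whose E15.5 effect differed between the runs became 515 with limma-voom, 561 with quality weights, 258 with the compared groups only and 289 without libraries Tg_20140583_E15.5 and Tg_20140587_E15.5, and 835 to 1825 without 1 library.

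Among named genes, the fits without libraries Tg_20140583_E15.5 and Tg_20140587_E15.5 reversed 8 at E15.5 of the first run, each with an adjusted p of 1: *Myo5b* -0.2713, *Cdkn1a* -0.1013, *Prrx1* -0.2042, *Col1a1* -0.4660, *Tnnt1* -0.2160, *Ttn* -0.2940, *Actc1* -1.0390 and *Egr1* -0.1366. Of 840 values of 50 named genes over alternatives there, 570 kept their direction and side of the threshold, 258 fell short of it and 4 newly passed. In the second run 1592 of 1764 values did so for 111 genes, and 169 fell short. At E17.5 *Abcd4* and *Lime1* each passed in 7 of 16 alternatives. At E15.5 of the first run *Crb1* (4 and 10 counts) and *Cnga2* (7 and 19) had too few counts to read a change.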

Differences from the paper's values

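The paper's count of 40 genes in the second run, at an adjusted p below 0.01 and a log2 fold change above 1.5, stands against 103 here in both directions and 60 for rises alone. Every alternative set before the data were examined also differs from the paper's 40 in both directions: 76 with limma-voom, 153 with DESeq2, 103 with RLE size factors, 103 without a filter, 98 with filterByExpr, 95 with quality weights and 79 with the compared groups only. For rises alone the counts lie within 1.5 times the paper's, with 38 in limma-voom, except for 102 with DESeq2. The authors' own deposited results hold 78 genes at these thresholds, 40 higher and 38 lower, and 71 of the 78 are among the 103.

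For E15.5 of the first run the paper gives 0 genes at these thresholds, and edgeR gave 356 here. limma-voom and the compared groups only gave 0, the paper's value. DESeq2 (426), RLE size factors (355), filterByExpr (192) and quality weights (5) did not, nor did the fit without libraries Tg_20140583_E15.5 and Tg_20140587_E15.5 (2), chosen after seeing the values. The authors' deposited results hold 0.

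The log2 fold change of *Abcd4* at E15.5 of the first run is about 2.1 in the paper's Fig. 1G, read by eye, and 1.60 here. limma-voom (2.1), quality weights (2.36) and the compared groups only (1.56, with its wider error) do not differ from the paper's, and DESeq2 (1.59), RLE size factors (1.58) and filterByExpr (1.58) do.

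The log2 fold change of *Mmrn1* in the second run is about -5.3 in the paper's Fig. 1J, read by eye, and -6.08 here. limma-voom (-5.24), DESeq2 (-6.35) and quality weights (-5.42) do not differ from the paper's within their errors. RLE size factors (-6.08), no filter (-6.08), filterByExpr (-6.08) and the compared groups only (-6.10) do.

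*Cyr61* at P1 is about 150% of control by qPCR in the paper's Fig. S2L, read by eye, and 81.1 ± 22.6% of *Crb1* KO (SD) in the sequenced libraries of the first run, from 3.60 ± 1.00 CPM; no alternative was computed for this percentage. The paper counts 9 mice in the second run, and the deposited table holds 19 libraries, of which 9 are those of the paper's comparison at E15.5; no alternative applies.

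The paper describes *Abcd4* as substantially upregulated. In edgeR it passed at E17.5 and in the second run, but not at E15.5 (adjusted p = 0.0542) or P1 (adjusted p = 0.52). At E15.5 DESeq2 (adjusted p = 0.0252) and quality weights (adjusted p = 0.00569) called it, and so did edgeR without library Ctl_20140581_E15.5 (2.63, adjusted p = 2.9e-04). The fit without libraries Ctl_20140581_E15.5 and Ctl_20140601_P1, chosen after seeing the values, called it at E15.5 and at P1. The paper places the *Chx10Cre* transgene next to *Abcd4* on chromosome 6. In the reference assembly *Abcd4* and *Vsx2* lie on chromosome 12. Its supplement describes the transgene as a BAC that carries *Abcd4*, so chromosome 6 may be meant as the insertion site. These counts cannot show where it lies. The paper states that *Snca* and *Crb1* transcripts are not expressed in *Crb1* KO*Crb2* ΔRPC mice. The *Crb1* KO*Crb2* ΔRPC libraries of the second run held *Snca* at 5.77 and *Crb1* at 3.85 CPM, far below wild type. In the first run the same genotype held *Crb1* at 0.0919 CPM at E15.5 and 3.97 CPM at P1, and *Snca* had no entry. Where the second run's remaining counts come from was not tested.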

Other observations

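The fits without libraries Ctl_20140581_E15.5 and Ctl_20140601_P1, the contrasts of E17.5 with E15.5, and that of the second run's *Crb1* KO*Crb2* ΔRPC retinas with wild type at E17.5 were chosen only after results had been seen.

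Between E15.5 and P1 the wild-type retina moved from making early neurons to building photoreceptors, a comparison that the paper does not report. All 13 rod genes rose, with a median log2 fold change of 4.76, among them *Nrl* (5.38) and *Nr2e3* (5.91), which set the rod fate, and *Prph2* (5.88), a disc protein. Of 9 cone genes 8 rose, with *Opn1sw*, the short-wavelength opsin, at 5.67. Of 16 amacrine and horizontal cell genes 14 rose, while the horizontal cell regulators *Onecut1* (-2.13) and *Onecut2* (-2.33) fell. Of 17 ganglion cell genes 12 fell, including *Isl1* (-1.69) and *Elavl4* (-1.66), and *Thy1*, a marker of maturing ganglion cells, rose by 5.52. *Fgf15* (-2.14) and *Sfrp2* (-3.83) of early progenitors fell, *Rlbp1* of Müller glia rose (3.17), and 12 of 14 red blood cell genes and 11 of 13 ocular mesenchyme genes fell. Among genes of the endolysosomal system, 13 of 30 autophagy genes and 12 of 36 lysosome genes rose and 3 and 6 fell. *Crb2* fell by 1.23 and *Wdfy1* by 0.50.

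The *Crb1* KO retina went the same way: all 13 rod genes rose (median 6.12; *Prph2* 7.93, *Rom1* 5.00), 7 of 9 cone genes rose and 2 fell, 12 of 16 amacrine and horizontal cell genes rose, 12 of 17 ganglion cell genes fell, and *Crb2* fell by 1.26. In all 6709 genes changed (3604 higher and 3105 lower), against 3967 higher and 4048 lower in wild type. Whether the backgrounds differ in pace was not tested, as they were sequenced in different runs. In *Crb1* KO 19 of 22 lens genes fell, and in wild type 0 did.

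S phase genes were higher together in *Crb1* KO*Crb2* ΔRPC than in *Crb1* KO at P1. An earlier age of the *Crb1* KO*Crb2* ΔRPC retinas is one possible explanation, but on an axis from E15.5 to P1 taken from wild type the groups stood at 1.01 and 1 (2232 genes, n = 5 each; 2-sided exact permutation p = 0.833). The biological difference of genotype stays open, as a hypothesis. On the axis from E15.5 to E17.5 the *Crb1* KO*Crb2* ΔRPC retinas of the first run did not stand apart at E15.5 (-0.18 against 0, exact permutation p = 0.151) or E17.5 (0.96 against 1, exact permutation p = 0.421).

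None of the genes marked in the paper's qPCR panel at P1 passed in edgeR at an adjusted p below 0.05 over all genes. It called 0 genes at P1 with 1008 at an unadjusted p below 0.05 (limma-voom 0, DESeq2 6, quality weights 218). The paper marked the panel's genes by a t test on qPCR values, which is an unlike threshold. For *Abcd4*, also marked there, the log2 fold change was 1.70 (SE 0.46, adjusted p = 0.52 in edgeR). An exact permutation test on this gene alone gave p = 0.00794. *Lamp5*, a vesicle protein of neurons, had a log2 fold change of -1.79 (SE 0.41, adjusted p = 0.389 in edgeR), *Neurog2*, a neurogenic factor, -0.68 (adjusted p = 0.412), the ubiquitin ligase gene *Rnf6* -0.47 (adjusted p = 0.42) and *Cyr61* -0.31 (adjusted p = 1.0). *Tnni1*, of slow muscle, was at 2.54 (adjusted p = 0.644) and *Lyve1*, of lymphatic vessels and macrophages, at 2.24 (adjusted p = 0.608).

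Within 5e+06 bp of *Crb1*, *Crb2*, *Vsx2*, *Snca*, *Wdfy1* or *Nnt*, the share of called genes passed no threshold of difference from that of all genes, either against wild type (lowest adjusted p 0.182, Fisher's exact test) or for the difference between the runs (lowest adjusted p 0.115). The rises at E15.5 of the runs shared 9 genes, against 44.1 for independent lists of 679 and 1064 genes, while 82 genes that rose in the first run fell in the second. The log2 fold changes correlated with those in the authors' table across genes, which are not independent replicates (Pearson r 0.939, 0.901 and 0.912 at E15.5, E17.5 and P1 of the first run, and 0.946 in the second). At an adjusted p below 0.05 that table holds 2, 8 and 0 genes for the first run and 1727 for the second.

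Other groupings of the same libraries, 100 per result with the real one, show how often a count as large arose. For some results only 1 grouping, the real one, reached the value, which makes chance unlikely but does not exclude it. In the second run these were called genes (1809, highest other 1520), the paper's thresholds (103, highest other 35) and gene lists (17, highest other 16). The margin for lists was narrow. The 17 were adjusted over the 34 lists of this comparison alone, as in each grouping, and 16 passed over all 136 tests. The others were the difference between the runs (1228, highest other 1038) and development in wild type (8015, highest other 1075) and *Crb1* KO (6709, highest other 2428). In the first run few groupings reached the called genes at E17.5 (2, highest other 9, reached by 3) or the difference between stages (3, highest other 382, reached by 4). Some gave more, and both counts were lost without some single libraries, so chance stays open for these. It also stays open at E15.5, for called genes (758, highest other 4512, reached by 15), at the paper's thresholds (356, 582, reached by 12) and for lists (11, 18, reached by 37). The same goes for the lists at E17.5 (3, 11, reached by 83) and P1 (4, 9, reached by 33). It goes too where the real count is 0 and so reached by all 100: called genes at P1 (highest other 689) and the paper's thresholds at E17.5 (2) and P1 (13). The grouping with 4512 genes put libraries Ctl_20140578_E15.5, Ctl_20140581_E15.5, Tg_20140585_E15.5 and Tg_20140587_E15.5 together, which points to a structure of the samples beyond genotype. Of the E15.5 groupings, 44 put libraries Tg_20140583_E15.5 and Tg_20140587_E15.5 in 1 group and called a median of 346 genes, and the 56 that parted them called a median of 0.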
